# Lineage tracing reveals the origins and dynamics of macrophages in lung injury and repair

**DOI:** 10.1038/s41421-025-00859-0

**Published:** 2026-01-14

**Authors:** Hengwei Jin, Jialing Mou, Huan Zhu, Kuo Liu, Mingjun Zhang, Zhenqian Zhang, Stefan Pflanz, Karim EI Kasmi, Zhaoyuan Liu, Florent Ginhoux, Kathy O. Lui, Bin Zhou

**Keywords:** Immunology, Cell biology

## Abstract

Macrophages play a vital role in tissue repair and regeneration following injury. However, the cell fate, dynamic responses, and functions of macrophages from various origins during lung injury and repair are not fully understood. Here, we used genetic lineage tracing and scRNA-seq approaches to explore the temporal and spatial roles of tissue-resident and infiltrating macrophages during pulmonary fibrosis. We observed a sharp reduction in tissue-resident macrophages during the early inflammatory phase, with their numbers stabilizing during recovery. Monocytes contributed substantially to the macrophage population during the fibrotic phase, initially differentiating into interstitial macrophages and later transitioning into alveolar macrophages through a transient state. Genetic ablation of monocytes led to a reduction in the number of infiltrating macrophages and alleviated pulmonary fibrosis. Mechanistically, Notch signaling was negatively correlated with Wnt/β-catenin signaling in the regulation of monocyte recruitment and pulmonary fibrosis. Our study reveals the dynamic contributions and functions of macrophages from various sources in lung injury and regeneration.

## Introduction

In recent years, pulmonary diseases have emerged as a significant and growing cause of disability and mortality among adults^1^. Acute lung injury can lead to the development of several respiratory conditions, including idiopathic pulmonary fibrosis, chronic obstructive pulmonary disease, asthma, and alveolar sarcoma^2^. These conditions are believed to result from defective pulmonary epithelium development, basement membrane denudation, inflammatory cell influx, and macrophage and neutrophil activation^3,4^. Macrophages play a critical role in the innate immune system, with their widespread distribution across different organs. They are essential for maintaining tissue homeostasis and immune surveillance, clearing cellular debris, and orchestrating inflammatory responses that protect against infection^5–8^.

At steady state, tissue macrophages in the brain, epidermis, lungs, and liver are generated during embryonic hematopoiesis, arising independently of bone marrow (BM) contributions, and persist into adulthood^9–12^. These tissue-resident macrophages (TRMs) are maintained and expanded through local proliferation rather than through recruitment from circulating monocytes^13,14^. In contrast, macrophages in the gut and dermis are replaced more rapidly by circulating monocytes^15^. Notably, the diverse functions of macrophages during tissue homeostasis and inflammation are highly dependent on their origin, ontogeny, and anatomical location.

Lung macrophages exhibit considerable heterogeneity and remarkable plasticity^2,16^. In the lungs, two major subpopulations of macrophages coexist: alveolar macrophages (AMs) and interstitial macrophages (IMs)^17^. These populations are distinguished by their specific location, characteristics, and functions. AMs are located primarily in the airways and are characterized by the expression of CD11c and SiglecF, but lack CD11b expression. In contrast, IMs are predominantly found in the lung parenchyma and express high levels of CD11b^16,18^. In a steady state, the number of AMs is significantly greater than that of IMs in the lungs^19^. Resident AMs are established before birth, are largely derived from embryonic hematopoiesis in the yolk sac and/or fetal liver, and are maintained through local proliferation. In contrast, IMs are gradually replaced by blood monocytes^20^.

In response to inflammatory stimuli, in addition to TRMs, monocytes are recruited to the site of injury, where they differentiate into macrophages with distinct polarization states, namely, M1-like and M2-like macrophages. In these monocyte-derived macrophages (MDMs), M1 macrophages primarily mediate proinflammatory responses and produce IL1β, IL6, and TNFα. In contrast, M2 macrophages are predominantly associated with inflammation resolution and produce anti-inflammatory factors such as Arg1, IL10, and Chil3^21,22^.

The mechanisms by which TRMs and MDMs are altered in response to injury during repair, as well as the specific functions of these distinct cell populations, have not been thoroughly investigated. Previous studies have relied primarily on fluorescence-activated cell sorting (FACS) using a series of cell-specific markers or on bone marrow cell transplantation models^13,23–25^. However, the heterogeneity of macrophages remains unexplored, largely because of the absence of genetic tools that can specifically target macrophages in different organs. Bleomycin is a well-characterized and widely used model for inducing progressive pulmonary inflammation and subsequent fibrosis, which aids in understanding the pathogenesis and pathophysiology of acute lung injury and acute respiratory distress syndrome^3,26–28^. In this study, we aimed to characterize the dynamic responses and functions of macrophages of various origins, both at steady state and following bleomycin-induced lung injury. Additionally, we investigated the molecular mechanisms contributing to bleomycin-induced lung injury during both the inflammatory phase and the fibrotic phase. This study not only introduces specific genetic tools to enhance our understanding of the dynamic changes in macrophages from different origins in response to injury but also reveals their functions and potential molecular regulatory mechanisms targeting lung repair and regeneration.

## Results

### Generation of a *CD68-rtTA* mouse line for lineage tracing of TRMs

To overcome the limitations of previous approaches in distinguishing between TRMs and MDMs after lung injury^8,29,30^, we generated a *CD68-rtTA* mouse line for efficient lineage tracing of TRMs. Earlier studies relied on CD45.1/CD45.2 bone marrow chimeras, predominantly used in cell transplantation^13,23^, which cannot specifically target TRMs during lung homeostasis. To address this, we initially employed the *CX3CR1-CreER* system^31,32^ to label TRMs through tamoxifen (Tam) induction at the embryonic and neonatal stages. This method resulted in low labeling efficiency and poor survival rates, particularly when Tam was administered during embryogenesis (Supplementary Fig. S1a–f). Thus, we sought to improve TRM labeling by combining the tetracycline-on (Tet-On) and Cre-*loxP* systems to increase labeling efficiency in adult mice.

Analysis of single-cell RNA sequencing (scRNA-seq) data from lung tissue revealed high expression of CD68 across macrophage populations, with the majority of AMs exhibiting strong CD68 expression (Supplementary Fig. S2a). Based on this expression pattern, we generated *CD68-rtTA* mice, in which rtTA expression is controlled by the CD68 promoter in macrophages (Fig. 1a). In this system, *TetO-Cre* induces Cre recombinase expression under the control of a minimal promoter containing the tet operator (tetO). Upon doxycycline (Dox) administration, rtTA binds to *TetO-Cre*, driving Cre expression and subsequently activating a reporter gene in CD68^+^ macrophages (Fig. 1b). In the absence of Dox, rtTA does not bind to the tetO promoter, preventing the continuous or uncontrolled activation of Cre.

**Fig. 1:**
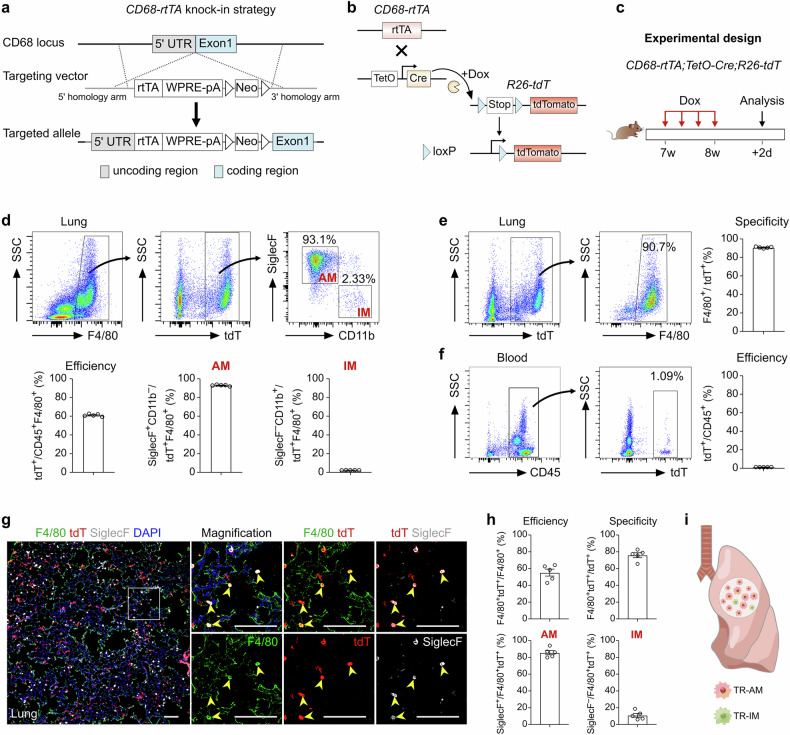
Generation and characterization of the *CD68-rtTA* mouse line. **a** Schematic diagram showing the knock-in strategy of the *CD68-rtTA* line by homologous recombination. **b** Genetic lineage tracing strategy by Cre-*loxP* recombination in CD68^+^ cells after doxycycline (Dox) treatment. **c** Schematic showing the experimental design. **d** Flow cytometric and quantification analyses of the percentage of tdT^+^ cells among CD45^+^F4/80^+^ macrophages (efficiency) and the percentage of SiglecF^+^ alveolar macrophages (AMs, left) and CD11b^+^ interstitial macrophages (IMs, right) among tdT^+^ macrophages from the lungs. Data are presented as the mean ± SEM; *n* = 5 mice per group. **e** Flow cytometric and quantification analyses of the percentage of tdT^+^ cells expressing F4/80 (specificity) in the lungs. Data are presented as the mean ± SEM; *n* = 5 mice per group. **f** Flow cytometric and quantification analyses of the percentage of CD45^+^ monocytes expressing tdT from blood. Data are presented as the mean ± SEM; *n* = 5 mice per group. **g** Immunostaining for F4/80, tdT, and SiglecF in lung tissue sections. The boxed region is magnified. Yellow arrowheads indicate labeled macrophages. **h** Quantitative analysis of the percentage of tdT^+^ cells among F4/80^+^ macrophages (efficiency), the percentage of F4/80^+^ cells among tdT^+^ cells (specificity), and the percentage of AMs and IMs among labeled tdT^+^ macrophages from images of immunostained lung sections. Data are presented as the mean ± SEM; *n* = 5 mice per group. **i** Cartoon image showing the effective labeling of tissue-resident macrophages (TRMs) in *CD68-rtTA;TetO-Cre;R26-tdT* mice. Scale bars, 100 µm. Each image is representative of five individual samples.

To validate this system, we crossed *CD68-rtTA*, *TetO-Cre*, and *R26-tdT* mice to generate a triple-positive mouse line and analyzed macrophage labeling after 1 week of Dox treatment in adult mice (Fig. 1c). FACS analysis revealed that more than 60% of lung macrophages expressing F4/80 were labeled with tdT, while nearly all CD45^+^ immune cells from blood remained tdT-negative (Fig. 1d, f). Furthermore, 90.75 ± 0.35% of the tdT^+^ cells in the lungs expressed F4/80, confirming the high specificity of the *CD68-rtTA;TetO-Cre;R26-tdT* system for labeling macrophages (Fig. 1e). Among the labeled tdT^+^ macrophages, the majority were AMs (92.94 ± 0.33%), while IMs were minimally labeled (2.31 ± 0.05%, Fig. 1d). Notably, more than 70% of all AMs were tdT-positive, compared with only approximately 7.58% of IMs, which is consistent with the known predominance of AMs within homeostatic TRM populations (Supplementary Fig. S2b). Immunostaining of lung sections for tdT, F4/80, and SiglecF further demonstrated greater labeling efficiency and specificity in *CD68-rtTA;TetO-Cre;R26-tdT* mice than in *CX*_*3*_*CR1-CreER;R26-tdT* mice (Fig. 1g, h). In addition, by employing CD64 and MerTK as specific markers to accurately identify TRMs in the lung, FACS analysis demonstrated that more than 40% of the TRMs were tdT^+^, with the vast majority being AMs (96.07 ± 1.54%), whereas IMs showed minimal labeling (3.79 ± 1.12%). Furthermore, 95.01 ± 2.02% of all the tdT^+^ cells coexpressed CD64 and MerTK, confirming the high specificity of this system for macrophage labeling (Supplementary Fig. S2c, d). Immunostaining further confirmed the specificity of the system, demonstrating that lung tdT^+^ cells coexpressed CD68 and MerTK and were positive for the AM marker SiglecF, while no detectable tdT or CD68 signal was detected in blood Ly6C^+^ monocytes after Dox treatment (Supplementary Fig. S2e). Importantly, negligible tdT signals were detected in *CD68-rtTA;TetO-Cre;R26-tdT* mice without Dox treatment (Supplementary Fig. S3). Whole-mount fluorescence and immunofluorescence imaging further confirmed that sporadic tdT^+^ cells were not F4/80^+^ macrophages (Supplementary Fig. S3b, c). Additionally, FACS analysis revealed that fewer than 0.01% of F4/80^+^ macrophages and Ly6C^+^ monocytes expressed tdT in the absence of Dox (Supplementary Fig. S3d). In summary, the *CD68-rtTA;TetO-Cre;R26-tdT* mouse line offers a highly specific and efficient tool for the genetic targeting and lineage tracing of endogenous TRMs in the lungs (Fig. 1i). This model provides a valuable resource for studying the roles of TRMs in pulmonary homeostasis and disease.

### TRMs decrease significantly after injury and are maintained at normal levels during recovery

To investigate the role and dynamics of TRMs in lung injury and repair, we induced acute lung inflammation and fibrosis through bleomycin induction. In this model, the levels of proinflammatory cytokines rapidly increase during the first 3 days, peak at approximately day 7, and remain elevated until day 10, followed by the fibrotic phase of lung recovery^28^. To assess the behavior of TRMs during these stages, we treated *CD68-rtTA;TetO-Cre;R26-tdT* mice with Dox to label TRMs, followed by a 3-week Dox washout period before administering bleomycin. The lungs were then harvested at different time points: 3, 7, 14, and 28 days postinjury (Fig. 2a). Whole-mount fluorescence images of the lungs of *CD68-rtTA;TetO-Cre;R26-tdT* mice revealed a significant decrease in the number of tdT-labeled TRMs over time after injury (Fig. 2b). Sirius red staining of lung sections revealed a sharp increase in fibrosis starting on day 7 postinjury, with the severity of fibrosis worsening at days 14 and 28 compared with that of the sham control (Fig. 2b).

**Fig. 2:**
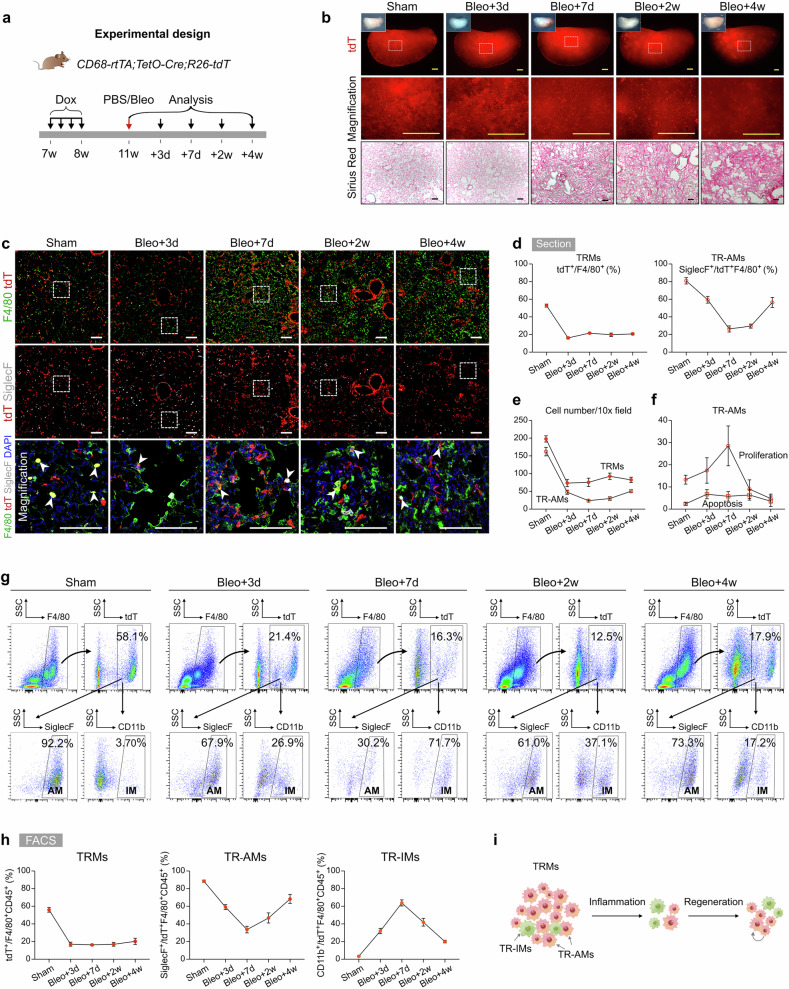
Lineage tracing of TRMs reveals significantly reduced TRMs after bleomycin-induced injury. **a** Schematic diagram showing the experimental design. Dox, doxycycline. Bleo, bleomycin. **b** Whole-mount bright field, epifluorescence, and Sirius red images of lungs after bleomycin treatment. The boxed region is magnified. **c** Immunostaining for tdT, F4/80, and SiglecF in lung tissue sections. The boxed region is magnified. White arrowheads indicate TRMs. **d** Quantitative analysis of the percentage of F4/80^+^ macrophages expressing tdT (left) and the percentage of SiglecF^+^ alveolar macrophages among labeled tdT^+^ macrophages (right) in immunostained lung sections. Data are presented as the mean ± SEM; *n* = 5 mice per group. **e** Quantification of the number of TRMs (tdT^+^F4/80^+^) and TR-AMs (tdT^+^SiglecF^+^) in each 10× field from immunostained lung sections. Data are presented as the mean ± SEM; *n* = 5 mice per group. **f** Quantification of the percentage of Ki67^+^ (proliferative) and γ-H2AX^+^ (apoptotic) cells among labeled TR-AMs (tdT^+^SiglecF^+^) in each 10× field from immunostained lung sections. Data are presented as the mean ± SEM; *n* = 5 mice per group. **g**, **h** Flow cytometric analysis and quantification of the percentage of tdT^+^ cells among CD45^+^F4/80^+^ macrophages (TRMs), the percentage of SiglecF^+^ alveolar macrophages among tdT^+^ macrophages (TR-AMs), and the percentage of CD11b^+^ interstitial macrophages among tdT^+^ macrophages (TR-IMs) from the lungs. Data are presented as the mean ± SEM; *n* = 5 mice per group. **i** Cartoon image showing the dynamic changes in TRMs in the lungs after bleomycin-induced injury. TRMs tissue-resident macrophages, TR-AMs tissue-resident alveolar macrophages, TR-IMs tissue-resident interstitial macrophages. Scale bars, yellow, 1 mm; white and black, 100 µm. Each image is representative of five individual samples.

Next, we performed immunofluorescence staining of lung sections for tdT, F4/80, and SiglecF and found that the percentage of TRMs among total macrophages was significantly decreased by day 3 postinjury and remained relatively constant throughout the later stages of injury and recovery (Fig. 2c, d; Supplementary Fig. S4). Concurrently, we observed a marked increase in the number of tdT^–^F4/80^+^ macrophages from day 7 to day 28, suggesting infiltration of macrophages from other sources, particularly during the fibrotic phase (Fig. 2c; Supplementary Fig. S4). The percentage of TR-AMs among the tdT^+^ TRMs initially decreased on days 3 and 7 but then gradually increased to 56.44 ± 5.71% by day 28 (Fig. 2d). During the fibrotic phase, especially on day 28, there was a notable increase in the number of TR-AMs compared with that in the earlier inflammatory phase, whereas the overall number of TRMs remained stable (Fig. 2e). The proliferation of TR-AMs peaked on day 7 and returned to baseline levels by day 14, with minimal changes in apoptosis over time (Fig. 2f; Supplementary Fig. S5), suggesting that TR-AM self-renewal partially contributed to their increased numbers during the fibrotic phase.

We next performed a FACS analysis of lung macrophages and found that the percentage of tdT^+^ TRMs sharply decreased by day 3 but remained largely unchanged thereafter (Fig. 2g, h). Among the labeled TRMs, the percentage of TR-AMs decreased to its lowest point (33.58 ± 3.80%) during the early injury phase and then increased to 68.33 ± 5.08% by day 28, although this value remained below the steady-state level (Fig. 2g, h). In contrast, the proportion of tissue-resident IMs (TR-IMs) peaked on day 7 and subsequently decreased to 19.93 ± 1.50% on day 28, which was still higher than the steady-state level (Fig. 2g, h). Quantification of apoptosis in TRMs (including both TR-AMs and TR-IMs) revealed no significant differences from day 7 to day 28, further indicating that TRM numbers remained relatively constant during this period (Fig. 2f; Supplementary Fig. S5d–f). These findings were corroborated in *CX3CR1-CreER;R26-tdT* mice, in which a similar pattern of TRM reduction at days 3 and 7 followed by a stage of stability thereafter was observed (Supplementary Fig. S1g–l). Taken together, these results highlight that TRMs undergo significant depletion during the acute inflammatory phase of lung injury but remain stable throughout the repair and fibrotic phases, with TR-AM self-renewal contributing to the replenishment of the TRM population in the lungs (Fig. 2i).

### Infiltrating macrophages accumulate during pulmonary fibrosis

To investigate the role of monocytes and MDMs in lung inflammation and fibrosis, we utilized the *Ms4a3-CreER* mouse model^33^, which allows the specific labeling and tracing of monocytes. *Ms4a3-CreER* mice were crossed with *R26-tdT* reporter mice, and following Tam administration, we examined the monocytes labeling efficiency and specificity (Supplementary Fig. S6a, b). There was no detectable leakiness in the labeling of monocytes in the lungs, blood, and BM without Tam treatment (Supplementary Fig. S6c, d, g, i). Additionally, immunostaining of blood samples for CD68, tdT, and Ly6C revealed that nearly all Ly6C^+^ monocytes were tdT-positive but CD68-negative (Supplementary Fig. S6e). FACS analysis of blood and BM further confirmed the high efficiency and specificity of targeting monocytes in this mouse line (Supplementary Fig. S6f). During homeostasis, a small fraction of lung macrophages (2.63 ± 0.38%) originated from circulating monocytes, demonstrating the specificity of *Ms4a3-CreER* for targeting monocytes and MDMs (Supplementary Fig. S6h). Thus, the *Ms4a3-CreER* mouse line is an effective tool for investigating MDMs in the lungs (Supplementary Fig. S6j).

We collected lung samples from Tam-treated *Ms4a3-CreER;R26-tdT* mice on days 3, 7, 14, and 28 following bleomycin-induced lung injury to track their infiltration and fate during inflammation and fibrosis (Fig. 3a). Whole-mount fluorescence images revealed a low baseline presence of tdT^+^ cells in healthy lungs but significantly increased tdT^+^ signals in injured lungs, which correlated with the extent of tissue damage (Fig. 3b). Sirius red staining of lung sections revealed marked fibrosis, especially at 7 and 14 days postinjury (Fig. 3b). Immunostaining for tdT, F4/80, and SiglecF revealed that tdT^+^ cells were sparsely distributed in the sham group and were mainly Mo-IMs (Fig. 3c, d). During the early stage of lung inflammation, a large influx of tdT^+^ monocytes was observed at injury sites, where these cells began to differentiate into macrophages. By day 7 postinjury, a significant number of tdT^+^ cells accumulated in fibrotic areas, and many of these cells differentiated into macrophages, with a small subset becoming monocyte-derived AMs (Mo-AMs), marked by tdT^+^SiglecF^+^F4/80^+^, and the majority becoming monocyte-derived IMs (Mo-IMs), marked by tdT^+^SiglecF^–^F4/80^+^ (Fig. 3c, e).

**Fig. 3:**
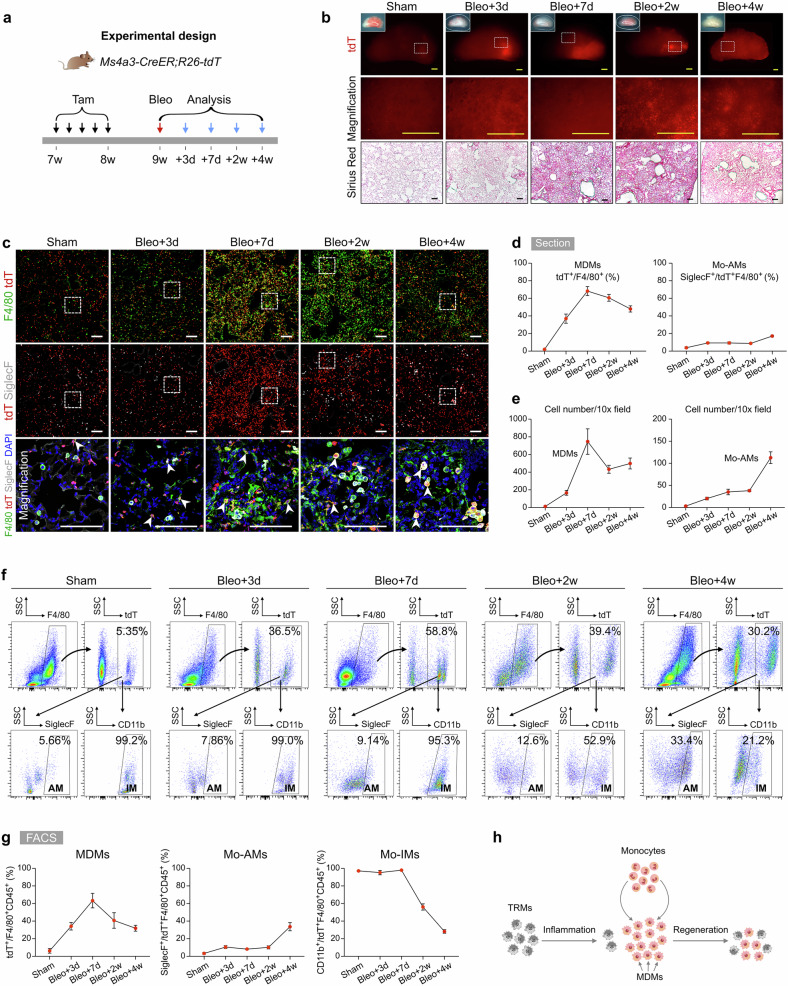
MDMs significantly increased following bleomycin-induced injury. **a** Schematic diagram showing the experimental design. Tam tamoxifen, Bleo bleomycin. **b** Whole-mount bright field, epifluorescence, and Sirius red images of lungs after bleomycin treatment. The boxed region is magnified. **c** Immunostaining for tdT, F4/80, and SiglecF in lung tissue sections. The boxed region is magnified. White arrowheads indicate MDMs. **d** Quantitative analysis of the percentage of F4/80^+^ macrophages expressing tdT (left) and the percentage of alveolar macrophages among labeled tdT^+^ macrophages (right) in immunostained lung sections. Data are presented as the mean ± SEM; n = 5 mice per group. **e** Quantification of the numbers of MDMs (tdT^+^F4/80^+^) and Mo-AMs (tdT^+^SiglecF^+^) in each 10× field from immunostained lung sections. Data are presented as the mean ± SEM; *n* = 5 mice per group. **f**, **g** Flow cytometric and quantification analyses of the percentage of tdT^+^ cells among CD45^+^F4/80^+^ macrophages (MDMs), the percentage of SiglecF^+^ alveolar macrophages among tdT^+^ macrophages (Mo-AMs), and the percentage of CD11b^+^ interstitial macrophages among tdT^+^ macrophages (Mo-IMs) from the lungs. Data are presented as the mean ± SEM; *n* = 5 mice per group. **h** Cartoon image showing the dynamic changes in the number of recruited macrophages in the lungs after bleomycin-induced injury. MDMs monocyte-derived macrophages, Mo-AMs monocyte-derived alveolar macrophages, Mo-IMs monocyte-derived interstitial macrophages. Scale bars, yellow, 1 mm; white and black, 100 µm. Each image is representative of five individual samples.

As the injury progressed, particularly on day 14, the number of MDMs decreased, whereas the proportion of Mo-AMs in the injury areas increased. By day 28 postinjury, almost half of the macrophages in the lungs were MDMs, with a notable increase in the number of Mo-AMs (Fig. 3c–e). FACS analysis further supported these findings, as the number of MDMs increased during the inflammatory phase but decreased during the lung regeneration phase (Fig. 3f, g). Specifically, the percentage of Mo-IMs sharply decreased from 97.96 ± 0.33% at the peak of inflammation to 28.23 ± 2.04% during recovery, whereas the proportion of Mo-AMs significantly increased, suggesting that some Mo-IMs may convert into Mo-AMs as the lung heals (Fig. 3f, g). Overall, these results reveal that circulating monocytes rapidly infiltrate sites of lung injury, where they primarily differentiate into interstitial macrophages during the inflammatory phase and contribute to alveolar macrophages during the fibrotic phase. This process highlights the dynamic roles of MDMs in both lung inflammation and repair, with the potential conversion of Mo-IMs to Mo-AMs as fibrosis progresses and lung regeneration occurs (Fig. 3h).

### Macrophage heterogeneity during lung injury and repair

To comprehensively understand the macrophage dynamics in bleomycin-injured lungs, we performed a time series of scRNA-seq analyses. 

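The scRNA-seq data consist of 5 libraries of *Ms4a3-CreER;R26-tdT* lungs prepared with the 10X Genomics Single-Cell 3′ kit. One library came from PBS-treated (sham) lungs, and the other 4 from lungs after bleomycin, with 1 library each for day 3, day 7, day 14 and day 28. There are therefore no replicates, differences between time points were not tested, and the intervals given with shares and levels cover counting error only. The authors aligned the reads and counted UMIs with CellRanger, and the values used here are the raw UMI counts of each gene in each barcode called as a cell, before any filter on genes, UMIs, mitochondrial share or doublets. The sham library held 131210167 UMIs in 11386 barcodes. There were 89769386 UMIs in 8971 barcodes at day 3, 151234640 in 10000 at day 7, 144984156 in 9755 at day 14 and 167506186 in 12688 at day 28. The lowest UMI count of a barcode was 4624 at day 7 and between 500 and 502 in the other 4 libraries. Starting from these counts, barcodes were filtered with the thresholds of the paper's methods and predicted doublets were removed by a simulation-based doublet score. The counts were then log-normalized and clustered on 3000 variable genes and 30 principal components without alignment between libraries, and clusters were named from fixed marker lists. A list of 124 genes that the paper discusses, or that belong to the same pathways, was kept out of clustering and naming, so that the values of these genes did not define the cell classes. Classes were compared within libraries, on UMI counts summed over the cells of each class in each library, with the quasi-likelihood test of edgeR and the library as a block, and adjusted p-values are from the Benjamini–Hochberg method over all genes tested. Expression levels are given as CPM, the UMIs of a gene summed over the cells of a class in a library and scaled to the total UMIs of these cells.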

Immune cells were isolated from PBS-treated and bleomycin-injured lungs at 3, 7, 14, and 28 days posttreatment (Fig. 4a, b). A total of 40,006 cells (sham, 8416; bleomycin group: day 3, 7646; day 7, 7956; day 14, 6762; day 28, 9226) passed quality control and were categorized into 11 clusters based on the expression of representative marker genes (Supplementary Fig. S7a). 

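From 52800 barcodes, 44769 had 300 to 8000 genes, 800 to 60000 UMIs and less than 15% mitochondrial UMIs. After the removal of 3822 predicted doublets, 40947 cells were analyzed, of which 8395 were from the sham library, 7430 from day 3, 8734 from day 7, 7152 from day 14 and 9236 from day 28. The doublets were the barcodes with the highest scores, at a rate of 0.8% for each 1000 barcodes of a library. The median UMI count per cell was 12603 in the sham library, 8934.5 at day 3, 12848 at day 7, 13358.5 at day 14 and 12807.5 at day 28. With a mitochondrial limit of 10% there were 39221 cells. The lowest UMI count of day 7 as a floor in every library, chosen after the data were seen, changed the number most and left 6127 cells in the sham library, 5731 at day 3, 5091 at day 14 and 6537 at day 28. Macrophages made up 20432 cells, T cells or innate lymphoid cells 5442, conventional dendritic cells 4562, neutrophils 3205, B cells 1836, monocytes 1219, NK cells 1019 and plasmacytoid dendritic cells 386. There were also 841 epithelial, 334 endothelial and 303 fibroblast cells, and 1368 cells in clusters that the naming rules left unnamed. The conventional dendritic cells include a cluster of 76 cells, all from day 7, whose leading genes are those of regulatory T cells.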

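The genes *Itgax*, *Csf1r*, *Itgam*, *Clec4e*, *Il7r*, *Cd79a*, *Bst2* and *Klrb1c* were not used to name the clusters. Summed over the 5 libraries, *Itgax* was highest in macrophages, at 451 CPM, and *Csf1r* was highest in monocytes, at 673. *Itgam* was highest in the unnamed clusters, at 338 CPM, followed by neutrophils at 329. This order rests on days 3 and 14, with 743 CPM in the unnamed clusters against 253 in neutrophils, and 449 against 404. Neutrophils were the higher in the sham library (314 against 119), at day 7 (379 against 198) and at day 28 (389 against 385). The highest level of *Clec4e* was in neutrophils, at 826 CPM, and that of *Il7r* in T cells or innate lymphoid cells, at 984. *Cd79a* reached 2912 CPM in B cells, *Bst2* 4461 in plasmacytoid dendritic cells and *Klrb1c* 325 in NK cells, each the highest among the classes.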

The major immune cell clusters included macrophages (*Itgax*), monocytes (*Csf1r*, *Itgam*), neutrophils (*Clec4e*), T cells (*Il7r*), B cells (*Cd79a*), dendritic cells (*Bst2*), and NK cells (*Klrb1c*) (Supplementary Fig. S7b). To further explore the dynamic changes within each cluster, we examined single-cell transcriptional profiles at individual time points (Supplementary Fig. S7c). 

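Macrophages were the largest class in each of the 5 libraries and made up 49.9% of all cells analyzed. As a measure of the change in their transcripts, alveolar macrophages (AMs) outside the clusters named as proliferating were compared between day 3 (621 cells) and the sham library (4457 cells). Of these, 11 and 874 cells lay in a cluster whose leading genes are those of DNA replication. Of 1788 genes at 100 CPM or more in either library, 95 were at least 2-fold higher and 38 at least 2-fold lower at day 3, and the median log2 ratio over these genes was -0.05. The 5 largest increases were in the interferon-induced genes *Oas3*, *Irf7*, *Rsad2* and *Ifit1* and in *Mnda*. The log2 ratio was 8.59 for *Oas3* (95% interval from exact binomial counting error, 8.05 to 9.18) and 7.97 for *Irf7* (7.72 to 8.22). *Irf7* rose from 1.81 to 452 CPM. Whether these increases were confined to AMs was not examined. *Bst2* rose from sham to day 3 in every class, from 72.0 to 759 CPM in T cells or innate lymphoid cells, 151 to 1162 in fibroblasts and 19.7 to 239 in neutrophils. A state shared by the whole library of day 3, or free RNA, therefore stays open for the increases as well. The 5 largest decreases were in *Hbb-bs* (log2 ratio -6.07), *Scgb1a1* (-2.54), *Gm26532* (-2.36), *Egr1* (-2.07) and *Krt19* (-2.02). *Hbb-bs* and *Scgb1a1* are hemoglobin and club cell transcripts, which free RNA brings into droplets of other cells, and *Krt19* is among the markers by which AMs were named. When CPM was computed for each cell and averaged in place of summed, 8 of these 10 genes remained among the 5 largest in each direction.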

Among the immune cell clusters, macrophages accounted for the greatest proportion, and their transcriptional profiles changed significantly during the course of lung injury and repair (Supplementary Fig. S7d, e). The proportion of macrophages decreased after injury but recovered during the fibrotic stage, which was consistent with the lineage tracing results (Fig. 2). Additionally, the percentage of monocytes increased markedly during the early inflammatory phase but gradually decreased during lung repair (Supplementary Fig. S7e).

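Macrophages made up 60.0% of the cells of the sham library (exact 95% binomial interval 58.9% to 61.0%) and 39.9% at day 3 (38.8% to 41.0%), a difference of -20.1 percentage points. Their share was 42.5% at day 7 (41.4% to 43.5%), 47.0% at day 14 (45.9% to 48.2%) and 58.0% at day 28 (57.0% to 59.0%), so that day 28 lay 18.1 percentage points above day 3. These differences exceeded the counting error, but the variation between mice or between libraries of 1 time point cannot be estimated from them. The difference between day 3 and sham was moved most, to -51.1 percentage points, when clusters were named by their leading genes against the cells of all libraries in place of the same library, an alternative chosen after the data were seen. At day 7 the share of cells named as conventional dendritic cells was 33.7% and that of neutrophils 0.458%. The dendritic cells of day 7 include 629 cells of a cluster with a low dendritic score, 0.455, whose leading genes include *Tnip3*, *Fcrls* and *Dcstamp*, which also lead a cluster of interstitial macrophages, so that part of this share depends on the naming. The day 7 barcodes start at a higher UMI count than those of the other libraries, so that the composition of day 7 is not directly comparable with theirs.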

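Monocytes made up 3.98% of the cells of the sham library (exact 95% binomial interval 3.57% to 4.42%) and 9.17% at day 3 (8.52% to 9.84%), an increase of 5.19 percentage points. The share was 1.03% at day 7 (0.829% to 1.27%), 1.17% at day 14 (0.938% to 1.45%) and 0.325% at day 28 (0.219% to 0.463%). From day 3 to day 28 it fell by 8.84 percentage points. The increase from sham to day 3 was moved most, to 36.2 percentage points, with leading genes taken against the cells of all libraries, and was 12.4 at a clustering resolution of 2, with the same direction under each alternative.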

**Fig. 4:**
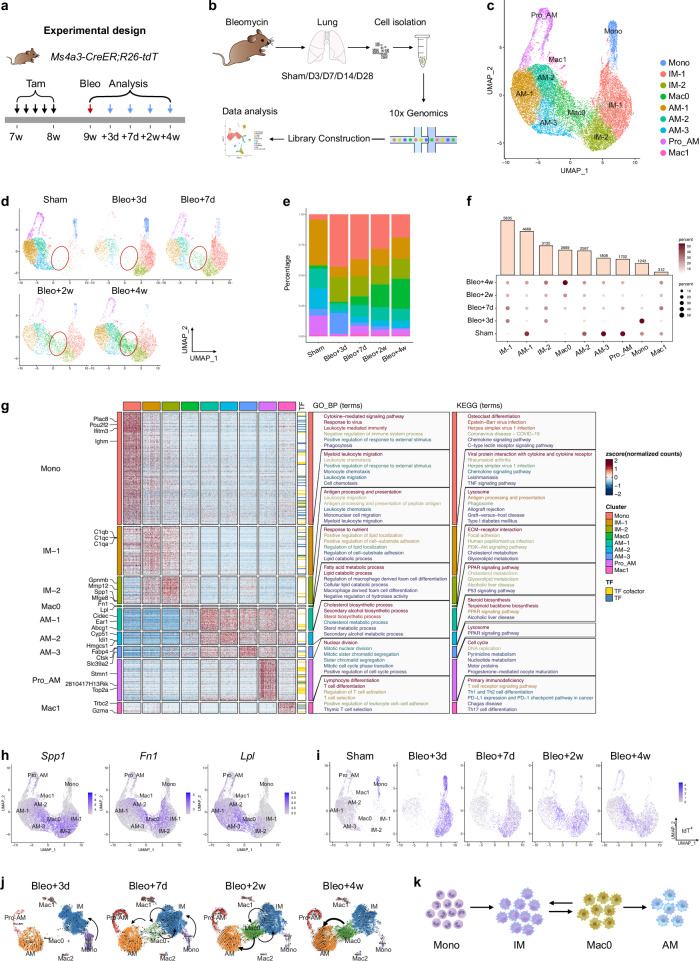
Single-cell landscape of bleomycin-treated lungs. **a** Schematic diagram showing the experimental design. Tam tamoxifen, Bleo bleomycin. **b** Flow chart showing the experimental process. **c** UMAP visualization of macrophage-related cell populations in the mouse lung. **d** UMAP plots indicating the appearance of Mac0 cells on day 7 postinjury. **e** Bar plot representation of the relative frequency of different macrophage subclusters at different time points. **f** Dot plot showing the percentage of each macrophage-related cluster contributing at different time points. The total percentage of one cluster is 100%. **g** Heatmap showing the results of the GO and KEGG pathway analyses of macrophage-related cell populations. **h** FeaturePlot showing the highly expressed genes characteristic of the Mac0 cluster. **i** UMAP projection of labeled monocytes (tdT^+^) visualized separately at different time points. **j** UMAP colored by identified clusters with trajectories inferred from RNA velocity. The black arrows represent the calculated velocity trajectories. The Mac2 cluster resulted from a separate reclustering based on spliced and unspliced RNA counts required for RNA velocity analysis, which differed from the primary analysis using total gene expression. **k** Cartoon image showing the cell fate transition from monocytes to alveolar macrophages. Mono monocytes, IMs interstitial macrophages, AMs alveolar macrophages.

To gain a more detailed understanding of the transition from homeostasis to the postbleomycin response in macrophages, we aggregated and subclustered macrophages and monocytes from both steady-state and injured samples. 

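Macrophages and monocytes, 21651 cells in all, were clustered again with the same settings, which gave 24 clusters. Of these clusters, 17 took over 90% of their cells from a single library, so that most clusters also mark a time point. Clusters were named from marker genes of AMs (among them *Chil3*, *Ear1*, *Ear2* and *Krt79*), proliferating AMs (Pro_AM), monocytes, the interstitial macrophage (IM) subclusters IM-1 (among them *C1qa*, *C1qb* and *C1qc*) and IM-2 (*Gpnmb*, *Mmp12*, *Mfge8*, *Trem2*, *Apoe*), and a cluster with T cell transcripts (Mac1). A cluster was named Mac0 where the AM score made up between 1/3 and 2/3 of the sum of its AM and IM-2 scores, so that Mac0 denotes an intermediate balance of these scores, whatever their height. This rule was set after the clusters had been examined. The clusters named Mac0 are essentially a pair, of 2004 cells with 97.0% from day 28 and of 511 cells with 97.7% from day 14. With scores scaled from 0 to 1 over the clusters, the cluster of day 28 had an AM score of 0.749 and an IM-2 score of 0.593. In the cluster of day 14 these were 0.530 and 0.379, and its IM-1 score was 0.545. The AM cluster of day 14 had an IM-2 score of 0.333. The clusters of the pair thus differ in their markers, although the tests between classes treat them as 1 class. Mac1 had 105 cells at day 7 and at most 20 in the other libraries.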

Nine subclusters were identified, which could be classified into three macrophage subtypes: AM, IM, and a novel population termed Mac0 (Fig. 4c). In steady-state lungs, the majority of the macrophages were AMs, with low proportions of IMs and a negligible Mac0 population. 

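In the sham library, AMs including Pro_AM made up 92.5% of the 5369 macrophages and monocytes (exact 95% binomial interval 91.8% to 93.2%), and Pro_AM alone 9.52%. IMs made up 1.17% (0.903% to 1.50%), all of them IM-1. Mac0 was not detected, with 0 of 5369 cells (exact 95% binomial interval up to 0.0687%). With each cell named by its own marker scores in place of its cluster, the Mac0 share was 0.907%.

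**Figure D1:**
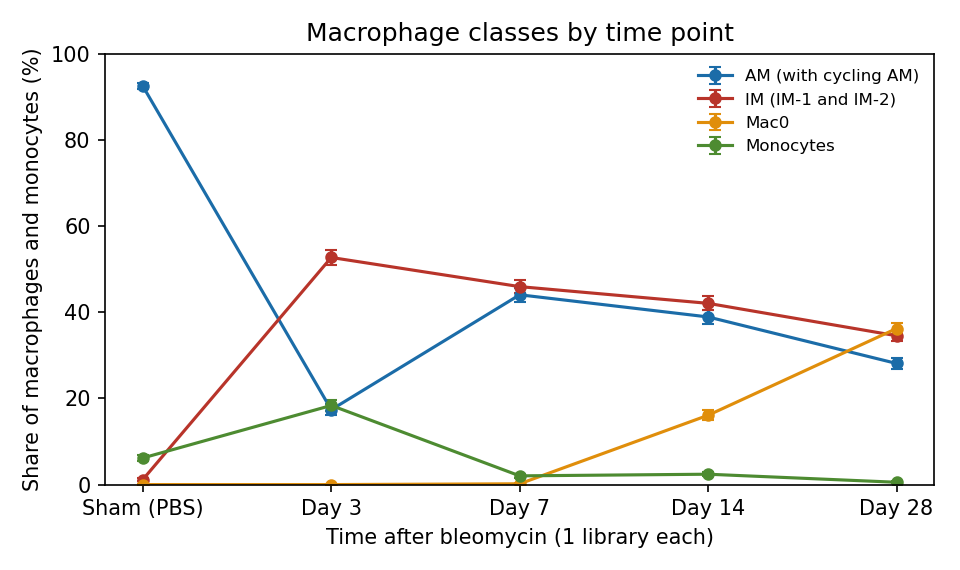
Share of AMs with Pro_AM, IMs, Mac0 and monocytes among the macrophages and monocytes of each library (percent), by time point, with exact 95% binomial intervals as error bars. Unnamed cells and Mac1 are not drawn. AMs are the largest class in the sham library, and the share of Mac0 rises from day 7 to day 28; each time point is 1 library.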

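At day 3, monocytes made up 18.4% of the 3646 macrophages and monocytes (exact 95% binomial interval 17.1% to 19.7%), against 6.18% (5.55% to 6.86%) in the sham library. IMs made up 52.7% (51.1% to 54.4%), 51.6 percentage points above sham. AMs including Pro_AM made up 17.4% (16.2% to 18.7%), 75.1 percentage points below sham, and Pro_AM alone 0.357%. Another 11.1% lay in unnamed clusters. Of these cells, 395 lay in a cluster that scored highest for IM-1, at 0.993, but had few UMIs and no marker among its leading genes. Counted as IMs, they would raise the IM share of day 3. The fall in AMs was moved most by a resolution of 2, at which the difference was -61.2 percentage points. The large IM cluster of day 3 is named only when its leading genes are taken against the other cells of the same library. Against all other cells it stays unnamed, and the difference in the IM share is 0. In the clustering of all cells, that setting gave 40.2% monocytes and 8.84% macrophages at day 3, so that part of these IMs may be monocytes.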

By day 3 postinjury, a large influx of circulating monocytes infiltrated the lungs, leading to a significant increase in IMs and a decrease in AMs. 

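Among the 3646 macrophages and monocytes of day 3, 0 cells lay in a cluster named Mac0, which allows a share of up to 0.0823%. With 2000 variable genes and 20 principal components, the Mac0 share at day 3 was 0.541%, and with each cell named by its own marker scores it was 5.11%, 4.20 percentage points above sham. At a resolution of 2, the Mac0 share was lower at day 3 than in the sham library, by -0.932 percentage points.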

Simultaneously, the Mac0 cluster began to emerge (Fig. 4d). 

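At day 7, 7 of 3800 macrophages and monocytes lay in a cluster named Mac0, a share of 0.184% (exact 95% binomial interval 0.0741% to 0.379%). Another 107 and 64 cells of day 7 lay in clusters with the balance of scores of Mac0, left unnamed because neutrophil and B cell genes led them. With each cell named by its own marker scores, the Mac0 share at day 7 was 10.2%. The share was 16.1% at day 14 (14.9% to 17.4%) and 36.2% at day 28 (35.0% to 37.5%). The share at day 14 depends on the clustering, since it was 1.61% at a resolution of 0.5 and between 14.5% and 17.6% under the other alternatives. The increase from sham to day 28 was present under each alternative, between 20.1 percentage points with cells named one by one and 57.8 at a resolution of 0.5.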

One week later, Mac0 cells continued to expand and became increasingly involved in lung repair during the fibrotic phase. 

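At day 28, AMs including Pro_AM made up 28.1% of the 5389 macrophages and monocytes (exact 95% binomial interval 26.9% to 29.4%), 10.7 percentage points above day 3, after 44.1% at day 7 and 38.9% at day 14. This difference changed direction with 2 alternatives, to -11.4 percentage points at a resolution of 0.5 and to -10.9 with 2000 variable genes and 20 components. IMs made up 46.0% at day 7, 42.1% at day 14 and 34.6% at day 28 (33.3% to 35.9%), so that their share fell by 18.2 percentage points from day 3 to day 28. With each cell named by its own marker scores, that difference was 0.284 percentage points, and with leading genes taken against all other cells, chosen after the data were seen, it was 33.4. IM-1 made up 38.2% at day 14 and 5.14% at day 28, and IM-2 3.92% and 29.4%.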

By day 28 postinjury, the percentage of AMs had partially recovered, while the percentage of IMs had decreased. The number of monocytes remained low during the lung recovery stage (Fig. 4d–f).

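Monocytes made up 2.03% of macrophages and monocytes at day 7 (exact 95% binomial interval 1.60% to 2.53%), 2.41% at day 14 (1.92% to 2.98%) and 0.538% at day 28 (0.361% to 0.772%). The difference between day 28 and sham was -5.65 percentage points. It was negative under each alternative, and smallest with cells named one by one, at -3.43. The share is of the cells in each library, since the number of cells per lung was not measured in these data.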

Further bioinformatic analysis revealed that the Mac0 cluster exhibited a unique transcriptional profile marked by the upregulation of lysosomal and antigen presentation genes (e.g., *Ctsb*, *H2-Aa*, and *Cd74*), along with the upregulation of genes related to lipid metabolism (e.g., *Lpl* and *Cyp51*) and extracellular matrix interaction (e.g., *Fn1* and *Cd44*). 

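Mac0 could be compared with other classes in 2 libraries, those of days 14 and 28, which leaves 1 residual degree of freedom for each gene. Against AMs, *Ctsb* (ENSMUSG00000021939) was higher in Mac0, with a log2 fold change of 0.72 (standard error 0.10, adjusted p = 0.0061 from edgeR). *H2-Aa* had a log2 fold change of 1.50 (standard error 0.22, adjusted p = 0.0071 from edgeR) and *Cd74* of 1.58 (standard error 0.22, adjusted p = 0.0057 from edgeR). *Lpl* was higher by 0.65 (standard error 0.11, adjusted p = 0.012 from edgeR), whereas *Cyp51* differed by -0.04 (adjusted p = 0.87 from edgeR). *Fn1* was higher by 0.56 (standard error 0.10, adjusted p = 0.015 from edgeR), whereas *Cd44* was lower, at -0.40 (adjusted p = 0.017 from edgeR). *Ctsb*, *H2-Aa*, *Cd74*, *Lpl* and *Fn1* were higher in Mac0, and *Cd44* lower, in both libraries. At a clustering resolution of 0.5, *H2-Aa*, *Cd74* and *Fn1* changed direction, to -0.86, -0.77 and -0.51, and *Cd44* to 0.028, and at a resolution of 2 *Lpl* changed to -0.33. Against IMs, *Lpl* (log2 fold change 0.86), *Cyp51* (0.77) and *Cd44* (1.56) were higher in Mac0 past the adjusted threshold of 0.05, and *Ctsb* was lower (-1.22). *H2-Aa* (-0.51), *Cd74* (-0.37) and *Fn1* (-0.29) did not pass it against IMs, and *H2-Aa* and *Cd74* moved in opposite directions in the libraries of days 14 and 28. Of 108 listed genes tested against AMs, 35 passed the threshold adjusted over all genes, 21 higher and 14 lower in Mac0, and 45 passed when adjusted over the list alone. With no library block or at a resolution of 2, 0 genes passed, and 20 and 31 had an unadjusted p under 0.05. Among the genes past the threshold, the largest differences were in *Ccr2* (log2 fold change 2.28), *Il7r* (2.20) and *Cx3cr1* (2.09), higher in Mac0, and *Ccnd2* (-2.02), *Siglecf* (-1.60) and *Ccl7* (-1.32), lower in Mac0. Of these, *Ccr2* and *Cx3cr1* changed direction at a resolution of 0.5, to -2.98 and -1.85, and *Siglecf* to 0.16, and *Ccl7* changed to 1.09 at a resolution of 2. Against IMs, 64 of 109 listed genes passed, 30 higher and 34 lower, and 67 when adjusted over the list alone. In data simulated with 200 changed genes between Mac0 and AMs, 90.5% of the changed genes were called and 15.8% of the calls were false, so that single genes called from these 2 libraries are less certain than the threshold states.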

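The alveolar identity list (*Car4*, *Pparg*, *Marco*, *Fabp4* and *Siglecf*) was on average lower in Mac0 than in AMs, by a mean difference in log2(CPM + 10) of -1.12 at day 14 and -0.45 at day 28. These means lay at percentiles 0 and 1.34 among 10000 random lists matched on expression. Mac0 was named by an intermediate balance of other AM and IM-2 markers, so that a lower mean than in AMs and a higher one than in IMs partly follow from the naming rule. Among its genes, *Car4* had a log2 fold change of -0.93 (adjusted p = 0.0013 from edgeR), *Pparg* of -0.26 (adjusted p = 0.11 from edgeR) and *Marco* of -2.02 (adjusted p = 0.056 from edgeR), and *Fabp4* was higher in Mac0, by 1.01 (adjusted p = 0.031 from edgeR). Against monocytes, 55 of 101 listed genes passed the adjusted threshold, 29 higher and 26 lower in Mac0, and 60 when adjusted over the list alone. The comparison rests on 83 monocytes at day 14 and 29 at day 28. Their *Ly6c2* level was 146 and 123 CPM, against 4137 in monocytes of day 3. All 6 migratory genes tested were lower in Mac0, and the mean of the migratory list differed by -2.70 at day 14 and -3.56 at day 28. *Ccr2* was lower by a log2 fold change of -3.62 (standard error 0.26). The inflammatory list of 23 genes differed by -0.43 at day 14 (percentile 1.51) and -0.37 at day 28 (percentile 2.21), and of the 16 tested genes 6 were lower and 2 higher past the threshold. Among the listed genes, *Car4* (log2 fold change 4.86) and *Lpl* (4.67) were among the highest in Mac0 against monocytes and *Ly6c2* (-7.76) among the lowest. *Siglecf* had 414 UMIs in Mac0 at day 14 and 2871 at day 28, against 0 and 1 in monocytes, and *S1pr5* had 1 and 2 UMIs in Mac0, against 46.3 and 110 CPM in monocytes, so that no fold change is given for these genes. *Nrarp* had 0 and 6 UMIs in Mac0, against 8.90 and 51.9 CPM in monocytes. The call for *Fabp4* against AMs was lost under 5 alternatives (adjusted p from 6.3e-09 to 0.71 over all alternatives, edgeR or DESeq2), and *Marco* passed under 3 (0.00081 to 0.998). Against IMs, all 5 genes of the alveolar identity list were higher in Mac0, and among the genes past the threshold *Car4* (log2 fold change 5.15), *Marco* (4.19) and *Ccnd2* (2.98) were highest, whereas *Ccl12* (-4.26), *Itgam* (-3.96) and *Il7r* (-3.88) were lowest. The migratory list was higher in Mac0 than in AMs, by 0.67 at day 14 (percentile 100) and 0.15 at day 28 (percentile 97.1).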

Compared with AMs, Mac0 cells showed reduced alveolar identity but increased injury-responsive functions; compared with monocytes, Mac0 cells presented downregulated expression of inflammatory and migratory genes, indicating a functional transition toward tissue repair. These features positioned Mac0 cells as a transitional, injury-specific subset that supported debris clearance, immunomodulation, and matrix remodeling during lung injury (Fig. 4g; Supplementary Fig. S8a). FeaturePlot and Violin plot analyses revealed that cells within the Mac0 cluster highly expressed the genes *Spp1*, *Fn1*, and *Lpl* (Fig. 4h; Supplementary Fig. S8b).

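*Spp1* (ENSMUSG00000029304, chromosome 5 of GRCm38, 104435118 to 104441050) was at 16320 CPM in Mac0 at day 14 (exact 95% Poisson interval 16251 to 16389) and 15039.9 at day 28 (15003 to 15077). Its level was 6132 and 3751 in AMs and 21596 and 16983 in IMs at these time points. The log2 fold change of *Spp1* was 1.81 against AMs (standard error 0.14, adjusted p = 0.00093 from edgeR) and -0.47 against IMs (standard error 0.12, adjusted p = 0.023 from edgeR), each in both libraries. The call against IMs was lost under 5 alternatives, with the smallest change, -0.04, where doublets were kept, and the adjusted p ranged from 7.3e-06 to 0.86 over the alternatives (edgeR or DESeq2). The call against AMs was lost with no library block and at a resolution of 2, with adjusted p from 7.5e-29 to 0.26. *Fn1* was at 2962 and 1856 CPM in Mac0 and at 3123 and 2074 in IMs, and its highest level among the subclusters was 3306, in IM-1 at day 14. *Lpl* was at 3391 and 4434 CPM in Mac0, against 2677 and 2636 in AMs, 1763 and 2032 in IMs and 162 at both time points in monocytes.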

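The count matrices hold 1 added reporter feature, named RFP, which is taken here as the tdT transcript of these mice. Each cell was reduced at random to 2000 UMIs, so that cells of different depth can be compared, and the share of cells with at least 1 reporter UMI was counted. The share in lymphoid cells (T, B, NK and innate lymphoid cells) of the same library is used as the background from free RNA. It was 16.3% in the sham library, 10.7% at day 3, 21.2% at day 7, 39.7% at day 14 and 21.1% at day 28. This background is not independent of the cell type, since in the sham library the level was 96.2 CPM in lymphoid cells but 49.8 in epithelial-like cells (exact 95% Poisson interval 36.0 to 67.1) and 10.1 in a cluster with embryonic transcripts (2.08 to 29.4). In epithelial-like cells the level was 129 CPM at day 3, 130 at day 7, 256 at day 14 and 188 at day 28 (168 to 210), against 60.7, 119, 256 and 119 in lymphoid cells, so that the difference has no fixed direction, and the part of the lymphoid UMIs that comes from free RNA was not measured. Cells with fewer than 2000 UMIs were left out, in the sham library 38 lymphoid cells, 10 AMs and 12 monocytes, and at days 3, 7, 14 and 28 another 36, 0, 149 and 310 lymphoid cells, 1, 0, 1 and 1 AMs, 31, 0, 3 and 1 monocytes and 8, 0, 2 and 2 IMs. In the sham library, 75.3% of monocytes (exact 95% binomial interval 70.2% to 79.9%) and 91.1% of neutrophils carried the reporter. The shares before reduction were 87.0% in monocytes, 73.4% in AMs and 31.9% in lymphoid cells. Among AMs of the sham library the reduced share was 19.5% (18.3% to 20.7%) at a level of 115 CPM, against 96.2 CPM in lymphoid cells, with median depths of 16473 and 4559 UMIs per cell, so that AMs lay above this background in level, by more than the counting error, while the intervals of the shares overlap slightly. Velocity was not analysed here.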

To better understand the relationships among monocytes, IMs, Mac0 cells, and AMs during lung injury and repair, we performed an RNA velocity analysis on the genetically labeled tdT^+^ cells from *Ms4a3-CreER;R26-tdT* mice (Fig. 4i). This analysis revealed that a subset of tdT^+^ monocytes differentiated into IMs by day 3 postinjury, followed by a clear developmental progression from IMs to Mac0 cells by day 7. 

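At day 3, a reporter UMI was found in 86.5% of monocytes (exact 95% binomial interval 83.6% to 89.1%), 70.6% of IMs (68.5% to 72.6%) and 16.8% of AMs (13.9% to 20.0%), with AMs above lymphoid cells in share and in level (101 against 60.7 CPM). The median depth was 15197 UMIs in IMs and 6538 in lymphoid cells, and the shares before reduction were 91.7% and 30.2%. Reporter-positive cells were also counted more strictly, as cells with 3 reporter UMIs or more, a limit chosen after the data were seen. Of 935 such macrophages and monocytes at day 3, 61.3% were IMs and 38.3% monocytes. At day 7, 48.4% of IMs (46.1% to 50.8%) and 12.8% of AMs (11.1% to 14.7%) had a reporter UMI, and 24.7% of monocytes (15.6% to 35.8%). The share in monocytes overlaps that in lymphoid cells within counting error, but their level was higher, at 279 CPM (exact 95% Poisson interval 234 to 329) against 119 CPM (111 to 126). Median depths there were 13899 UMIs in IMs and 6235.5 in lymphoid cells, and the shares before reduction 71.1% and 45.9%. Of 392 cells with 3 or more at that time point, 93.4% were IMs. Too few cells were named Mac0 at day 7 for a share of their own.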

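At day 14, a reporter UMI was found in 83.6% of Mac0 cells (exact 95% binomial interval 80.3% to 86.6%), 69.9% of IMs (67.5% to 72.3%) and 62.7% of Pro_AM (54.6% to 70.4%), each above lymphoid cells. Their levels were 1734, 1437 and 963 CPM, against 256 CPM in lymphoid cells. The other AMs had a share of 31.5% (28.8% to 34.2%), below that of lymphoid cells, but a level of 295 CPM, above theirs. Cells with 3 reporter UMIs or more made up 5.30% of these AMs (4.10% to 6.73%) and 2.99% of lymphoid cells (2.21% to 3.94%), so that the stricter count and the level place AMs above lymphoid cells and the share with any reporter UMI below them. Before reduction, the shares were 97.7% in Mac0, 94.1% in IMs, 92.3% in AMs and 63.5% in lymphoid cells, at median depths of 22129 UMIs in Mac0 and 4556 in lymphoid cells. Of 1151 macrophages and monocytes with 3 reporter UMIs or more, 688 were IMs (59.8%), 342 were Mac0 (29.7%), 63 were AMs (5.47%) and 50 were Pro_AM (4.34%). In monocytes of day 14, the share with any reporter UMI was 38.8% (28.1% to 50.3%), which overlaps that of lymphoid cells. Their level was 329 CPM (284 to 381), above that of lymphoid cells.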

Two weeks after injury, labeled tdT^+^ cells were distributed among the IM, Mac0, and AM cell clusters. 

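At day 28, a reporter UMI was found in 43.3% of Mac0 cells (exact 95% binomial interval 41.1% to 45.5%) and 33.6% of IMs (31.5% to 35.8%). AMs, at 16.4% (14.3% to 18.5%) and 114 CPM, did not exceed lymphoid cells, at 119 CPM, whereas Mac0 had 556 CPM and IMs 411. Before reduction, the shares were 77.2% in Mac0, 67.3% in IMs, 63.2% in AMs and 32.4% in lymphoid cells, with 18992 UMIs as the median depth of Mac0. The share in AMs before reduction exceeded that in lymphoid cells by 30.8 percentage points, at median depths of 15649.5 and 3635.5 UMIs per cell. Of 655 macrophages and monocytes with 3 reporter UMIs or more, 361 were Mac0 (55.1%), 240 were IMs (36.6%), 30 were Pro_AM (4.58%) and 22 were AMs (3.36%). This split rests on the boundary between AMs and Mac0 and was not repeated under other settings. Monocytes of day 28, with 28 cells after reduction, did not exceed lymphoid cells. Their share was 10.7% (2.27% to 28.2%) and their level 64.8 CPM (31.1 to 119).

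**Figure D2:**
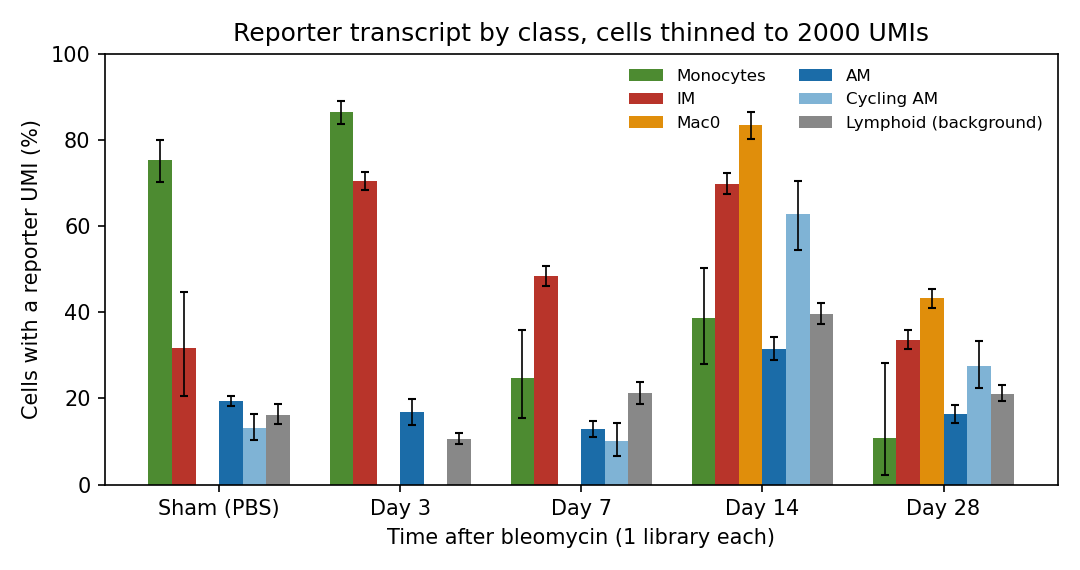
Share of cells with a reporter UMI after reduction of each cell to 2000 UMIs (percent), by class and time point, with exact 95% binomial intervals as error bars; lymphoid cells give the background, and classes with fewer than 20 cells in a library are not drawn. Mac0 lies above the lymphoid cells at days 14 and 28; the AM bar of day 14 lies below that of lymphoid cells, whereas the CPM levels and the cells with 3 reporter UMIs or more go the other way.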

Four weeks later, the tdT^+^ cells were more concentrated in the AM cluster. These findings suggest that a subset of newly generated AMs arises from IMs via Mac0 cells. 

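At day 28, Pro_AM had a reporter UMI in 27.6% of cells (exact 95% binomial interval 22.4% to 33.2%) against 21.1% of lymphoid cells, at 359 against 119 CPM, and in 10.1% of cells at day 7. Cells with 3 reporter UMIs or more made up 1.78% of AMs at day 28 (1.12% to 2.68%) and 0.478% of lymphoid cells (0.219% to 0.906%), a difference beyond counting error. The stricter count therefore places AMs above the background, by 1.30 percentage points, where the share with any reporter UMI places them below it. From its RNA velocity analysis of tdT+ cells, the paper proposes that some newly generated AMs arise from IMs through Mac0 cells.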

To investigate and model this potential cell trajectory, we analyzed the UMAP projection of monocytes and macrophages at various time points postinjury, which revealed a differentiation pathway from monocytes to IMs, then to Mac0 cells and finally toward AMs (Fig. 4j). By day 7 postinjury, Mac0 cells contributed to both the IM and AM populations, but by week 4, Mac0 cells contributed only to AMs.

Pathway overrepresentation analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database indicated that Notch and Wnt/β-catenin signaling were highly enriched in the Mac0 cluster, which is consistent with their activity in AMs (Supplementary Fig. S8c). 

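The Notch list of 28 genes and the Wnt list of 33 genes were compared between classes as means of log2(CPM + 10). Each gene counts with the same sign, whatever its role in the pathway, so that a mean is not a measure of pathway activity. For the Notch list, the mean difference between Mac0 and AMs was -0.04 at day 14 (percentile 72.9 among random lists) and -0.10 at day 28 (percentile 41.5). Between Mac0 and IMs it was 0.13 (percentile 59.6) and 0.14 (percentile 53.2), so that neither comparison left the central 95% of the random lists. The Wnt list was higher in Mac0 than in IMs, by 0.33 at day 14 (percentile 99.7) and 0.43 at day 28 (percentile 99.9), and lower in Mac0 than in AMs, by -0.21 and -0.22 (percentile 0.07 at both). It was also higher in AMs than in IMs, so that an intermediate level in Mac0 partly follows from the naming rule. In the test of single genes against IMs, 8 of 26 Notch genes were higher and 5 lower in Mac0 past the adjusted threshold, and 10 of 31 Wnt genes were higher and 3 lower. Against AMs, 2 of 31 Wnt genes were higher and 5 lower, and of the 26 Notch genes 2 passed, *Hes1* and *Psenen*, both higher in Mac0 and named here after their values were seen. Against monocytes, *Hes1* was lower in Mac0, by a log2 fold change of -5.83 (standard error 0.31). *Hes1* had a log2 fold change of 1.78 against AMs (standard error 0.31, adjusted p = 0.013 from edgeR) and 0.95 against IMs (standard error 0.25, adjusted p = 0.027 from edgeR), each in both libraries. Over the alternatives, its adjusted p against AMs ranged from 0.0014 to 0.998 and against IMs from 0.0023 to 0.81 (edgeR or DESeq2), and against AMs its log2 fold change was -0.55 at a resolution of 0.5. Counts were also simulated with both sides drawn from the AM sums of the sham library and no other difference between them. There, a list of 20 genes raised by 1 on the log2 scale was recovered at 0.81, and an unchanged list of 20 genes lay at percentile 31.7. These sums are deeper than those of the classes compared here, and only genes with many UMIs were drawn. The simulation therefore does not show that a change in the Notch or Wnt list would be found.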

In terms of transcription, compared with both AMs and IMs, Mac0 cells represented a unique transitional state with a moderate inflammatory signature (Supplementary Fig. S8d–f). 

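The inflammatory list was lower in Mac0 than in IMs, by -0.63 at day 14 and -0.31 at day 28, both below all random lists (percentile 0). It was also lower in Mac0 than in AMs, by -0.18 at day 14 (percentile 0.62), and by -0.13 at day 28, which lay within the central 95% of the random lists (percentile 7.12). Of the 18 inflammatory genes tested against IMs, 11 were lower and 3 higher in Mac0, and against AMs 4 were lower and 1 higher. The chemotactic list was lower in Mac0 than in IMs by -1.79 and -1.25, and all 11 of its genes were lower past the adjusted threshold.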

Mac0 cells displayed low CD11b (*Itgam*), intermediate SiglecF, and uniform CD11c (*Itgax*) expression, distinguishing them from previously described populations (Supplementary Fig. S8g). Moreover, comparative transcriptomic profiling revealed that the IM1 subcluster exhibited a pronounced proinflammatory and chemotactic phenotype compared with that of the IM2 cluster (Supplementary Fig. S8h).

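After reduction to 2000 UMIs, *Itgam* was found in 1.80% of Mac0 cells at day 14 and 1.64% at day 28, against 17.7% and 17.2% of IMs. Lymphoid cells gave 3.86% and 1.59%, but they include NK cells, in which *Itgam* was at 100.1 CPM at day 14, so that they are no background for this gene. AMs gave 1.60% and 0.567%. The level of *Itgam* in Mac0 was 5.85 CPM at day 14 (exact 95% Poisson interval 4.62 to 7.31), against 5.10 in AMs (4.32 to 5.98), and 9.91 at day 28 (8.98 to 10.9), against 3.03 in AMs (2.33 to 3.87), so that Mac0 exceeded AMs by more than the counting error at day 28 only. *Siglecf* was found in 6.49% of Mac0 cells at day 14 (exact 95% binomial interval 4.58% to 8.87%) and 10.8% at day 28 (9.41% to 12.2%). Its share was 23.2% and 30.4% in AMs, 2.42% and 3.55% in IMs and 0.809% and 1.28% in lymphoid cells, so that Mac0 lay between AMs and IMs at both time points. An intermediate level partly follows from the rule by which Mac0 was named. *Itgax* was found in 57.7% and 64.1% of Mac0 cells, 52.8% and 57.3% of AMs, 58.7% and 66.5% of IMs and 8.16% and 6.85% of lymphoid cells, and before reduction in 98.4% of Mac0 cells and 15.9% of lymphoid cells at day 14. Before reduction, *Siglecf* was found in 35.3% and 54.5% of Mac0 cells, 85.5% and 84.8% of AMs, 24.5% and 27.2% of IMs and 1.37% and 2.05% of lymphoid cells, and *Itgam* in 10.1% and 11.9% of Mac0 cells, 70.0% and 70.7% of IMs and 6.27% and 2.60% of lymphoid cells. In the test against IMs, *Siglecf* was higher in Mac0 by a log2 fold change of 1.38 and *Itgam* lower by -3.96, and *Itgax* differed by -0.43 against IMs and 0.40 against AMs. The median depths at days 14 and 28 were 22129 and 18992 UMIs in Mac0, 22488 and 15649.5 in AMs, 26332 and 22784 in IMs and 4556 and 3635.5 in lymphoid cells.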

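IM-1 was compared with IM-2 at days 14 and 28, with 135 IM-2 cells at day 14 and 277 IM-1 cells at day 28 as the smaller groups. Of 107 listed genes tested, 38 passed the adjusted threshold, 27 higher and 11 lower in IM-1, and 46 passed when adjusted over the list alone. With no library block, 5 passed, and 21 and 18 passed at resolutions of 0.5 and 2. Of 18 inflammatory genes tested, 12 were higher and 0 lower in IM-1, and of 11 chemotactic genes 8 were higher and 0 lower. The mean of the inflammatory list was higher by 0.61 at day 14 and 0.70 at day 28, and that of the chemotactic list by 0.87 and 1.28, each above all random lists (percentile 100). Among the genes that passed, the largest differences were in *Ccr2* (log2 fold change 4.07), *Il6* (3.04) and *H2-Aa* (2.82), higher in IM-1, and in *Fabp4* (-1.68), *Fzd7* (-1.18) and *Siglecf* (-0.94), lower in IM-1. Of these 6 genes, *Ccr2* and *H2-Aa* passed under every alternative that was run.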

In summary, we utilized scRNA-seq to characterize the heterogeneity of macrophages after bleomycin-induced lung injury over time and identified a novel transitional macrophage subcluster, Mac0 cells, which originate from monocytes and differentiate into AMs (Fig. 4k).

### Genetic ablation of infiltrating macrophages alleviates pulmonary fibrosis

Monocyte-derived macrophages (MDMs) have been shown to drive fibrogenesis in various organs, partly through their interactions with fibroblasts^7,28,34^. To specifically investigate the reparative role of MDMs at different stages following lung injury, we crossed *Ms4a3-CreER;R26-tdT* mice with the inducible diphtheria toxin receptor (DTR) mouse line *R26-iDTR*, allowing for the ablation of monocytes via diphtheria toxin (DT) treatment (Fig. 5a). First, we treated the *Ms4a3-CreER;R26-tdT/iDTR* and *Ms4a3-CreER;R26-tdT* control mice with Tam to efficiently label monocytes with tdT, followed by DT injection, followed by the induction of bleomycin injury (Fig. 5b). FACS analysis revealed a significant reduction in the number of circulating tdT^+^ monocytes in *Ms4a3-CreER;R26-tdT/iDTR* mice, indicating that the majority of tdT^+^ monocytes were successfully ablated (Fig. 5c). Whole-mount fluorescence imaging of the lungs of these mice revealed reduced tdT^+^ signals in fibrotic regions (Supplementary Fig. S9a). Additionally, Sirius red staining of lung sections revealed a reduced fibrotic response in the monocyte-depleted groups compared with the control groups (Supplementary Fig. S9b).

**Fig. 5:**
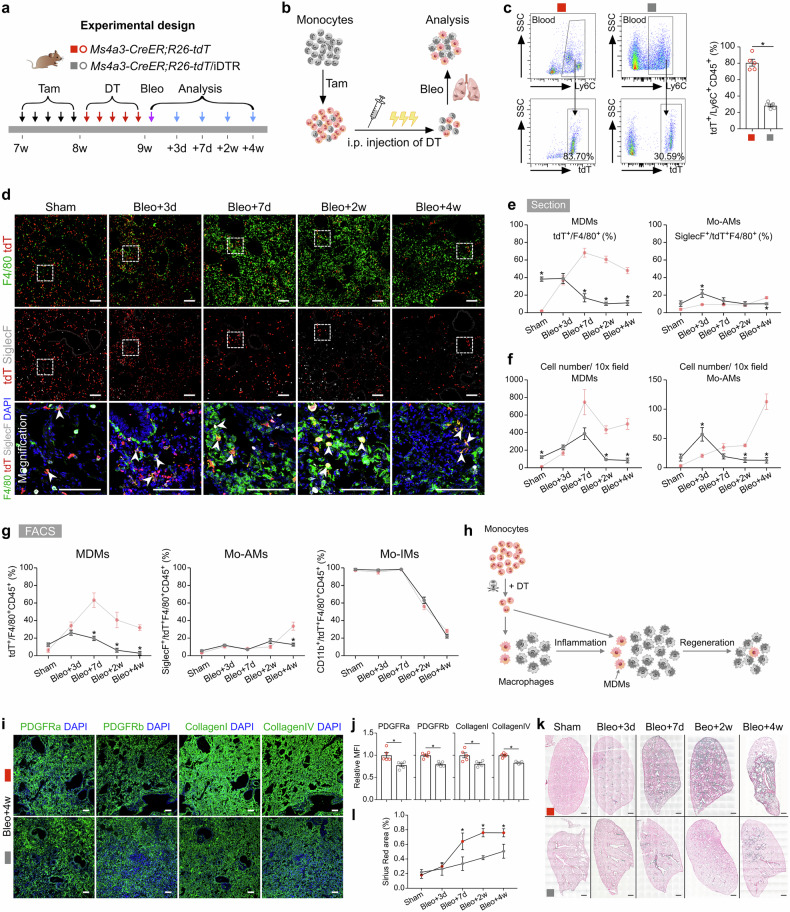
Depletion of monocytes alleviates pulmonary fibrosis after bleomycin treatment. **a** Schematic diagram showing the experimental design. Tam, tamoxifen; DT, diphtheria toxin; Bleo, bleomycin. **b** Schematic diagram illustrating the working process. **c** Flow cytometric and quantification analysis of the percentage of tdT^+^ cells among CD45^+^Ly6C^+^ monocytes from blood. Data are presented as the mean ± SEM; *n* = 5 mice per group. **d** Immunostaining for tdT, F4/80 and SiglecF in tissue sections of *Ms4a3-CreER;R26-tdT/iDTR* lungs. The boxed region is magnified. White arrowheads indicate MDMs. **e** Quantitative analysis of the percentage of F4/80^+^ macrophages expressing tdT (MDMs) and the percentage of Mo-AMs in labeled tdT^+^ macrophages from immunostained lung sections of *Ms4a3-CreER;R26-tdT/iDTR* mice. The results of the control experiment were the same as those in Fig. 3d. Data are presented as the mean ± SEM; *n* = 5 mice per group. **f** Quantification of the numbers of MDMs (tdT^+^F4/80^+^) and Mo-AMs (tdT^+^SiglecF^+^) in each 10× field from immunostained lung sections of *Ms4a3-CreER;R26-tdT/iDTR* mice. The results of the control experiment were the same as those in Fig. 3e. Data are presented as the mean ± SEM; *n* = 5 mice per group. **g** Flow cytometric and quantification analyses of the percentage of tdT^+^ cells among CD45^+^F4/80^+^ macrophages (MDMs), the percentage of SiglecF^+^ alveolar macrophages among tdT^+^ macrophages (Mo-AMs), and the percentage of CD11b^+^ interstitial macrophages among tdT^+^ macrophages (Mo-IMs) from the lungs. The results of the control experiment were the same as those in Fig. 3g. Data are presented as the mean ± SEM; *n* = 5 mice per group. **h** Cartoon image showing the dynamic changes in the number of recruited macrophages in *Ms4a3-CreER;R26-tdT/iDTR* lungs after treatment with bleomycin. MDMs, monocyte-derived macrophages; Mo-AMs, monocyte-derived alveolar macrophages; Mo-IMs, monocyte-derived interstitial macrophages. **i** Immunostaining for PDGFRa, PDGFRb, collagen I, and collagen IV in lung tissue sections. **j** Quantitative analysis of the relative mean fluorescence intensity (MFI) of PDGFRa, PDGFRb, collagen I, and collagen IV per 10× field of lung sections. The data are presented as the mean ± SEM; *n* = 5 mice per group. **k**, **l** Sirius red images and quantification of pulmonary fibrosis after bleomycin treatment. Data are presented as the mean ± SEM; *n* = 5 mice per group. Scale bars, white, 100 µm; black, 1 mm. Each image is representative of five individual samples.

Immunostaining for tdT, F4/80, and SiglecF in lung sections revealed a markedly greater number of tdT^+^ macrophages at homeostasis in *Ms4a3-CreER;R26-tdT/iDTR* mice than in *Ms4a3-CreER;R26-tdT* controls after DT treatment (Fig. 5d). Quantitative analysis further revealed a significantly increased proportion of MDMs in monocyte-ablated mice without injury, indicating that monocyte depletion during homeostasis triggered a strong immune response (Fig. 5e, g). Following bleomycin injury, the decrease in the number of circulating monocytes led to a significant decrease in the number of MDMs, particularly Mo-AMs, on day 28 (Fig. 5e–g). By day 7 postinjury, only 19.75 ± 2.57% of the MDMs were present at the injury site, whereas this percentage was 63.29 ± 8.25% in the control lungs (Fig. 5e compared with Fig. 3d). During the fibrotic phase, very few MDMs were detected in the injured area (Fig. 5e, g). Interestingly, the ablation of monocytes had little effect on the percentage of Mo-IMs throughout the injury and recovery process (Fig. 5g). Overall, these results demonstrated that monocytes and MDMs could be specifically and effectively depleted in *Ms4a3-CreER;R26-tdT/iDTR* mice during the inflammatory and fibrotic phases (Fig. 5h).

Next, we explored the role of monocytes in pulmonary inflammation and fibrosis. Quantitative real-time PCR (qRT-PCR) revealed that the deletion of circulating monocytes led to a reduction in the expression of anti-inflammatory genes such as *Arg1* and *Chil3*, while the expression of the proinflammatory genes *Il6 and Il1β* was significantly upregulated, indicating that monocyte ablation aggravated inflammation in the early stage after injury (Supplementary Fig. S9c). Furthermore, the expression of profibrotic and fibroblast markers, including *Fn1*, *Col3a1*, *Pdgfra*, and *Pdgfrb*, was markedly reduced in the monocyte-depleted groups during the recovery phase, suggesting that bleomycin-induced fibrosis was more severe in control lungs (Supplementary Fig. S9c). Immunostaining for PDGFRa, PDGFRb, collagen I, and collagen IV in lung sections revealed reduced protein expression levels in monocyte-depleted mice after bleomycin treatment (Fig. 5i, j). Histological studies further confirmed that monocyte ablation significantly reduced the extent of pulmonary fibrosis during the progressive fibrotic phase (Fig. 5k, l).

Notably, neutrophils were also affected by DT treatment in *Ms4a3-CreER;R26-tdT/iDTR* mice. However, in our model, neutrophils, which were primarily associated with acute inflammation rather than fibrosis, exhibited early infiltration that peaked within the first week after injury but decreased sharply during the fibrotic phase (Supplementary Fig. S9d). Temporal analysis revealed no significant difference in lung neutrophil levels during key inflammatory and fibrotic stages following depletion. These kinetic patterns suggested that the reduced fibrosis was more likely due to the depletion of MDMs and Mo-AMs than to the loss of neutrophils.

Taken together, these results suggest that the depletion of circulating monocytes affects lung macrophage populations in both physiological and pathological states, reducing fibroblast accumulation and alleviating fibrosis following lung injury.

### Monocyte-specific Notch knockout attenuates pulmonary fibrosis

RBP-J-mediated Notch signaling has been demonstrated to be a crucial regulator of monocyte differentiation and function. RBP-J, known as the master nuclear mediator of canonical Notch signaling^35^, also plays a pivotal role in monocyte cell fate decisions^36–38^. 

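*Rbpj* (ENSMUSG00000039191, chromosome 5 of GRCm38, 53466152 to 53657362) was at 42.7, 45.4, 36.2, 48.1 and 38.7 CPM in AMs of sham and days 3, 7, 14 and 28. In IMs it was at 215, 131, 116, 132 and 70.6, and in Mac0 at 58.0 at day 14 (exact 95% Poisson interval 54.0 to 62.3) and 36.1 at day 28 (34.2 to 37.9). It was lower in AMs than in IMs in all 5 libraries, by a log2 fold change of -1.76 (standard error 0.17, adjusted p = 0.00035 from edgeR), and lower in Mac0 than in IMs, by -1.25 (adjusted p = 0.00038 from edgeR). Between Mac0 and AMs it differed by 0.18 (adjusted p = 0.31 from edgeR), but with doublets kept it passed the threshold (0.51), as it did with the listed genes kept among the variable genes (0.43). Over the alternatives the difference ranged from -0.76 at a resolution of 0.5 to 0.97 at a resolution of 2, with adjusted p from 0.011 to 0.97 (edgeR or DESeq2), and the difference between Mac0 and IMs lost its call with no library block. The Notch list, which holds *Rbpj* and 27 others, differed between AMs and IMs by 0.06 in the sham library, -0.02 at day 3, 0.09 at day 7, 0.17 at day 14 and 0.25 at day 28, at percentiles of 33.7, 43.7, 48.9, 47 and 54.9 among random lists. In the test of single genes, 6 of 26 Notch genes were higher and 6 lower in AMs than in IMs past the adjusted threshold. Of 108 listed genes tested between AMs and IMs, 62 passed, 27 higher and 35 lower in AMs, and 64 passed when adjusted over the list alone. Without 1 library, from 48 genes (without day 7) to 67 genes (without day 3) passed. Among these genes, the largest differences were in *Marco* (log2 fold change 5.97), *Car4* (5.74) and *Ccnd2* (4.02), higher in AMs, and in *Il7r* (-5.77), *Ly6c2* (-5.18) and *Ccl12* (-5.17), lower in AMs. In data simulated for this contrast, 74.4% of the changed genes were called and 4.52% of the calls were false.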

Our scRNA-seq analysis indicated that Notch signaling was markedly activated in the AM and Mac0 clusters during lung repair and regeneration (Fig. 6a; Supplementary Fig. S8c). We generated monocyte-specific *Rbpj* knockout mice by crossing *Rbpj*^*flox/flox*^ mice with *Ms4a3-CreER;R26-tdT* mice (Fig. 6b). Bleomycin injury was induced 1 week after Tam treatment (Fig. 6b). qRT-PCR analysis confirmed the efficient knockout of *Rbpj* in sorted tdT^+^ cells from both blood and lungs (Fig. 6c). FACS analysis revealed that the conditional knockout of *Rbpj* in monocytes resulted in a reduction in the number of circulating monocytes (Fig. 6d). Immunostaining for tdT, F4/80, and SiglecF in lung sections revealed that on day 3 postinjury, Rbpj deficiency resulted in an increase in the number of MDMs, which subsequently decreased by day 7 (Fig. 6e–g). Although the number of Mo-AMs was significantly increased on day 3 after injury, it sharply decreased thereafter (Fig. 6g). This reduction in the number of Mo-AMs during the fibrotic phase suggested defective differentiation of Mo-IMs into Mo-AMs (Fig. 6f, g). FACS analysis further confirmed that in the absence of injury, the percentage of MDMs increased to 18.55 ± 1.06% in *Rbpj* knockout mice compared with 6.18 ± 2.64% in wild-type mice (Fig. 6h). Additionally, the elevated proportion of Mo-IMs on day 28 in *Rbpj* knockout mice suggested that Notch signaling may promote the differentiation of Mo-IMs into Mo-AMs (Fig. 6h).

**Fig. 6:**
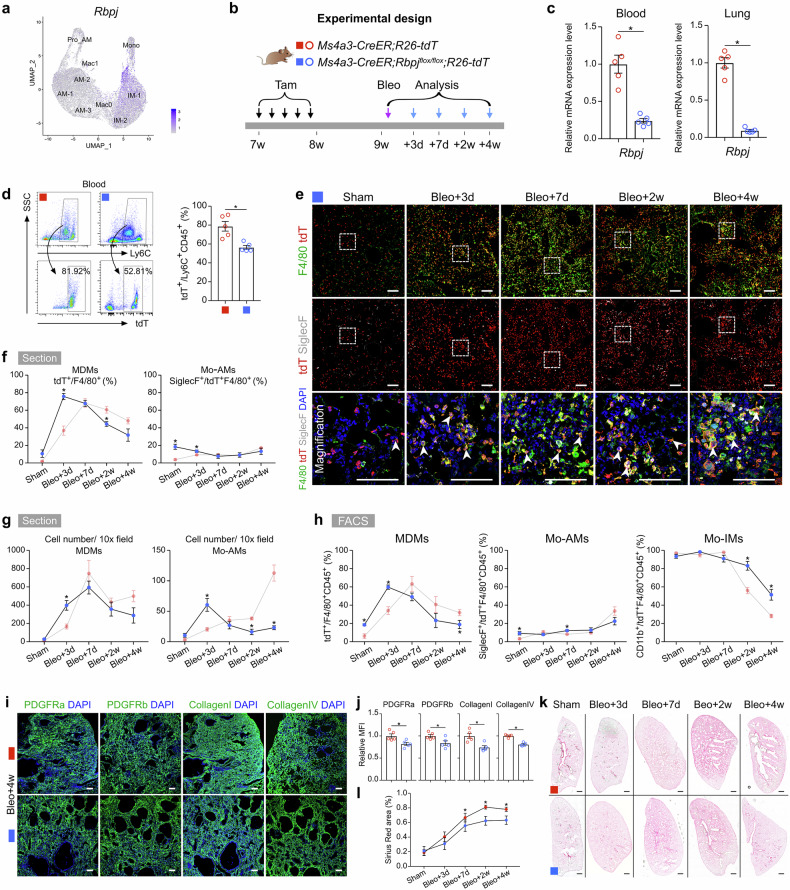
Monocyte-specific *Rbpj* knockout blocks monocyte differentiation into alveolar macrophages and reduces pulmonary fibrosis. **a** Feature plots illustrating *Rbpj* expression in macrophage-related clusters. **b** Schematic diagram showing the experimental design. Tam tamoxifen, Bleo bleomycin. **c** qRT-PCR analysis showing the knockout efficiency of *Rbpj* in tdT^+^ cells from the blood and lungs. Data are presented as the mean ± SEM; *n* = 5 mice per group. **d** Flow cytometric and quantification analysis of the percentage of tdT^+^ cells among CD45^+^Ly6C^+^ monocytes from blood. Data are presented as the mean ± SEM; *n* = 5 mice per group. **e** Immunostaining for tdT, F4/80 and SiglecF in tissue sections of *Ms4a3-CreER;Rbpj*^*flox/flox*^*;R26-tdT* lungs. The boxed region is magnified. White arrowheads indicate MDMs. **f** Quantitative analysis of the percentage of F4/80^+^ macrophages expressing tdT (MDMs) and the percentage of Mo-AMs in labeled tdT^+^ macrophages from immunostained lung sections from *Ms4a3-CreER;Rbpj*^*flox/flox*^*;R26-tdT* mice. The results of the control experiment were the same as those in Fig. 3d. Data are presented as the mean ± SEM; *n* = 5 mice per group. **g** Quantification of the numbers of MDMs (tdT^+^F4/80^+^) and Mo-AMs (tdT^+^SiglecF^+^) in each 10× field of immunostained lung sections from *Ms4a3-CreER;Rbpj*^*flox/flox*^*;R26-tdT* mice. The results of the control experiment were the same as those in Fig. 3e. Data are presented as the mean ± SEM; n = 5 mice per group. **h** Flow cytometric and quantification analyses of the percentage of tdT^+^ cells among CD45^+^F4/80^+^ macrophages (MDMs), the percentage of SiglecF^+^ alveolar macrophages among tdT^+^ macrophages (Mo-AMs), and the percentage of CD11b^+^ interstitial macrophages among tdT^+^ macrophages (Mo-IMs) from the lungs. The results of the control experiment were the same as those in Fig. 3g. Data are presented as the mean ± SEM; *n* = 5 mice per group. **i** Immunostaining for PDGFRa, PDGFRb, collagen I, and collagen IV in lung tissue sections. **j** Quantitative analysis of the relative mean fluorescence intensity (MFI) of PDGFRa, PDGFRb, collagen I, and collagen IV per 10× field of lung sections. Data are presented as the mean ± SEM; *n* = 5 mice per group. **k**, **l** Sirius red images and quantification of pulmonary fibrosis after bleomycin treatment. Data are presented as the mean ± SEM; *n* = 5 mice per group. Scale bars, white, 100 µm; black, 1 mm. Each image is representative of five individual samples.

The expression of signature genes associated with the M2 phenotype, such as *Arg1* and *Chil3*, was significantly upregulated in *Rbpj* knockout mice. In contrast, the gene expression of proinflammatory cytokines and chemokines, including *Il6* and *Il1β*, was unchanged or downregulated (Supplementary Fig. S10). Immunostaining revealed reduced expression of PDGFRa, PDGFRb, collagen I, and collagen IV and a decreased degree of fibrosis, as assessed by Sirius red staining, in the lungs of *Rbpj* knockout mice following bleomycin treatment (Fig. 6i–l). qRT-PCR analysis further validated the reduced mRNA levels of profibrotic and fibrosis-related genes, including *Fn1*, *Pdgfra*, and *Pdgfrb*, in *Rbpj* knockout mice after injury (Supplementary Fig. S10). To determine whether the conditional knockout of *Rbpj* in monocytes affects the function of Mo-AMs and Mo-IMs, we isolated tdT^+^ Mo-AMs and Mo-IMs from the lung tissues of knockout mice and assessed their phagocytic capacity and polarization status (Supplementary Fig. S11). In vitro functional analysis revealed significantly impaired phagocytosis in both Mo-AMs and Mo-IMs. Additionally, the loss of *Rbpj* promoted a shift toward M2-like polarization in both subsets.

Collectively, these findings demonstrate that monocyte-specific *Rbpj* deficiency not only impairs the differentiation of monocytes into AMs but also disrupts key functional properties of MDMs, ultimately attenuating bleomycin-induced lung inflammation and fibrosis.

### Loss of Wnt/β-catenin signaling in monocytes exacerbates pulmonary fibrosis

Previous studies have indicated that Wnt/β-catenin signaling plays a critical role in the differentiation of monocytes into macrophages^39–41^. Our scRNA-seq data revealed that Wnt/β-catenin signaling was active in AM and Mac0 clusters (Fig. 7a). β-Catenin, encoded by the *Ctnnb1* gene, is a key effector downstream of canonical Wnt signaling^42^. 

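*Ctnnb1* (ENSMUSG00000006932, chromosome 9 of GRCm38, 120929216 to 120960507) was at 591, 431, 511, 521 and 525 CPM in AMs of sham and days 3, 7, 14 and 28, and at 353, 193, 300.3, 357 and 326 in IMs. It was higher in AMs in all 5 libraries, by a log2 fold change of 0.59 (standard error 0.15, adjusted p = 0.018 from edgeR). Without day 7, the fold change was 0.57 and the adjusted p 0.075, and without each of the other libraries the adjusted p lay between 0.022 and 0.043 (edgeR), against 0.0014 to 0.075 over all alternatives. In Mac0, *Ctnnb1* was at 423 CPM at day 14 (exact 95% Poisson interval 412 to 434) and 475 at day 28 (469 to 482). It differed by -0.12 from AMs (adjusted p = 0.41 from edgeR) and by 0.22 from IMs (adjusted p = 0.17 from edgeR), and was higher in Mac0 than in monocytes, by 1.32 (standard error 0.24). The Wnt list was higher in AMs than in IMs in every library, by 0.41 in the sham library, 0.49 at day 3, 0.48 at day 7, 0.54 at day 14 and 0.65 at day 28. In the test of single genes, 13 of 30 Wnt genes were higher and 3 lower in AMs than in IMs.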

To further investigate the specific roles of Wnt/β-catenin in the recruitment of macrophages during lung repair and regeneration, we crossed *Ctnnb1*^*flox/flox*^ mice with *Ms4a3-CreER;R26-tdT* mice to specifically disrupt Wnt/β-catenin signaling in monocytes (Fig. 7b). The knockout efficiency in blood and lung tissues exceeded 95% (Fig. 7c). We observed a significant reduction in the number of monocytes in *Ctnnb1* knockout mice in the absence of injury (Fig. 7d). Immunostaining for tdT, F4/80, and SiglecF in lung sections, along with quantification analysis, revealed a greater percentage of MDMs at homeostasis in *Ctnnb1* knockout mice (Fig. 7e–g).

**Fig. 7:**
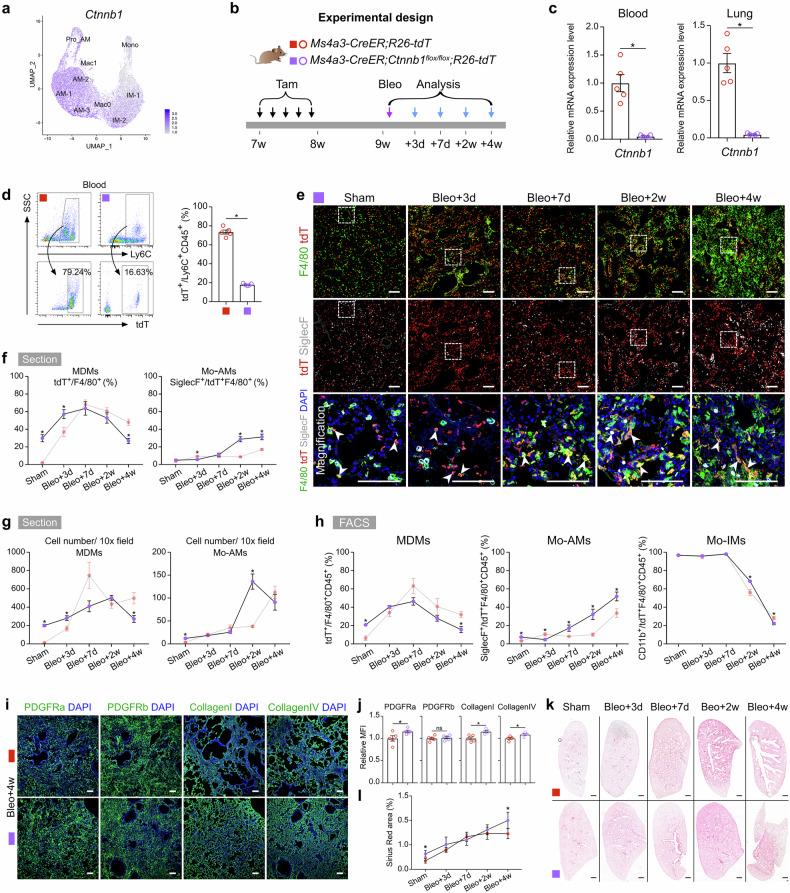
Monocyte-specific *Ctnnb1* knockout promotes monocyte differentiation into AMs and contributes to persistent fibrosis after bleomycin treatment. **a** Feature plots illustrating *Ctnnb1* expression in macrophage-related clusters. **b** Schematic showing the experimental design. Tam tamoxifen, Bleo bleomycin. **c** qRT-PCR analysis showing the knockout efficiency of *Ctnnb1* in tdT^+^ cells from the blood and lungs. Data are presented as the mean ± SEM; *n* = 5 mice per group. **d** Flow cytometric and quantification analyses of the percentage of tdT^+^ cells among CD45^+^Ly6C^+^ monocytes from blood. Data are presented as the mean ± SEM; *n* = 5 mice per group. **e** Immunostaining for tdT, F4/80 and SiglecF in tissue sections of *Ms4a3-CreER;Ctnnb1*^*flox/flox*^*;R26-tdT* lungs. The boxed region is magnified. White arrowheads indicate monocyte-derived macrophages (MDMs). **f** Quantitative analysis of the percentage of F4/80^+^ macrophages expressing tdT (MDMs) and the percentage of Mo-AMs among labeled tdT^+^ macrophages in immunostained lung sections from *Ms4a3-CreER;Ctnnb1*^*flox/flox*^*;R26-tdT* mice. The results of the control experiment were the same as those in Fig. 3d. Data are presented as the mean ± SEM; *n* = 5 mice per group. **g** Quantification of the numbers of MDMs (tdT^+^F4/80^+^) and Mo-AMs (tdT^+^SiglecF^+^) in each 10× field of immunostained lung sections from *Ms4a3-CreER;Ctnnb1*^*flox/flox*^*;R26-tdT* mice. The results of the control experiment were the same as those in Fig. 3e. Data are presented as the mean ± SEM; *n* = 5 mice per group. **h** Flow cytometric and quantification analyses of the percentage of tdT^+^ cells among CD45^+^F4/80^+^ macrophages (MDMs), the percentage of SiglecF^+^ alveolar macrophages among tdT^+^ macrophages (Mo-AMs), and the percentage of CD11b^+^ interstitial macrophages among tdT^+^ macrophages (Mo-IMs) from the lungs. The results of the control experiment were the same as those in Fig. 3g. Data are presented as the mean ± SEM; *n* = 5 mice per group. **i** Immunostaining for PDGFRa, PDGFRb, collagen I, and collagen IV in lung tissue sections. The boxed region is magnified. **j** Quantitative analysis of the relative mean fluorescence intensity (MFI) of PDGFRa, PDGFRb, collagen I, and collagen IV per 10× field of lung sections. Data are presented as the mean ± SEM; *n* = 5 mice per group. **k**, **l** Sirius red images and quantification analyses of pulmonary fibrosis after bleomycin treatment. Data are presented as the mean ± SEM; *n* = 5 mice per group. Scale bars, white, 100 µm; black, 1 mm. Each image is representative of five individual samples.

Following injury, the percentage of MDMs increased to 63.65 ± 7.61% by day 7 in *Ctnnb1* knockout mice, similar to that in wild-type controls. However, by day 28, this percentage decreased to 26.78 ± 2.85%, which was significantly lower than that in wild-type mice (Fig. 7e–g). During the progression of fibrosis, a significant increase in the number of recruited Mo-AMs was observed in *Ctnnb1*-knockout mice (Fig. 7e–g). FACS analysis also revealed an increase in the percentage of MDMs in uninjured lungs, and a high level of Mo-AMs was maintained until day 28 after bleomycin treatment. However, absolute cell quantification indicated that the apparent increase in the proportion of Mo-AMs on day 28 was primarily due to a reduction in total MDMs rather than a substantial increase in absolute Mo-AM numbers (Supplementary Fig. S12). Notably, the percentage of Mo-IMs remained unaffected throughout the entire process in *Ctnnb1*-knockout mice (Fig. 7h).

The expression of M1 macrophage cytokines, such as *Il6* and *Il1β*, which are associated with proinflammatory responses, was significantly greater on days 3 and 7 postinjury in *Ctnnb1* knockout mice than in wild-type control mice. Moreover, the expression of M2 macrophage-related genes, such as *Arg1* and *Chil3*, did not significantly change, suggesting that Wnt/β-catenin blockade promoted M1 macrophage polarization under inflammatory stimulation (Supplementary Fig. S10). Moreover, 4 weeks after bleomycin treatment, there was a marked increase in lung fibrosis in *Ctnnb1*-knockout mice, as assessed by anti-PDGFRa, anti-PDGFRb, anti-collagen I, and anti-collagen IV immunofluorescence staining and Sirius red staining of lung sections (Fig. 7i–l). Consistently, qRT-PCR analysis revealed elevated mRNA expression of profibrotic genes, such as *Col3a1*, in β-catenin-deficient mice (Supplementary Fig. S10). Furthermore, isolated tdT^+^ Mo-AMs and Mo-IMs from *Ctnnb1* monocyte-specific knockout mice exhibited impaired phagocytic ability along with distinct alterations in polarization, specifically, reduced M1 markers in Mo-AMs and increased M1 coupled with decreased M2 markers in Mo-IMs (Supplementary Fig. S11). These results indicate that the conditional knockout of *Ctnnb1* disrupted both the phagocytic function and the polarization of MDMs.

Overall, the loss of Wnt/β-catenin signaling in monocytes significantly increased the number of MDMs at homeostasis and promoted the differentiation of Mo-IMs into Mo-AMs during recovery. This dysregulated differentiation likely contributed to severe pulmonary fibrosis.

## Discussion

The lung damage caused by pulmonary fibrosis, the leading cause of mortality in patients with lung disease, cannot be fully repaired. Conventional therapies focus primarily on slowing the rate of fibrosis. Understanding the cellular and molecular mechanisms underlying these conditions is crucial for developing more effective treatments. Macrophages play an indispensable role in driving lung inflammation, regulating fibrosis, and mediating tissue repair and regeneration. Two major sources of macrophages involved in lung injury and repair are TRMs and MDMs. A comprehensive understanding of the heterogeneous origins of macrophages and their dynamic changes is essential not only for discerning the functions of these cells in health and disease but also for identifying novel therapeutic targets. However, the dynamic responses of macrophages from different cell lineages during the progression of lung injury remain unclear.

In this study, we utilized genetic lineage tracing, scRNA-seq, genetic cell ablation, and gene knockout experiments to elucidate the cellular dynamics and functions of macrophages from different origins in the lung during homeostasis, injury, and repair. Our results demonstrate that in the absence of injury, lung macrophages self-maintained local levels, with approximately 5% of the cells originating from circulating monocytes. During the inflammatory phase shortly after bleomycin injury, the number of lung TRMs, particularly TR-AMs, significantly decreased, which coincided with increases in the numbers of MDMs and Mo-IMs. We also found that enhanced proliferation of resident macrophages, particularly TR-AMs, occurred during the initial stages of inflammation. These findings suggest that the proliferation of resident macrophages is involved in anti-inflammatory processes^14^. In the repair and regeneration phase, lung macrophages were predominantly composed of MDMs. Notably, scRNA-seq and pseudotime trajectory analyses revealed CCR2^+^Ly6C^high^ inflammatory monocytes as the primary source of IMs, with both *Ccr2* and *Ly6c* expression peaking during the monocyte-to-IM transition (Supplementary Fig. S13). Moreover, during this stage, more Mo-IMs differentiated into Mo-AMs, resulting in an increased proportion of Mo-AMs. 

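*Ccr2* was at 696, 563, 778, 582 and 227 CPM in monocytes of sham and days 3, 7, 14 and 28, with exact 95% Poisson intervals of 663 to 730 in the sham library and 702 to 859 at day 7, and in IM-1 at 55.0 in the sham library, 217 at day 3 (211 to 222), 98.9 at day 7 and 123 at day 28. *Ly6c2*, one of the genes that encode Ly6C, was at 435 in monocytes of the sham library and at 4137 at day 3 (4086 to 4189), and then at 317, 146 and 123. In IM-1 *Ly6c2* was at 41.3 in the sham library, 3590.4 at day 3 (3569 to 3612), 109.5 at day 7, 1.27 at day 14 and 1.52 at day 28. *Ly6c1* was at 291 in monocytes and 282 in IM-1 at day 3, against 33.9 and 3.27 in the sham library. Both Ly6C genes were thus highest at day 3 in both classes, whereas *Ccr2* was highest at day 3 in IM-1, and in monocytes its levels in the sham library and at day 7, where 77 cells were counted, overlap within counting error. The split between monocytes and IM-1 at day 3 depends on the naming. With leading genes taken against the cells of all libraries, monocytes made up 40.2% of the cells of day 3 and macrophages 8.84%. Cells counted as IM-1 at day 3 may therefore include monocytes with much *Ly6c2*. The levels are by cluster and time point, and pseudotime was not analysed here.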

Previous studies have indicated that recruited AMs undergo apoptosis and are removed from the airspace during the resolution of inflammation^43,44^. Moreover, when resident AMs are ablated by clodronate or radiation, recruited AMs can fill and maintain the niche^45^. RNA sequencing analysis revealed that the transcriptional profiles of TRMs and MDMs, particularly TR-AMs and Mo-AMs, significantly differed in gene expression during the development of bleomycin-induced pulmonary fibrosis^46,47^. Nevertheless, Mo-AMs clearly correlated with the severity of fibrosis. The necroptosis of Mo-AMs was associated with reduced fibrosis, whereas the deletion of TR-AMs had no discernible effect on fibrosis severity^46^. Our findings consistently demonstrate that the number of MDMs, particularly Mo-AMs, was significantly reduced and that the lung exhibited less pulmonary fibrosis following monocyte ablation.

Previous studies have indicated that targeting the pathways essential for AM differentiation may be an effective strategy for preventing pulmonary fibrosis^40,48,49^. Our study verified that the Notch and Wnt/β-catenin signaling pathways were activated during monocyte-to-macrophage differentiation. Similar to the monocyte depletion mouse model, the conditional knockout of *Rbpj* in monocytes led to a reduction in the number of MDMs and decreased the differentiation of Mo-IMs into Mo-AMs, accompanied by reduced lung fibrosis. In contrast, in monocyte-specific *Ctnnb1* knockout mice, the number of MDMs increased without injury but decreased significantly after injury compared with that in wild-type controls. Mo-IMs in *Ctnnb1* knockout mice preferentially differentiated into Mo-AMs, exacerbating pulmonary fibrosis. To investigate the potential crosstalk between the Notch and Wnt/β-catenin signaling pathways during the differentiation of monocytes to Mo-AMs, we performed an in-depth analysis of our scRNA-seq data (Supplementary Fig. S14). 

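Along the classes from monocytes to AMs, the mean of log2(CPM + 10) of the Notch list at day 14 was 5.24 in monocytes, 5.13 in IMs, 5.26 in Mac0 and 5.30 in AMs. At day 28 it was 5.44, 5.10, 5.24 and 5.35 in the same order. The difference between IMs and monocytes lay within the central 95% of random lists in each library, from percentile 10.3 in the sham library to 53.1 at day 14. The mean of the Wnt list was 5.60 in monocytes, 5.23 in IMs, 5.56 in Mac0 and 5.78 in AMs at day 14, and 5.56, 5.12, 5.55 and 5.77 at day 28. For the Wnt list, IMs lay below monocytes by -0.20 at day 3 (percentile 0.55), -0.37 at day 14 (percentile 3.31) and -0.45 at day 28 (percentile 2.95). Of these, only the difference at day 3 left the central 95% of the random lists.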

The results revealed a dynamic and sequential regulatory pattern rather than direct simultaneous crosstalk: Notch signaling plays a key role during the intermediate (IM) transitional stage, whereas Wnt signaling is predominant in later stages to establish and/or maintain the mature Mo-AM phenotype.

It is evident that lung macrophages play pivotal roles in maintaining homeostasis and in the pathogenesis of lung disease. The data presented here, derived from genetic lineage tracing of TRMs and MDMs, highlight their distinct roles during lung inflammation, fibrosis, and repair. With respect to AMs, we and others have demonstrated that TR-AMs and Mo-AMs exhibit a high degree of heterogeneity and dynamic changes in the expression of profibrotic genes during disease progression^50^. However, several questions remain unanswered. For instance, it is still unclear whether Mo-AMs ultimately become indistinguishable from embryonically derived TR-AMs in the context of pulmonary diseases. Studies on IMs are limited, and there is a paucity of knowledge regarding their cell fate and functions following injury. In our studies, we found that TRMs and MDMs played complementary roles in the acute phase after bleomycin-induced injury, with Mo-IMs emerging as key players in promoting lung inflammation. Additionally, several studies have indicated that the metabolic status of TRMs and MDMs varies during disease progression and is correlated with tissue fibrosis^50–52^. During the fibrotic process induced by bleomycin, macrophages undergo metabolic rewiring from lipid metabolism to glucose metabolism. This transition is accompanied by an increase in arginine synthesis and metabolism^50^. These findings were corroborated in an idiopathic pulmonary fibrosis (IPF) mouse model^53^. Recent studies have demonstrated that in the airways, alveolar macrophages are highly dependent on GM-CSF. The cell-specific deletion of GM-CSF in alveolar type 2 (AT2) epithelial cells resulted in impaired development of alveolar macrophages^54,55^. The cytokine TGF-β plays a role in the communication between macrophages and alveolar epithelial cells. The loss of autocrine TGF-β leads to the spontaneous production of proinflammatory cytokines and chemokines by macrophages^55–57^. Further investigation of the interactions between macrophages and the local environment is essential for enhancing our understanding of inflammatory lung disease.

In addition, RNA velocity analysis revealed a newly identified macrophage subpopulation, Mac0, which formed immediately during the acute phase of inflammation and became one of the major macrophage subtypes by day 7. This population expressed genes involved in antigen processing and presentation, biosynthetic processes, metabolic processes, and inflammatory responses. Lineage tracing combined with scRNA-seq confirmed that Mac0 cells originated from monocytes. Cell trajectory analysis further demonstrated that Mac0 cells can differentiate into both IMs and AMs during the inflammatory phase but primarily differentiate into AMs during the fibrotic phase. Genetic ablation of monocytes resulted in a reduction in Mac0 cells, which facilitated the resolution of pulmonary fibrosis. Similarly, using a novel hierarchical clustering approach based on SingleR correlations, Aran et al. identified a disease-related macrophage subgroup with transitional gene expression between monocyte-derived and alveolar macrophages^58^. This specific subgroup, marked as CX3CR1^+^SiglecF^+^ transitional macrophages, was found to localize to the fibrotic niche and displayed profibrotic activity.

In summary, through genetic approaches to specifically label and trace TRMs and MDMs in vivo, we elucidated the dynamic changes in and cell fate transitions of macrophages during lung injury and recovery. Cell ablation and gene manipulation further demonstrated that both TRMs and MDMs are essential for the fibrotic response to lung injury, each of which plays distinct roles throughout lung inflammation (Supplementary Fig. S15). Elucidating the roles of TRMs and MDMs in the development of pulmonary fibrosis is critical for advancing our understanding of lung disease pathophysiology and regeneration, potentially offering new therapeutic strategies for treating this deadly pulmonary disorder.

## Materials and methods

### Mice

All animal protocols performed in this study were approved by the Institutional Animal Care and Use Committee (IACUC) of the Shanghai Institute of Biochemistry and Cell Biology, Center for Excellence in Molecular Cell Science, Chinese Academy of Sciences. The previously described mouse strains used in this study included *CD68-rtTA*, *TetO-Cre*, *R26-tdT*, *Ms4a3-CreER*, *R26-iDTR*, *Rbpj*^*flox/flox*^, *Ctnnb1*^*flox/flox*^, and *CX*_*3*_*CR1-CreER* mice^33,59–61^. The *CD68-rtTA* mouse line was generated by Shanghai Model Organisms Center, Inc., using the CRISPR/Cas9 method. For *CD68-rtTA*, the cDNA encoding rtTA-WPRE-pA was inserted into the *CD68* gene locus between the 5′UTR and exon 1. All the mouse lines were maintained on a C57BL6/129 mixed genetic background. Tamoxifen (Sigma, T5648) was dissolved in corn oil (20 mg/mL) and administered by gavage at 0.2 mg/g body weight at the indicated time points. For doxycycline (Dox, Sigma, D9891) administration, dox was dissolved in mouse drinking water at 2 mg/mL for 1 week. For diphtheria toxin (DT, Sigma, D0564-1MG) administration, DT was dissolved in PBS, and the mice were injected intraperitoneally at 10 ng/g body weight. Both male and female adult mice beginning at 7 weeks of age were included in this study. Mice of the indicated genotypes were assigned randomly to the experimental groups.

### Bleomycin-induced injury

Acute lung injury was induced by intratracheal instillation of bleomycin, as previously described^59^. In detail, bleomycin (Sigma B8416) reagent was dissolved at a concentration of 10 U/mL in sterile PBS (Invitrogen, 10010049) and stored as small aliquots at −80 °C. Before use, 10 U/mL bleomycin was diluted to a working concentration of 1 U/mL with PBS. After the mice were anesthetized with 1% pentobarbital sodium, 2 U/kg bleomycin was pipetted into the cannula. As the mice breathed, bleomycin was inhaled into the lungs. The control mice were treated with PBS.

### Genomic PCR

For genotyping, biopsies of mice were collected and digested in tail lysis buffer (300 μL, 100 mmol/L Tris HCL at pH 7.8, 5 mmol/L EDTA, 0.2% sodium dodecyl sulfate, and 200 mmol/L NaCl) supplemented with proteinase K (5 μL, Roche, 3115852001) at 55 °C overnight. Then, 600 μL absolute EtOH was added for centrifugation at 13,400× *g* for 2 min. The supernatant was discarded, and 600 μL 70% EtOH was added for centrifugation at 13,400× *g* for 2 min. Afterward, the supernatant was discarded, and the precipitate was air-dried. Two hundred microliters of distilled water was added to dissolve the DNA, and the supernatant was used for PCR amplification.

### Cell isolation and flow cytometry

This protocol was designed primarily to target immune cell populations, with a limited number of structural cells. After being euthanized, the mice were perfused with 10 mL of cold PBS through the right ventricle to flush out blood cells in the lung. Then, the mice were inflated through the trachea with 2 mL of digestion solution (0.2 mg/mL collagenase IV, 5% FBS, and 60 U/mL DNase I) in RPMI-1640 media (FBS, Gibco, 10099141; RPMI-1640, Invitrogen, 22400089). The lungs were removed and minced into small pieces in 25 mL of digestion solution for 30 min at 37 °C with shaking and frequent agitation. After digestion, the cells were filtered through a 70-μm strainer and centrifuged at 500× *g* for 5 min at 4 °C, after which the supernatant was discarded. Next, the cells were incubated in 1 mL of red blood cell lysis buffer (eBioscience, 00-4333-57) at room temperature for 5 min. Nine milliliters of cold PBS was added, and the sample was centrifuged at 500× *g* for 5 min at 4 °C, after which the supernatant was discarded. After red blood cell lysis, the cells were washed twice with cold PBS before staining. For blood cells, mouse blood was collected in a heparin-containing cold PBS solution. After being filtered through a 70-μm cell strainer and red blood cell lysis, the cells were washed twice with cold PBS before staining. To obtain bone marrow cells, bone marrow from mouse femurs and tibias was harvested in cold PBS solution. The marrow suspension was broken down by pipetting and filtration through a 70-μm cell strainer. After red blood cells were lysed and washed with PBS, the bone marrow cells were prepared for staining. For immunostaining, the cell pellet was resuspended in 1% Fc block (CD16/CD32, eBioscience, 14-0161-82) in PBS for 5 min at room temperature. Then, the cells were stained with primary antibodies against CD45 APC-eFluor 780 (eBioscience, 47-0451-82, 1:200), F4/80 PE-Cy7 (BioLegend, 123114, 1:200), CD11b APC (eBioscience, 17-0112-81, 1:200), CD11c FITC (eBioscience, 11-0114-82, 1:200), SiglecF FITC (eBioscience, 53-1702-82, 1:200), Ly6C FITC (BD Biosciences, 553104, 1:200), MerTK PE-Cy7 (eBioscience, 25-5751-82, 1:200), CD64 BV711 (BioLegend, 139311, 1:200), and Ly6G APC (eBioscience, 17-9668-80, 1:200) at 4 °C for 30 min. After that, the cells were washed and resuspended in cold PBS and then stained with DAPI (Vector Laboratories, 1:1000) at 4 °C for 5 min before FACS. The cells were analyzed using an Attune NxT flow cytometer (Thermo Fisher Scientific) and sorted by a FACSAria SORP instrument (BD). Data were generated using FlowJo (Tree Star). The gating strategies for flow cytometry data analysis are illustrated in Supplementary Fig. S16.

### Tissue whole-mount fluorescence microscopy

Tissues were dissected and collected in cold phosphate-buffered saline (PBS) and fixed in 4% paraformaldehyde for 1 h at 4 °C. The tissues were then washed several times in PBS and placed on 1% agar in the required orientation for whole-mount bright-field and fluorescence imaging using a Zeiss stereoscope (AxioZoom V16).

### Immunofluorescence (IF) staining and imaging

Immunostaining was performed according to a previously described protocol^59^. After the mice were euthanized, the tissues were washed in cold PBS and fixed in 4% paraformaldehyde (PFA, Sigma, P6148) for no more than 1 h at 4 °C. After fixation, the tissues were rinsed several times in PBS and incubated in 30% sucrose at 4 °C overnight. Once the tissues sank to the bottom, the tissues were embedded in OCT (Sakura, 4583) medium in the required orientation and stored at −80 °C. Cryosections were prepared at a thickness of 10 μm and stored at −20 °C before use. Before staining, the sections were placed in a fume hood to air dry for 1 h and then washed three times in 1× PBS for 5 min each. The sections were subsequently blocked with 5% donkey serum in 1× PBST (0.1% Triton X-100 in PBS) for no more than 1 h at room temperature and then incubated with appropriately diluted primary antibodies at 4 °C overnight. The next day, the sections were washed three times in 1× PBS for 5 min each and then incubated with suitable secondary antibodies for 40 min to 1 h at room temperature in the dark. The sections were subsequently washed three times in 1× PBS for 5 min each and mounted with 50% glycerol. Finally, nail polish oil was applied to the four edges of the glass coverslip for further analysis. AlexaFluor-conjugated secondary antibodies were used to develop signals. Horseradish peroxidase-conjugated antibodies (Jackson ImmunoResearch) with a tyramine signal amplification kit (PerkinElmer) were used to amplify weak signals. Immunostaining images were acquired by an Olympus laser scanning confocal microscope (FV1200 and FV4000). ImageJ (NIH) and Photoline (21.00) software programs were used to analyze the images. Primary antibodies against the following were used for IF staining: F4/80 (Abcam, ab6640; 1:500), tdTomato (Rockland, 600-401-379; 1:1000 and Rockland, 200-101-379; 1:1000), SiglecF (R&D, AF1706; 1:300), PDGFRa (R&D, AF1062; 1:500), PDGFRb (eBioscience, 14-1402-82; 1:500), collagen I (Abcam, ab34710; 1:200), collagen IV (Millipore, ab769; 1:500), Ki67 (Abcam, ab15580; 1:200), SPC (Millipore, ab3786; 1:300), CD68 (Bio-Rad, MCA1957; 1:400), γ-H2AX (Thermo Fisher Scientific, IHC-00059; 1:200), CD11b (Thermo Fisher Scientific, 14-0112-82; 1:400), Ly6C (BD Biosciences, 553104; 1:200), and MerTK (eBioscience, 25-5751-82; 1:200). The following secondary antibodies were used: Alexa 488-conjugated donkey anti-rabbit IgG (Invitrogen, A21206; 1:1000), Alexa 555-conjugated donkey anti-rabbit IgG (Invitrogen, A31572; 1:1000), Alexa 647-conjugated donkey anti-rabbit IgG (Invitrogen, A31573; 1:1000), Alexa 488-conjugated donkey anti-rat IgG (Invitrogen, A21208; 1:1000), Alexa 647-conjugated donkey anti-rat IgG (Abcam, ab150155; 1:1000), Alexa 488-conjugated donkey anti-goat IgG (Invitrogen, A11055; 1:1000), Alexa 555-conjugated donkey anti-goat IgG (Invitrogen, A21432; 1:1000), Alexa 647-conjugated donkey anti-goat IgG (Invitrogen, A21447; 1:1000), ImmPRESS HRP-conjugated goat anti-rat IgG (Vector lab, MP-7444; 1:3) and HRP-conjugated donkey anti-rat IgG (Jackson ImmunoResearch, 712-035-153; 1:300).

### Sirius red staining

Sirius red staining was used to determine collagen deposition and indicate fibrotic areas in injury models, according to previously described protocols^59^. In detail, tissue sections were washed in 1× PBS for 15 min to remove OCT and fixed in 4% paraformaldehyde for 15 min at room temperature. The slides were then washed three times in 1× PBS for 5 min each and incubated in Bouin’s solution (5% acetic acid, 9% formaldehyde, and 0.9% picric acid) at room temperature overnight. On the next day, after being washed in running tap water until the yellow color disappeared, the slides were incubated in 0.1% Fast Green (Fisher, F-99) for 3 min and then were washed with tap water. The slides were then incubated in 0.1% Sirius red (Direct Red 80, Sigma, 0-03035) for 2 min. After being washed with double-distilled water, the slides were dehydrated with ethanol and xylene. Before microscopy, the slides were mounted with Neutral Balsam Mounting Medium (Sangon Biotech, E675007), and images were acquired with an Olympus microscope (BX53 and VS120).

### scRNA-seq by 10X Genomics

The isolated cell suspension was processed using the 10X Chromium system, with 13,000 cells being loaded during the generation of GEMs. Library preparation followed the guidelines provided in the Single-Cell 3′ Gene Expression Kit (v3.1) manual. Sequencing was conducted on an Illumina NovaSeq 6000 instrument using a PE150 kit.

### scRNA-seq data processing

Sequencing reads were aligned, annotated, and demultiplexed with CellRanger (v6.0.0) using the mm10-2020-A reference from 10X Genomics. Subsequent analyses were performed using the Seurat R package (v4.0.5)^62^. Quality control involved applying the subset function with thresholds of nFeature_RNA between 300 and 8000, nCount_RNA between 800 and 60,000, and mitochondrial gene expression below 15% to filter out low-quality cells. The doublet score was calculated by the Doublet-Detection package with default parameters^63^. Potential doublets were removed if the doublet score was greater than 40. PCA was conducted on the scaled expression data of the 3000 most variable genes selected by the “vst” method via the FindVariableFeatures function. Dimensionality reduction and clustering were then performed using the first 30 principal components. Clusters were defined using the markers mentioned above.

### RNA velocity and pseudotime analysis

To map the directions of differentiation trajectories, scVelo was employed to calculate the RNA velocity^64^. The previously filtered cells were utilized to perform UMAP analysis using the spliced assay data. The standard dynamical modeling workflow was then applied to generate the stream plot of velocities.

### DEGs and pathway enrichment analysis

A two-sided Wilcoxon rank-sum test was used to define marker genes for clusters and samples using the FindMarkers function in Seurat. *P* values were adjusted using the Benjamin–Hochberg FDR correction for the total number of comparisons. The gene enrichment analyses of the DEGs calculated above were performed using the DAVID webtool^65^. The cluster GSEA of Hallmark and KEGG pathways was performed by the *www_gsea()* function in the singleseqgset R package for monocytes, IMs, and AMs^66^.

### Macrophage phagocytosis

Mo-AMs and Mo-IMs were sorted by FACS, plated in 12-well plates at an appropriate density, and allowed to adhere for at least 2 h. Latex beads conjugated with FITC (Sigma, L1030; cell-to-bead ratio = 1:50) were washed three times with PBS and then incubated with fetal bovine serum (FBS) at 37 °C for 1 h at a ratio of 1 µL of beads to 100 µL of FBS. Concurrently, the cell culture medium was replaced with serum-free medium, and the cells were incubated for 1 h at 37 °C. After incubation, the beads were centrifuged at 10,656× *g* for 3 min and resuspended in serum-free medium. The beads were then equally distributed to each well and analyzed at specified time points using IF and FACS.

### Macrophage polarization

Mo-AMs and Mo-IMs were sorted by FACS and cultured in 12-well plates at 37 °C under 5% CO₂ for 3 h. M1 or M2 macrophage polarization was induced by stimulation with IFN-γ (50 ng/mL, PeproTech, #315-05) plus LPS (100 ng/mL, Solarbio, #L8880) or IL-4 (20 ng/mL, Solarbio, #P00021), respectively. After 24 h of culture, the cells were harvested for RNA extraction, and qRT-PCR was performed to assess the expression levels of polarization-related genes.

### RNA extraction

The lungs were collected for total RNA isolation using TRIzol reagent (Invitrogen, 15596018). In detail, 1 mL of TRIzol reagent was added to dissolve each sample and incubated for 5 min at room temperature (RT). The samples were subsequently centrifuged at 10,656× *g* for 5 min at 4 °C, after which the supernatant was transferred to a new 1.5-mL Eppendorf tube, followed by the addition of 200 μL of chloroform. Then the samples were intensely vortexed for 15–20 s and set aside for 15 min at RT. Next, the samples were centrifuged at 4 °C at 10,656× *g* for 15 min, after which the supernatant was transferred to another new 1.5-mL Eppendorf tube. Afterward, 500 μL of isopropyl alcohol was added to the samples, which were mixed thoroughly and set aside at RT for 10 min. The samples were then centrifuged at 10,656× *g* for 15 min at 4 °C and washed twice with 75% EtOH. Finally, after the precipitate was air-dried, appropriate amounts of RNase/DNase-free water were added to dissolve the RNA.

### qRT-PCR

One microgram of total RNA was reverse transcribed into cDNA using the TaKaRa PrimeScript^TM^ RT reagent Kit with gDNA Eraser (Perfect Real Time, Takara, RP074A). Two separate steps were needed: first, 42 °C for 2 min for the genomic DNA elimination reaction; second, 37 °C for 15 min, 85 °C for 5 s, and hold at 4 °C in a PCR machine for reverse transcription. The synthesized cDNA was diluted to 10 ng/μL with double-distilled water (ddH_2_O) and then stored at −20 °C for further experiments. qRT-PCR was carried out using a QuantStudio^TM^ 6 Flex Real-Time PCR System (Thermo Fisher Scientific) with Invitrogen SYBR Green qRT-PCR reagents (Invitrogen, 4367659). A 10-μL reaction system was constructed that included 5 μL of 2× SYBR Green, 1 μL of forward and reverse mixed primers, 1 μL of diluted cDNA template, and 3 μL of ddH_2_O. The qRT-PCR program was as follows: 95 °C for 10 min, 40 repetitions of 95 °C for 5 s and 60 °C for 30 s. The results were normalized to those of GAPDH, with the control set as 1. All the primers used are listed in Supplementary Table S1.

### Statistical analysis

Data are expressed as the mean ± SEM of biological replicates. Unpaired Student’s *t*-tests were conducted for single-variable comparisons between two groups using GraphPad Prism 7. For assessments involving two independent variables (treatment and time), two-way ANOVA was employed, followed by Tukey’s HSD for post hoc multiple comparisons. Bonferroni correction was applied to adjust the significance levels to control for type I error risk. A *P* value adjusted to less than 0.05 was deemed significant. All experiments and analyses were performed in a blinded manner by separate researchers.

## Supplementary information

Supplementary Information

## Data Availability

All the data that support the findings of this study are provided within the paper and its supplementary information. scRNA-seq data that support the findings of this study are deposited in the Gene Expression Omnibus under accession code GSE279529, which can be accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE279529 using the token “mdgxyemmjtqtdiv”.

# Supplementary material for: Lineage tracing reveals the origins and dynamics of macrophages in lung injury and repair
**Source:** Cell Discov. 2026 Jan 14;12:3. doi: 10.1038/s41421-025-00859-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

**Lineage tracing reveals the origins and dynamics of macrophages in lung injury and repair**

Hengwei Jin\*, Jialing Mou, Huan Zhu, Kuo Liu, Mingjun Zhang, Zhenqian Zhang, Stefan Pflanz, Karim El Kasmi, Zhaoyuan Liu, Florent Ginhoux, Kathy O. Lui\*, Bin Zhou\*

The following sections include:

Supplementary Figures S1 to S16

Supplementary Table S1

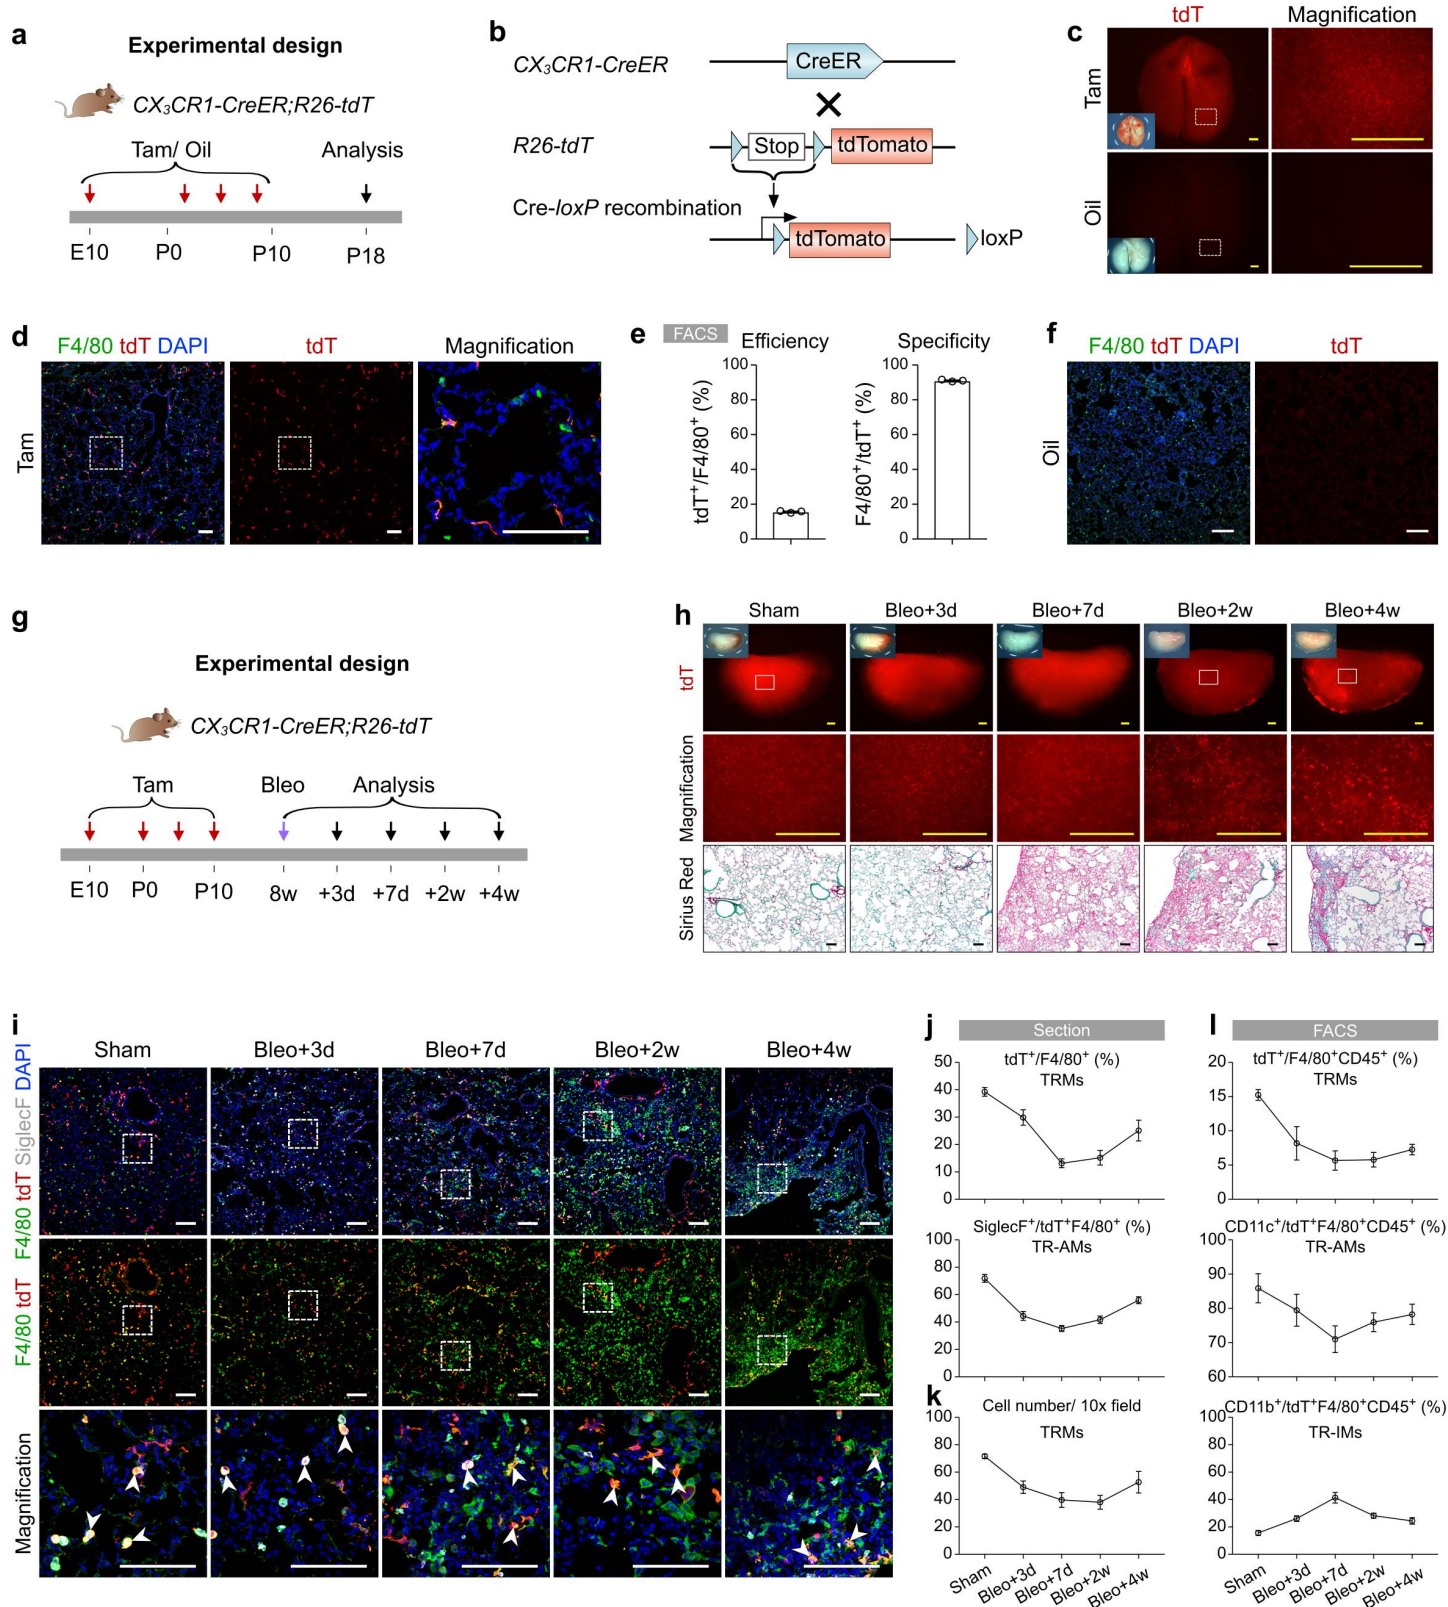

**Supplementary Fig. S1. Tissue resident macrophages are lost in response to bleomycin-induced lung injury.** **a** Schematic showing experimental design. Tam, tamoxifen. **b** Genetic lineage tracing strategy by Cre-loxP recombination in CX3CR1<sup>+</sup> cells after tam treatment. **c** Whole-mount bright field and epifluorescence images of lungs. Boxed region is magnified. **d** Immunostaining for tdT and F4/80 on tissue sections of lungs with tam. Boxed region is magnified. **e** FACS analysis of the percentage of F4/80<sup>+</sup> macrophages expressing tdT (efficiency), and the percentage of tdT<sup>+</sup> cells expressing F4/80 (specificity) from lungs. Data are the mean  $\pm$  SEM;  $n=3$  mice per group. **f** Immunostaining for tdT and F4/80 on tissue sections of lungs with oil. **g** Schematic showing experimental design. Bleo, bleomycin. **h** Whole-mount bright field, epifluorescence, and sirius red images of lungs after bleomycin treatment. Boxed region is magnified. White arrowheads indicating TRMs. **i** Immunostaining for tdT, F4/80 and SiglecF on tissue sections of lungs. Boxed region is magnified. **j** Quantitative analysis of the percentage of tdT<sup>+</sup> cells in CD45<sup>+</sup>F4/80<sup>+</sup> macrophages (TRMs), the percentage of alveolar macrophages (SiglecF<sup>+</sup>) in labeled tdT<sup>+</sup> macrophages from lung immunostaining sections. Data are the mean  $\pm$  SEM;  $n=3-5$  mice per group. **k** Quantification analysis of the cell number of TRMs (tdT<sup>+</sup>F4/80<sup>+</sup>) in each 10x field. Data are the mean  $\pm$  SEM;  $n=3-5$  mice per group. **l** Flow cytometric and quantification analyses of the percentage of tdT<sup>+</sup> cells in CD45<sup>+</sup>F4/80<sup>+</sup> macrophages (TRMs), the percentage of CD11c<sup>+</sup> alveolar macrophages in tdT<sup>+</sup> macrophages (TR-AMs), and the percentage of CD11b<sup>+</sup> interstitial macrophages in tdT<sup>+</sup> macrophages (TR-IMs) from lungs. Data are the mean  $\pm$  SEM;  $n=3-5$  mice per group. TRMs, tissue resident macrophages; TR-AMs, tissue resident alveolar macrophages; TR-IMs, tissue resident interstitial macrophages. Scale bars, yellow, 1mm; white and black, 100  $\mu$ m. Each image is representative of 3-5 individual samples.

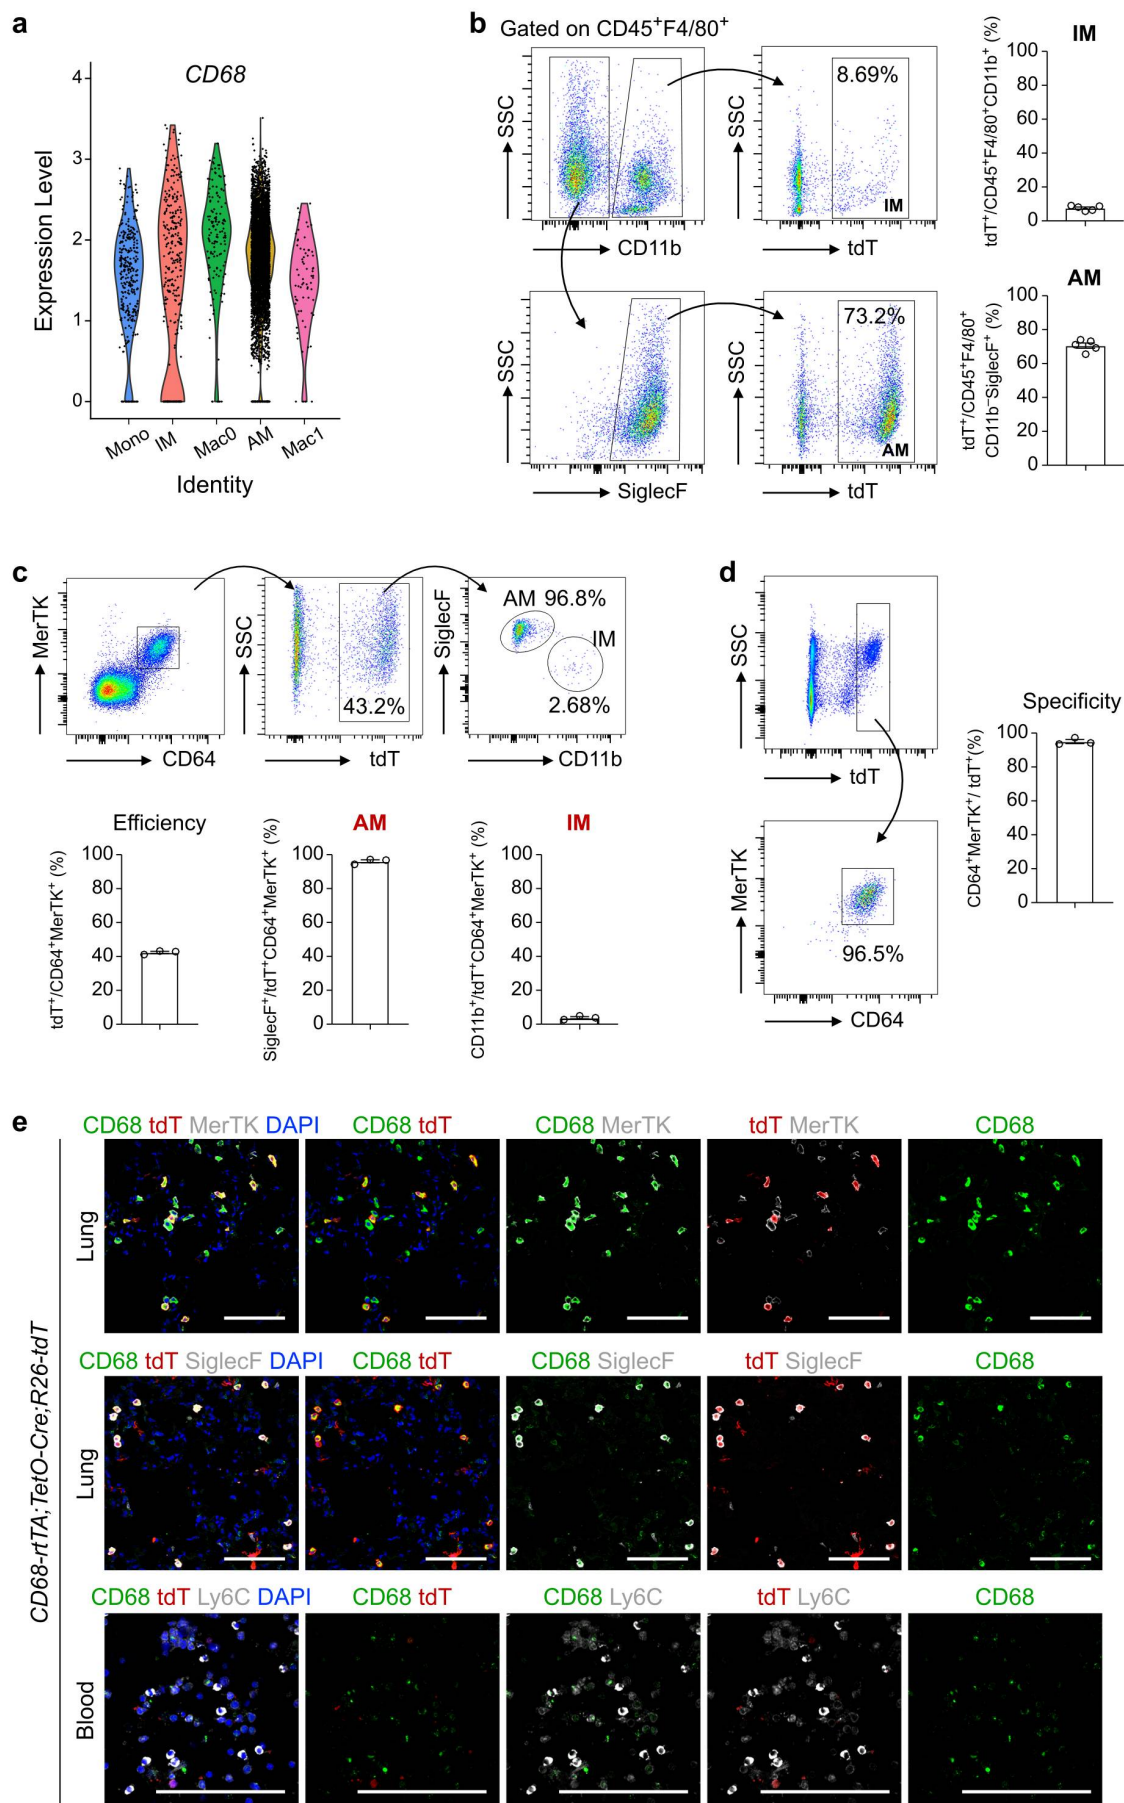

**Supplementary Fig. S2. *CD68-rtTA* specifically targets lung alveolar macrophages.** **a** Violin plots showing the expression levels of *CD68* in monocytes (mono), interstitial macrophages (IM), Mac0, alveolar macrophages (AMs), and Mac1. **b** Flow cytometric and quantification analyses of the percentage of  $tdT^+$  cells among lung IMs ( $CD45^+F4/80^+CD11b^+$ ) and AMs ( $CD45^+F4/80^+CD11b^+SiglecF^+$ ) in *CD68-rtTA;TetO-Cre;R26-tdT* mice. Data are the mean  $\pm$  SEM;  $n=5$  mice per group. **c** Flow cytometric and quantification analyses of the percentage of  $tdT^+$  cells in  $CD64^+MerTK^+$  lung macrophages, and the percentage of  $SiglecF^+$  AMs and  $CD11b^+$  IMs within the  $tdT^+$  macrophages in *CD68-rtTA;TetO-Cre;R26-tdT* mice. Data are the mean  $\pm$  SEM;  $n=3$  mice per group. **d** Flow cytometric and quantification analyses of the percentage of  $CD64^+MerTK^+$  lung macrophages within  $tdT^+$  cells in *CD68-rtTA;TetO-Cre;R26-tdT* mice. Data are the mean  $\pm$  SEM;  $n=3$  mice per group. **e** Immunostaining for *CD68*, *tdT*, *MerTK*, *SiglecF*, and *Ly6C* on lung tissue and blood samples from *CD68-rtTA;TetO-Cre;R26-tdT* mice. Scale bars, white, 100  $\mu m$ . Each image is representative of 3–5 individual samples.

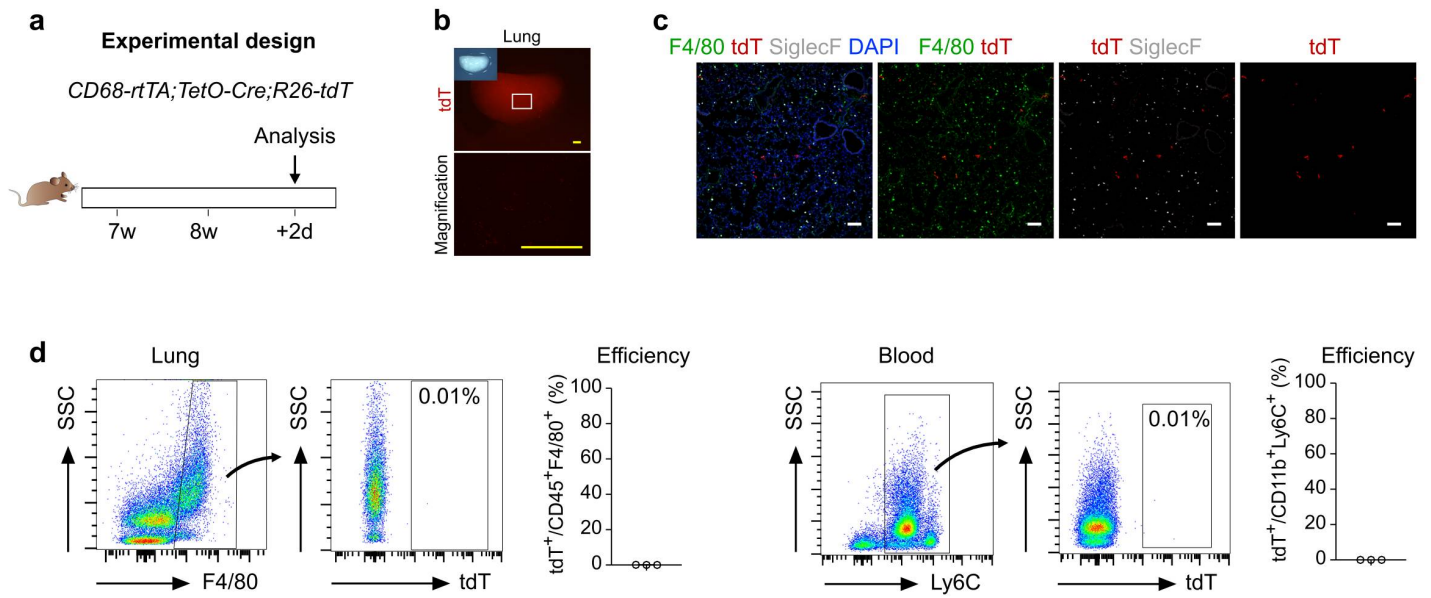

**Supplementary Fig. S3. *CD68-rtTA* barely targets lung macrophages without Dox administration.** **a** Schematic showing experimental design. **b** Whole-mount bright field and epifluorescence images of lungs. Boxed region is magnified. **c** Immunostaining for tdT, F4/80 and SiglecF on tissue sections of (b). **d** Flow cytometric and quantification analyses of the percentage of tdT<sup>+</sup> cells in CD45<sup>+</sup>F4/80<sup>+</sup> macrophages from lungs (left), and the percentage of tdT<sup>+</sup> cells in CD45<sup>+</sup>Ly6C<sup>+</sup> monocytes from blood (right). Data are the mean  $\pm$  SEM; n=3 mice per group. Scale bars, yellow, 1mm; white, 100  $\mu$ m. Each image is representative of 3–5 individual samples.

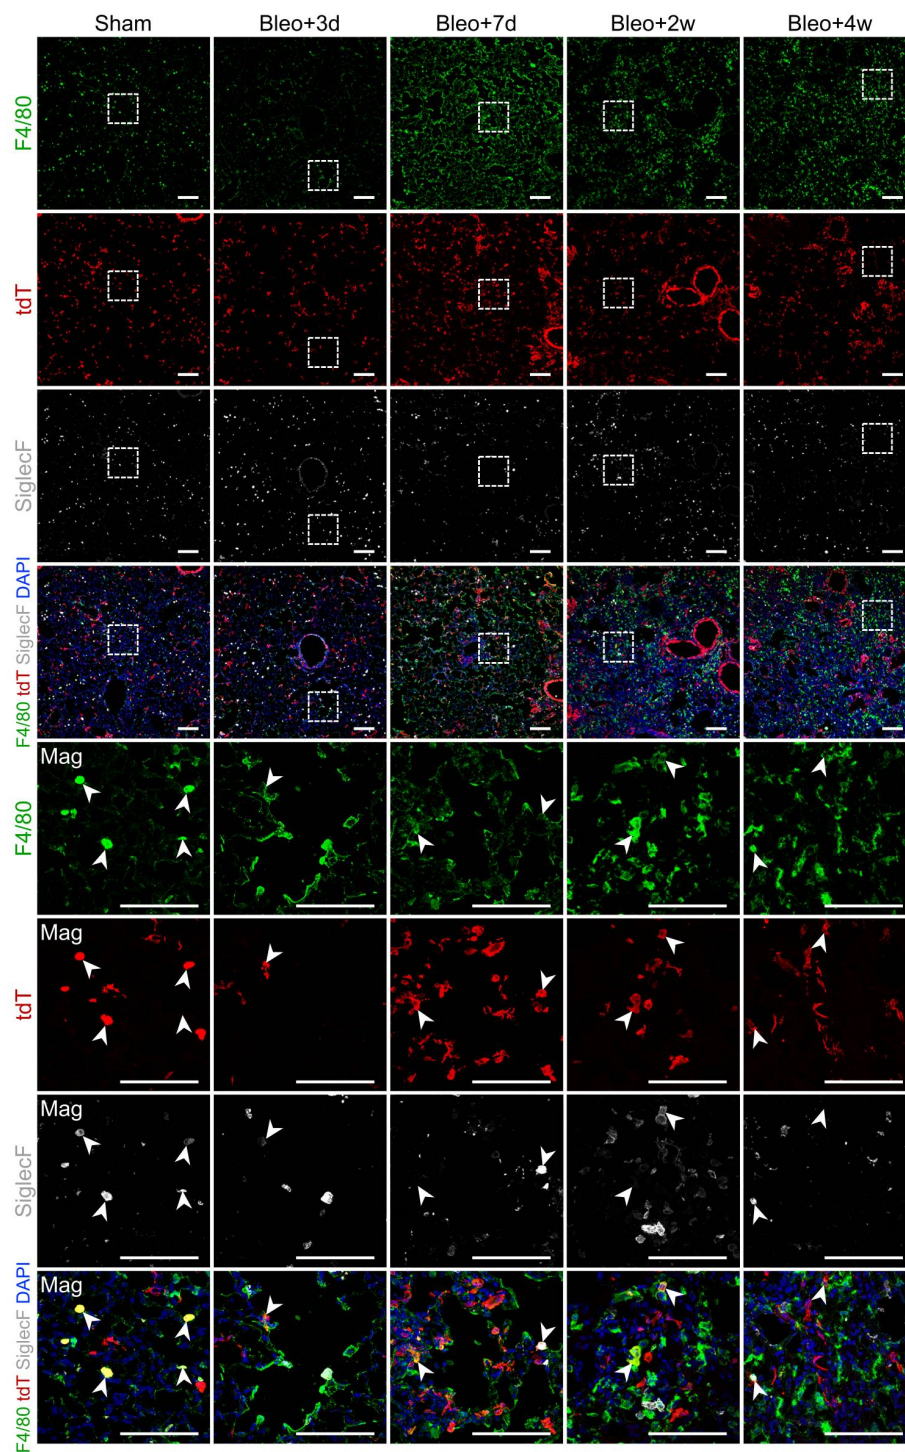

**Supplementary Fig. S4.** Decomposition of fluorescence channels from Fig. 2c. Scale bars, white, 100  $\mu\text{m}$ .

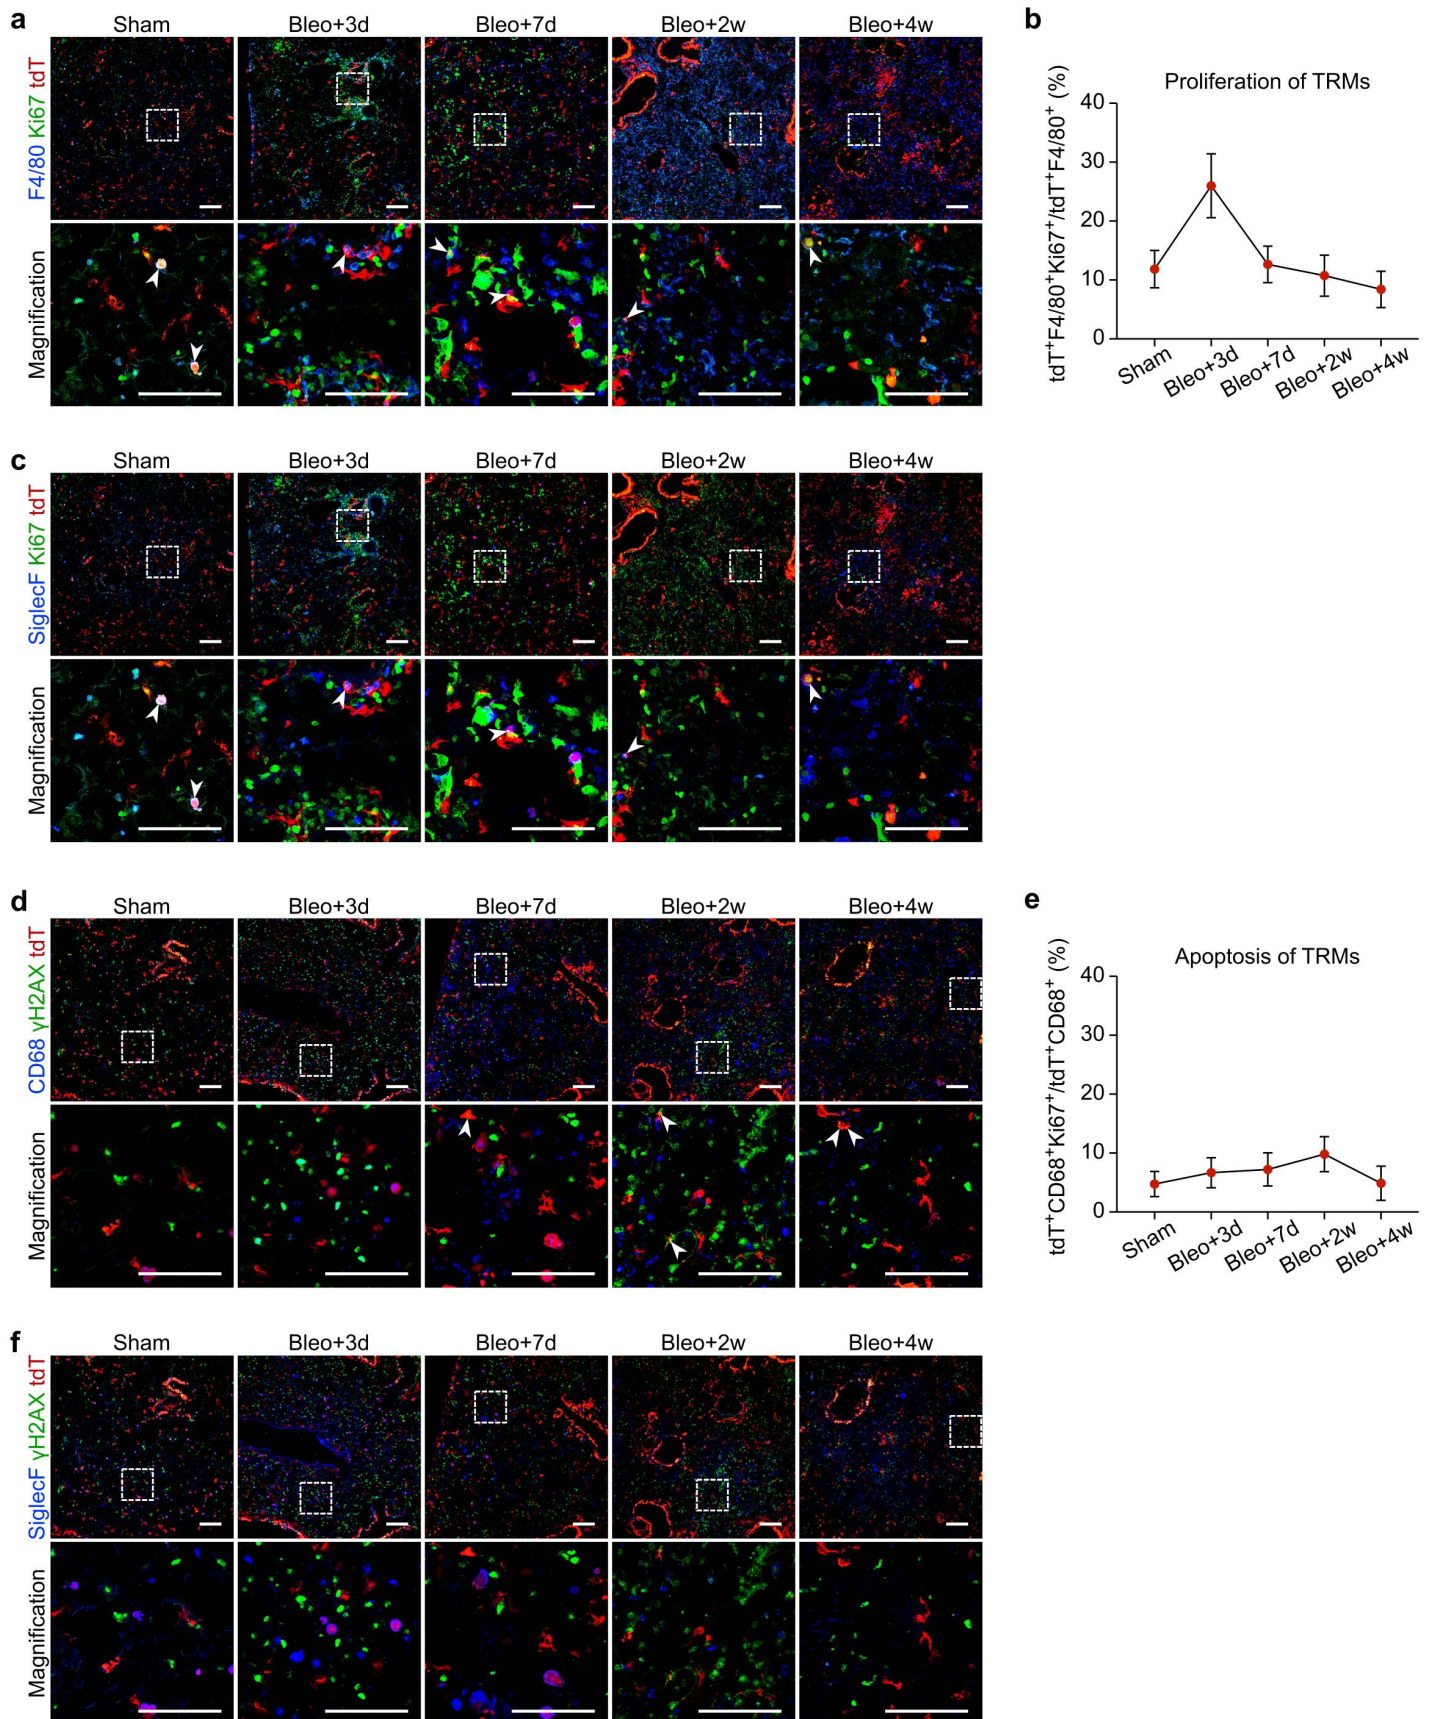

**Supplementary Fig. S5. Bleomycin induces proliferation of tissue resident macrophages in the lungs.** **a, c** Immunostaining for tdT, Ki67, and F4/80 (**a**) or SiglecF (**c**) on tissue sections of lungs. Boxed region is magnified. White arrowheads indicating proliferated TRMs in (**a**) or TR-AMs in (**c**), respectively. **b** Quantification analysis of the percentage of the TRMs proliferation (F4/80<sup>+</sup>tdT<sup>+</sup>Ki67<sup>+</sup> cells) in TRMs (F4/80<sup>+</sup>tdT<sup>+</sup> cells) in each 10x field. Data are the mean  $\pm$  SEM; n=3~5 mice per group. **d, f** Immunostaining for tdT,  $\gamma$ H2AX, and CD68 (**d**) or SiglecF (**f**) on tissue sections of lungs. White arrowheads indicating apoptotic TRMs in (**d**) or TR-AMs in (**f**), respectively. Boxed region is magnified. **e** Quantification analysis of the percentage of TRMs apoptosis (CD68<sup>+</sup>tdT<sup>+</sup> $\gamma$ H2AX<sup>+</sup> cells) in TRMs (CD68<sup>+</sup>tdT<sup>+</sup>) in each 10x field. Data are the mean  $\pm$  SEM; n=3~5 mice per group. Scale bars, 100  $\mu$ m. Each image is representative of 3~5 individual samples.

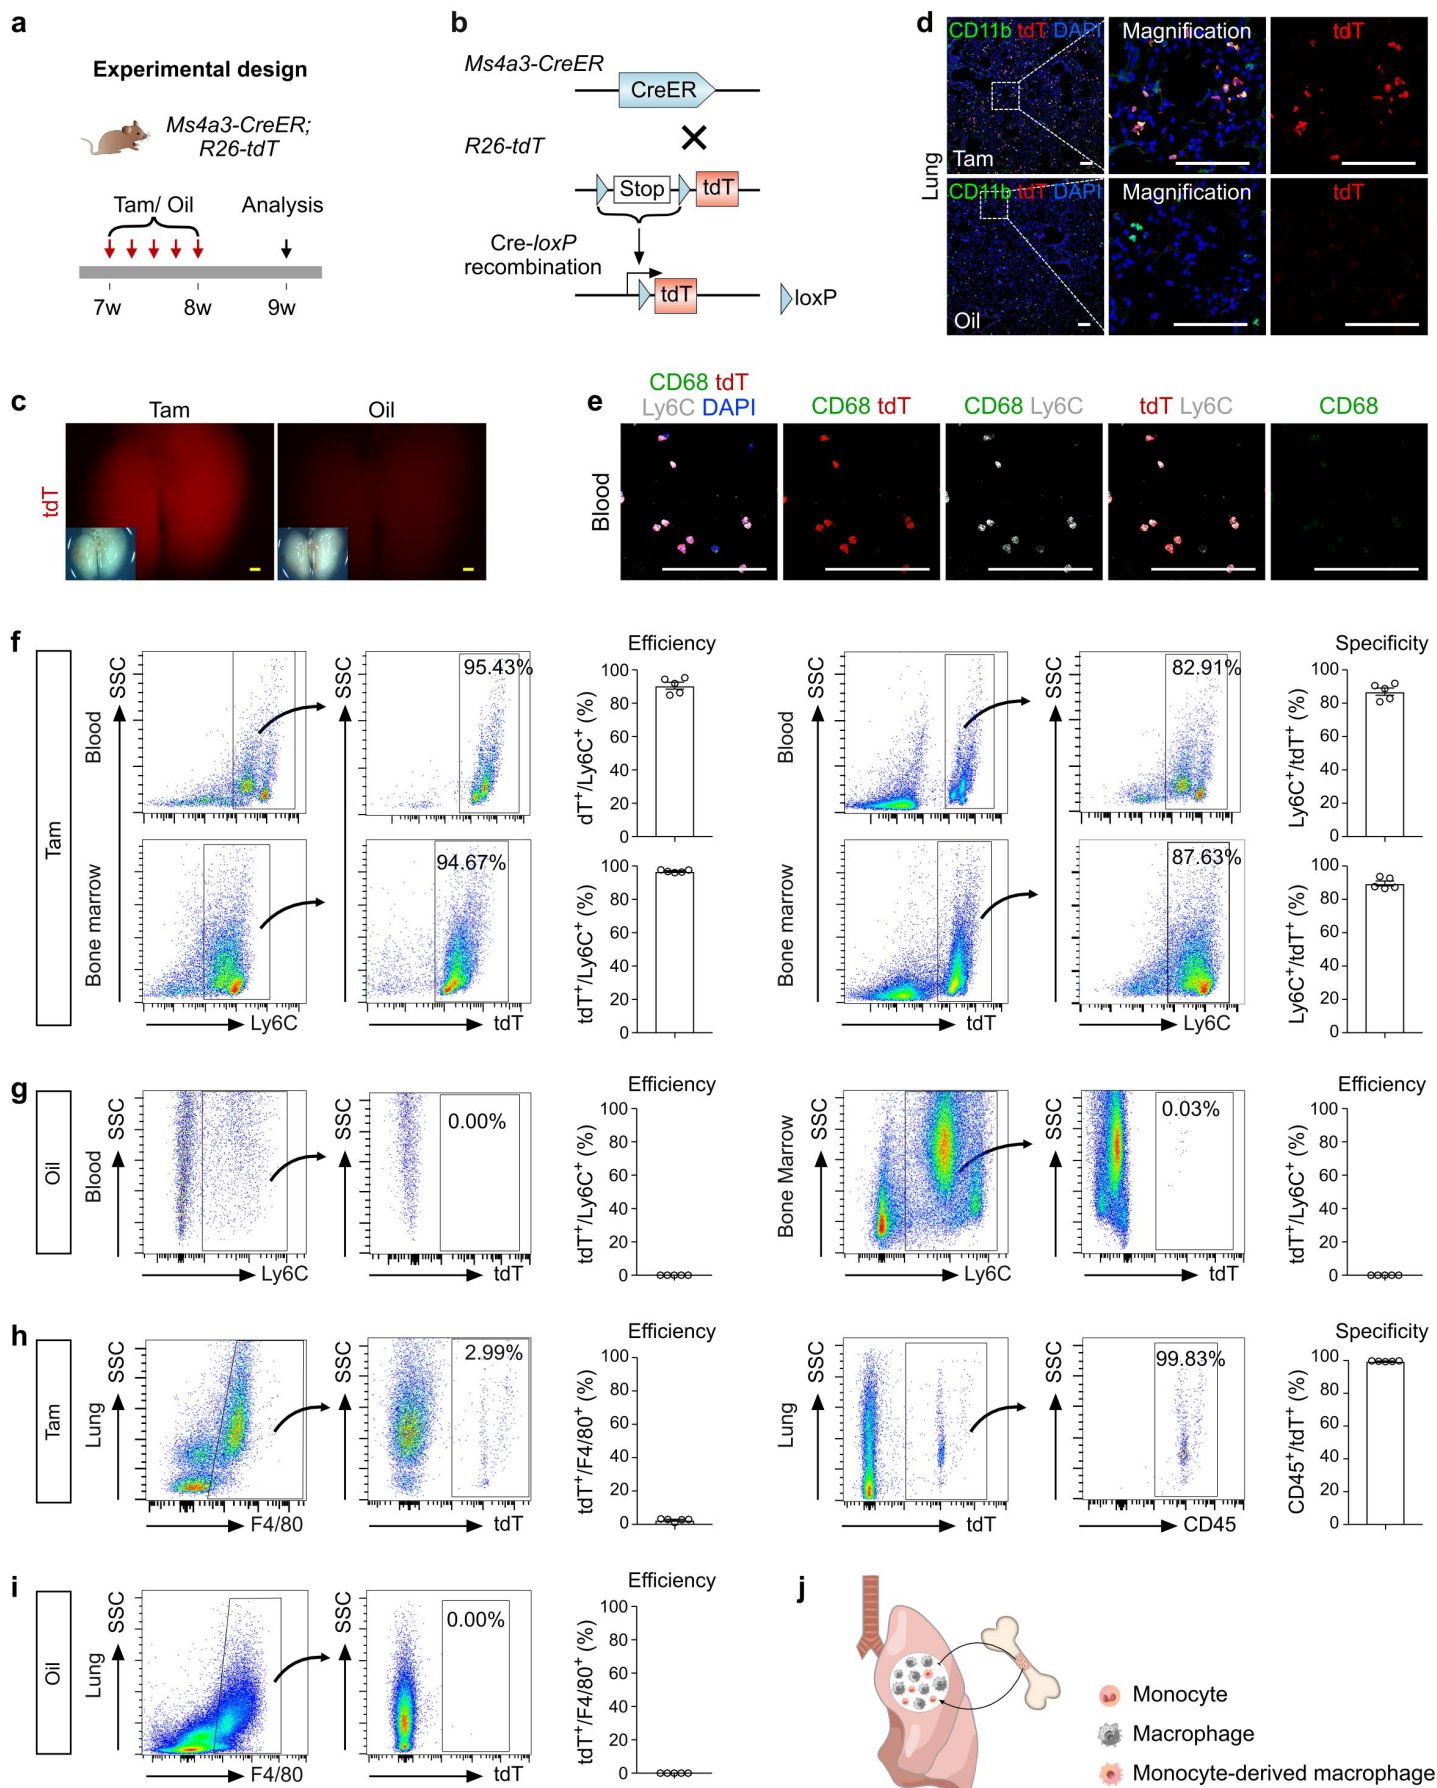

**Supplementary Fig. S6. Characterization of *Mas4a3-CreER* mouse line.** **a** Schematic showing experimental design. Tam, tamoxifen. **b** Genetic lineage tracing strategy by Cre-loxP recombination in *Ms4a3*<sup>+</sup> cells after tam treatment. **c** Whole-mount bright field and epifluorescence images of lungs after tam or oil treatment. **d** Immunostaining for tdT and CD11b on tissue sections of lungs. Boxed region is magnified. **e** Immunostaining for CD68, tdT and Ly6C on blood samples. **f** Flow cytometric and quantification analysis of the percentage of tdT<sup>+</sup> cells in CD45<sup>+</sup>Ly6C<sup>+</sup> monocytes (efficiency) and the percentage of tdT<sup>+</sup> cells expressing Ly6C (specificity) from blood and bone marrow after tam. Data are the mean ± SEM; n=5 mice per group. **g** Flow cytometric and quantification analysis of the percentage of tdT<sup>+</sup> cells in CD45<sup>+</sup>Ly6C<sup>+</sup> monocytes from blood and bone marrow after oil. Data are the mean ± SEM; n=5 mice per group. **h** Flow cytometric and quantification analyses of the percentage of tdT<sup>+</sup> cells in CD45<sup>+</sup>F4/80<sup>+</sup> macrophages (efficiency) and the percentage of tdT<sup>+</sup> cells expressing CD45 (specificity) from lung after tam. Data are the mean ± SEM; n=5 mice per group. **i** Flow cytometric and quantification analyses of the percentage of tdT<sup>+</sup> cells in CD45<sup>+</sup>F4/80<sup>+</sup> macrophages from lung after oil. Data are the mean ± SEM; n=5 mice per group. **j** Cartoon showing the labeling results after recombination by tamoxifen. Scale bars, yellow, 1 mm; white, 100 μm. Each image is representative of 3–5 individual samples.

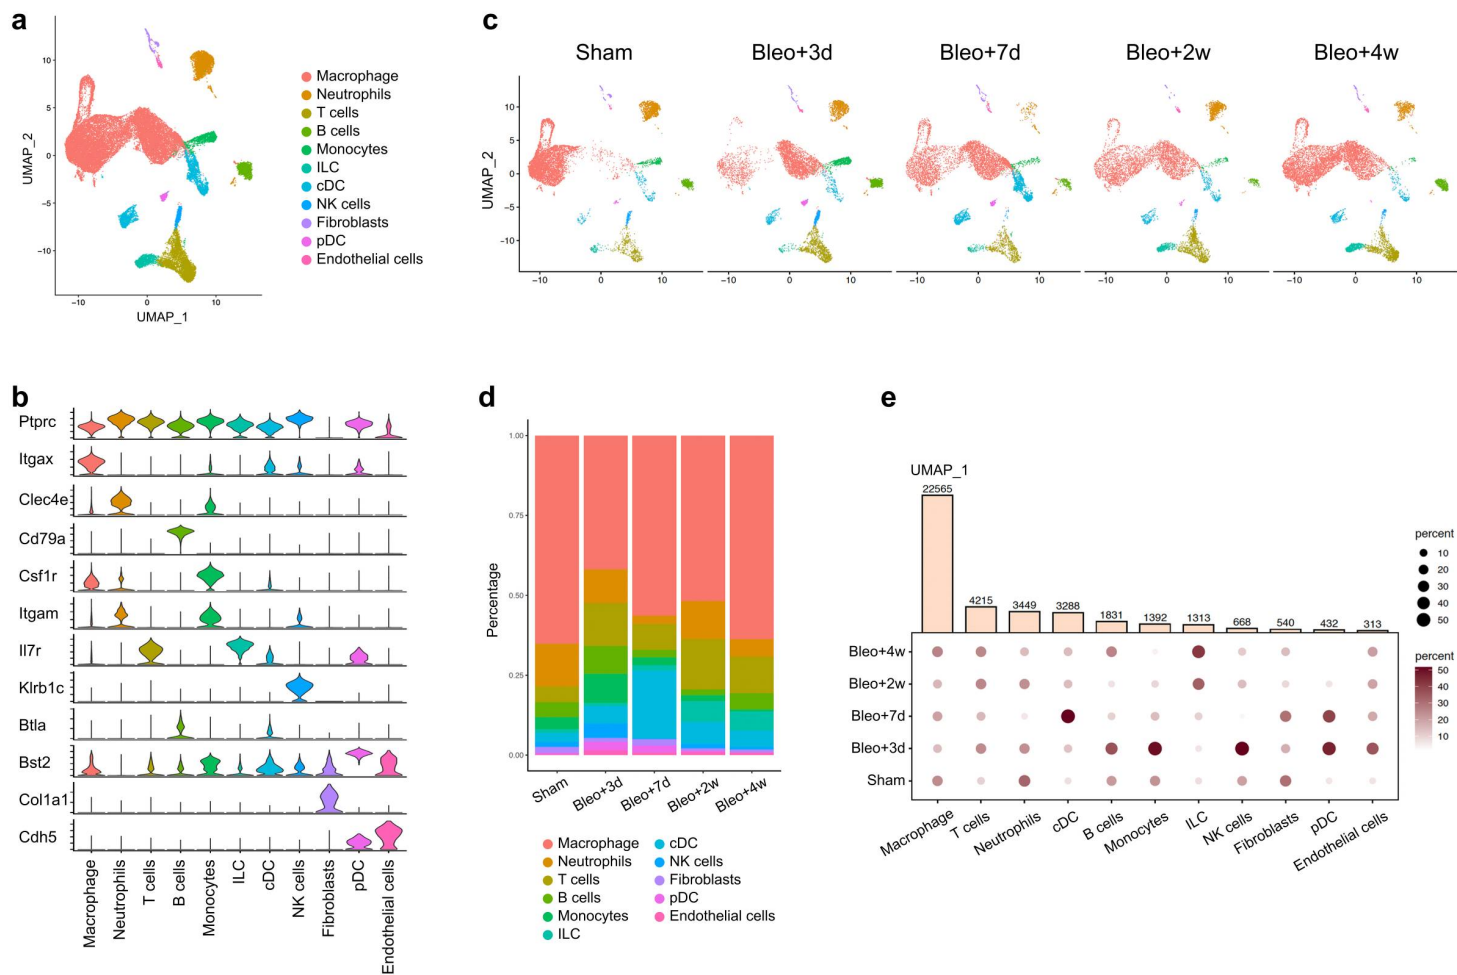

**Supplementary Fig. S7. Single-cell analysis of lung immune cells.** **a** Uniform Manifold Approximation and Projection (UMAP) embedding showing cells colored by cell type identity. **b** Violin plots of cluster-defining genes. **c** The colored dots on the UMAP illustrating densities and distribution of cells at individual time points after bleomycin-induced injury. **d** Bar plot of percentage of cluster contributing per time point. **e** Dot plot showing the percentage of each cluster contributing at different time points. The total percentage of one cluster is 100%.

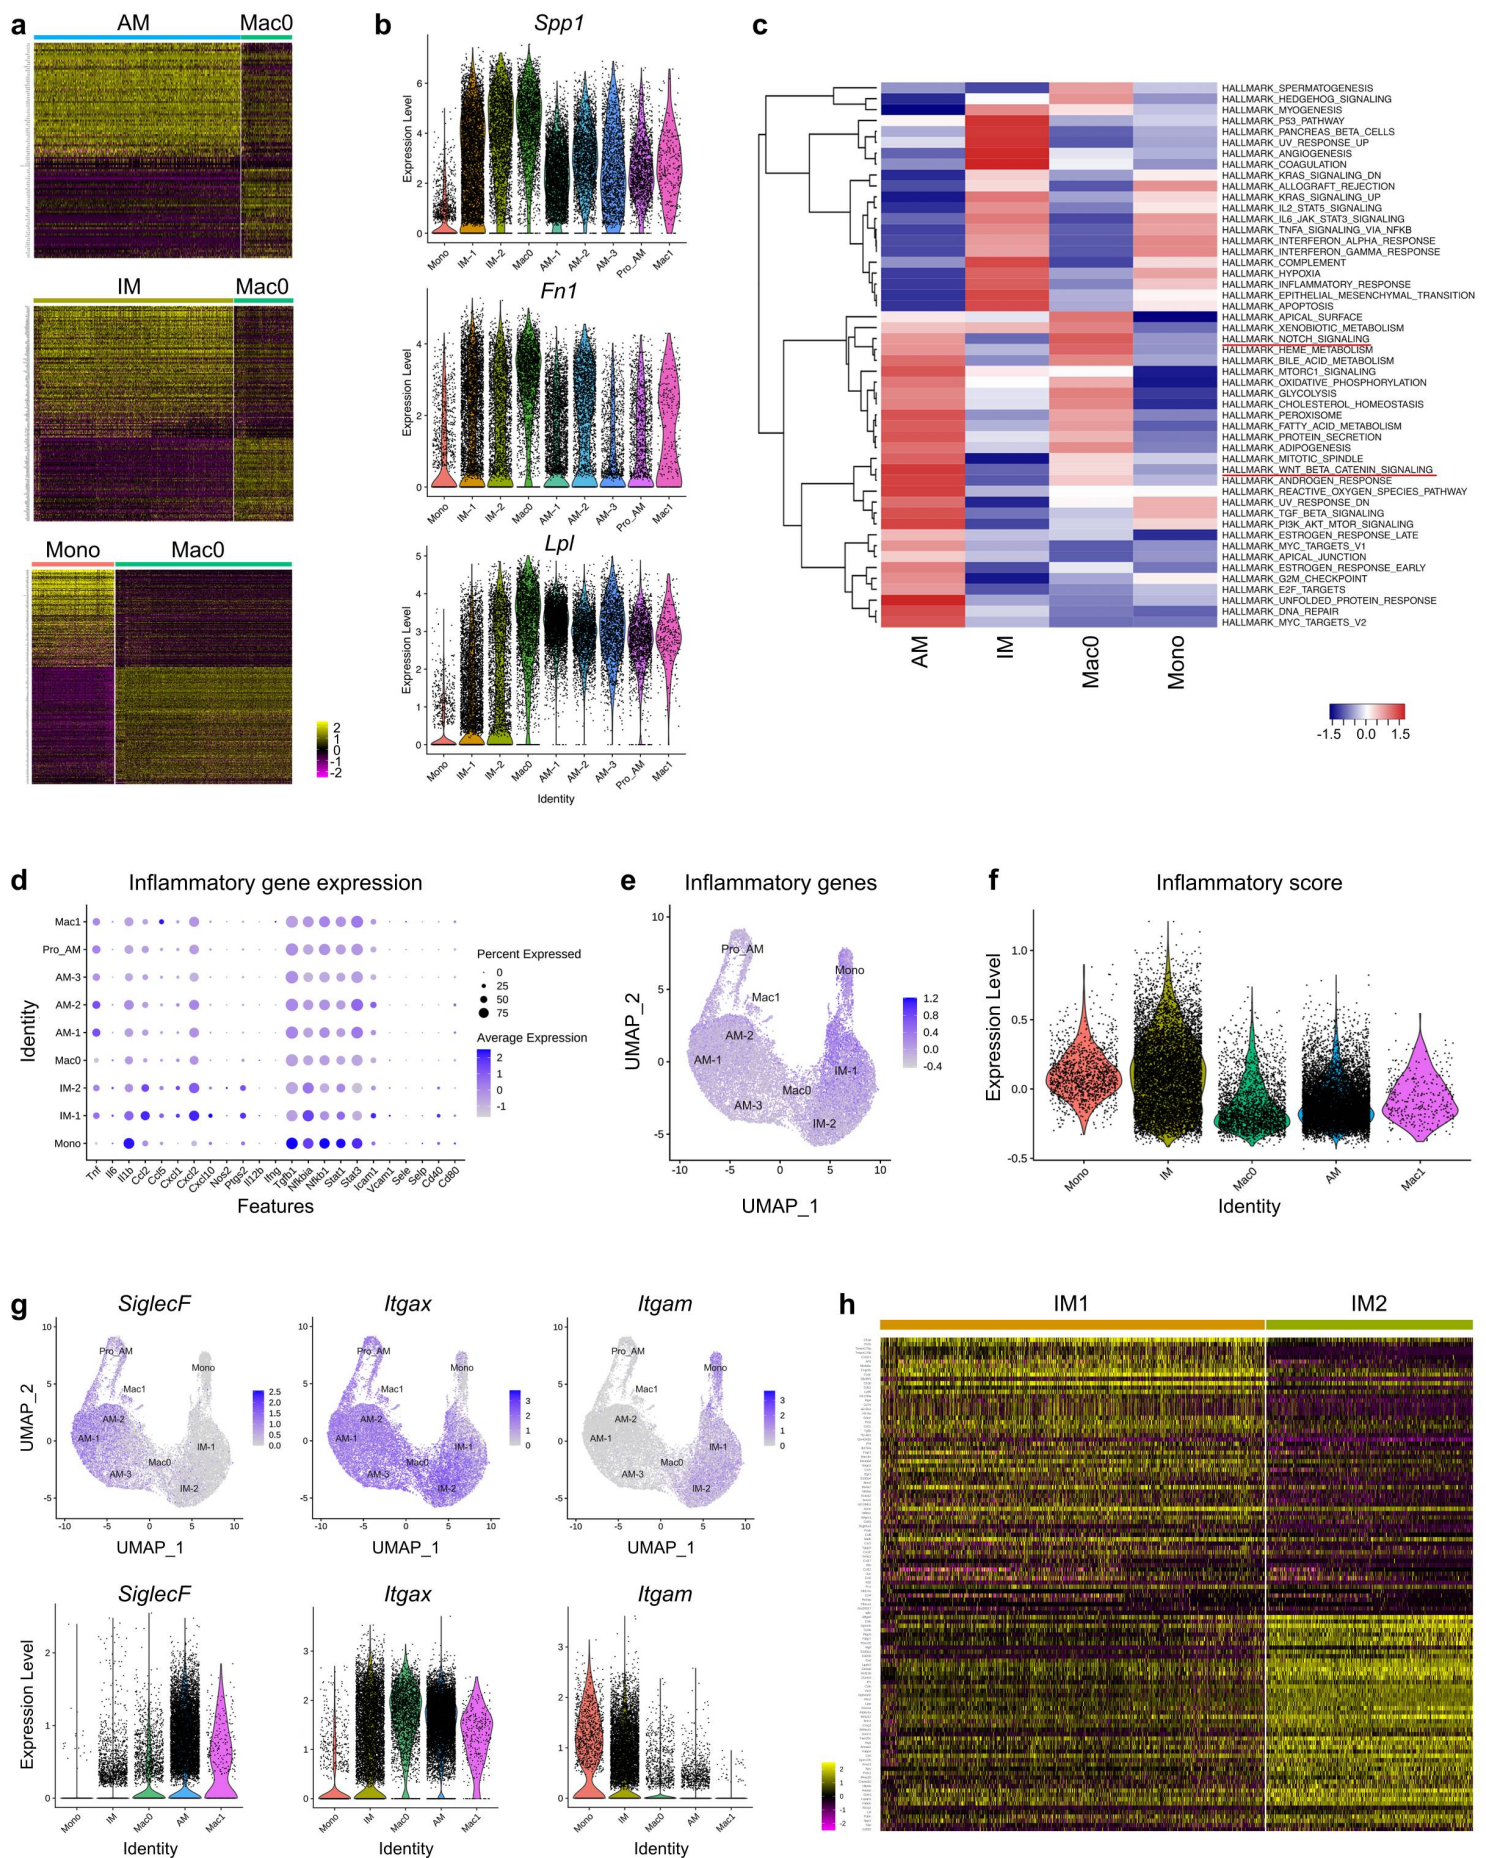

**Supplementary Fig. S8. Single-cell RNA-seq analysis of myeloid cell populations.** **a** Heatmap showing the DEGs of Mac0 versus other clusters. **b** Violin plots illustrating the highly expressed genes in the cluster of Mac0. **c** Heatmap displaying the representative differentially enriched signaling pathways between AM, IM, Mac0, and monocyte. **d** Dot plot displaying the expression levels of key inflammatory genes in the Mac0 cluster. **e**, **f** FeaturePlot and Violin plots showing an overall inflammatory score along the differentiation trajectory. **g** FeaturePlot and Violin plots showing the expression of *SiglecF*, *Itgax*, and *Itgam*. **h** Heatmap showing the DEGs between the IM1 and IM2 clusters.

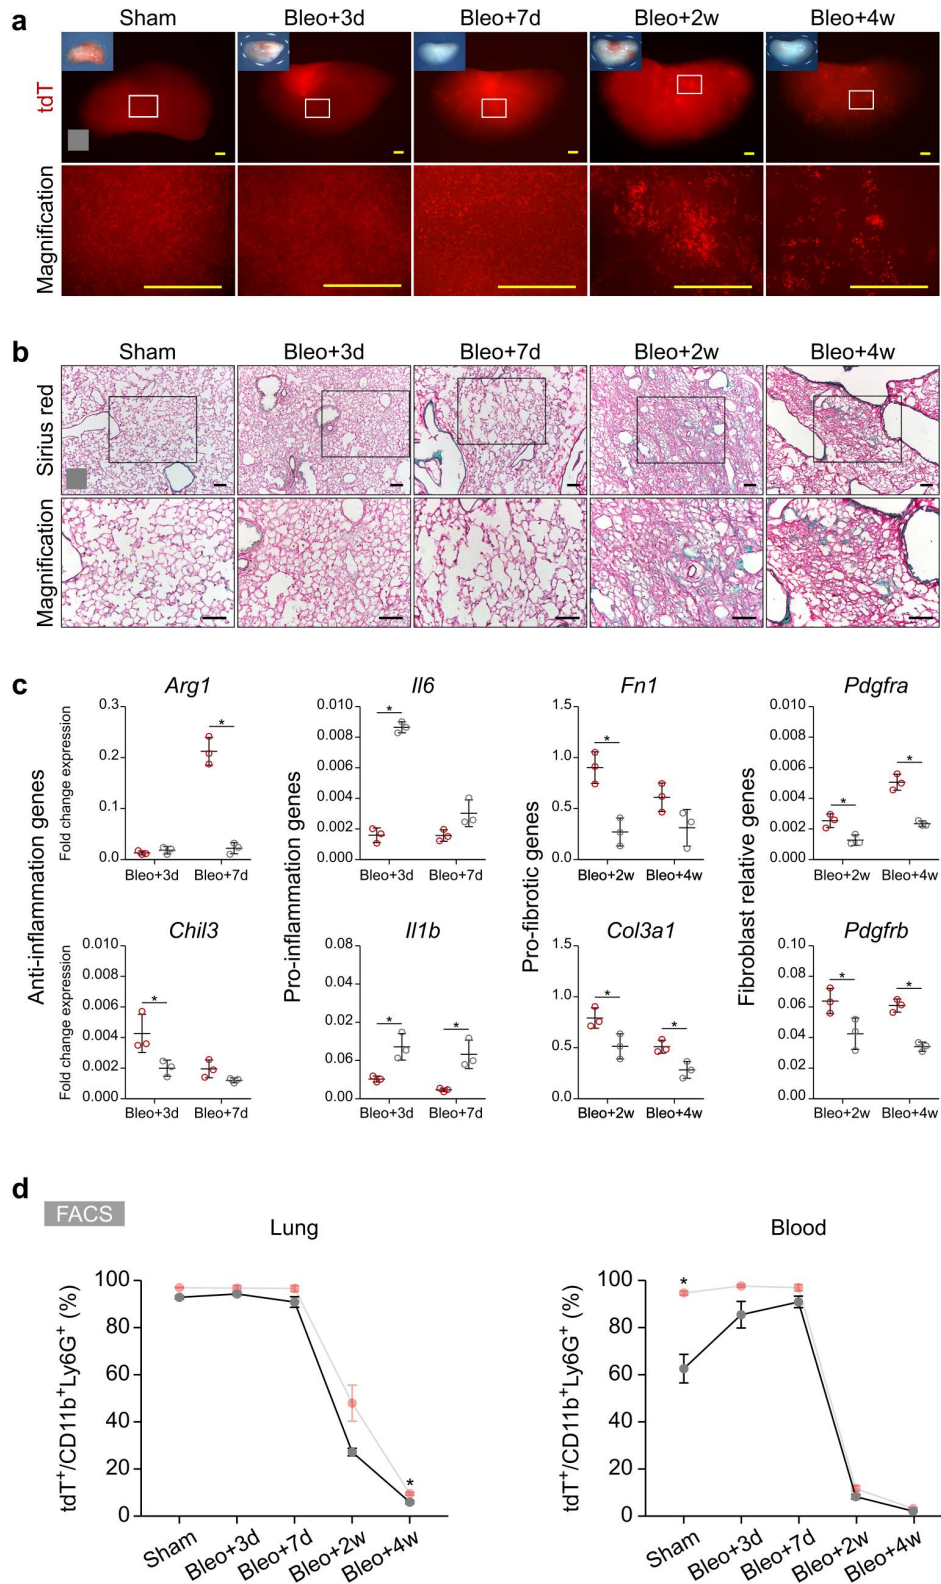

**Supplementary Fig. S9. Histological and cytological analyses after ablation monocytes.** **a** Whole-mount bright field and epifluorescence images of *Ms4a3-CreER;R26-tdT/iDTR* lungs after bleomycin treatment. Boxed region is magnified. **b** Sirius red staining of the *Ms4a3-CreER;R26-tdT/iDTR* lung tissue sections treated with bleomycin. Boxed region is magnified. **c** Gene mRNA expression in bleomycin-treated lungs at different stages. Data are the mean  $\pm$  SEM;  $n=3$  mice per group. **d** Flow cytometric and quantification analysis of the percentage of  $tdT^+$  cells in  $CD45^+CD11b^+Ly6G^+$  neutrophils from lung tissue and blood samples. Data are the mean  $\pm$  SEM;  $n=5$  mice per group. Scale bars, yellow, 1mm; black, 100  $\mu$ m. Each image is representative of 5 individual samples.

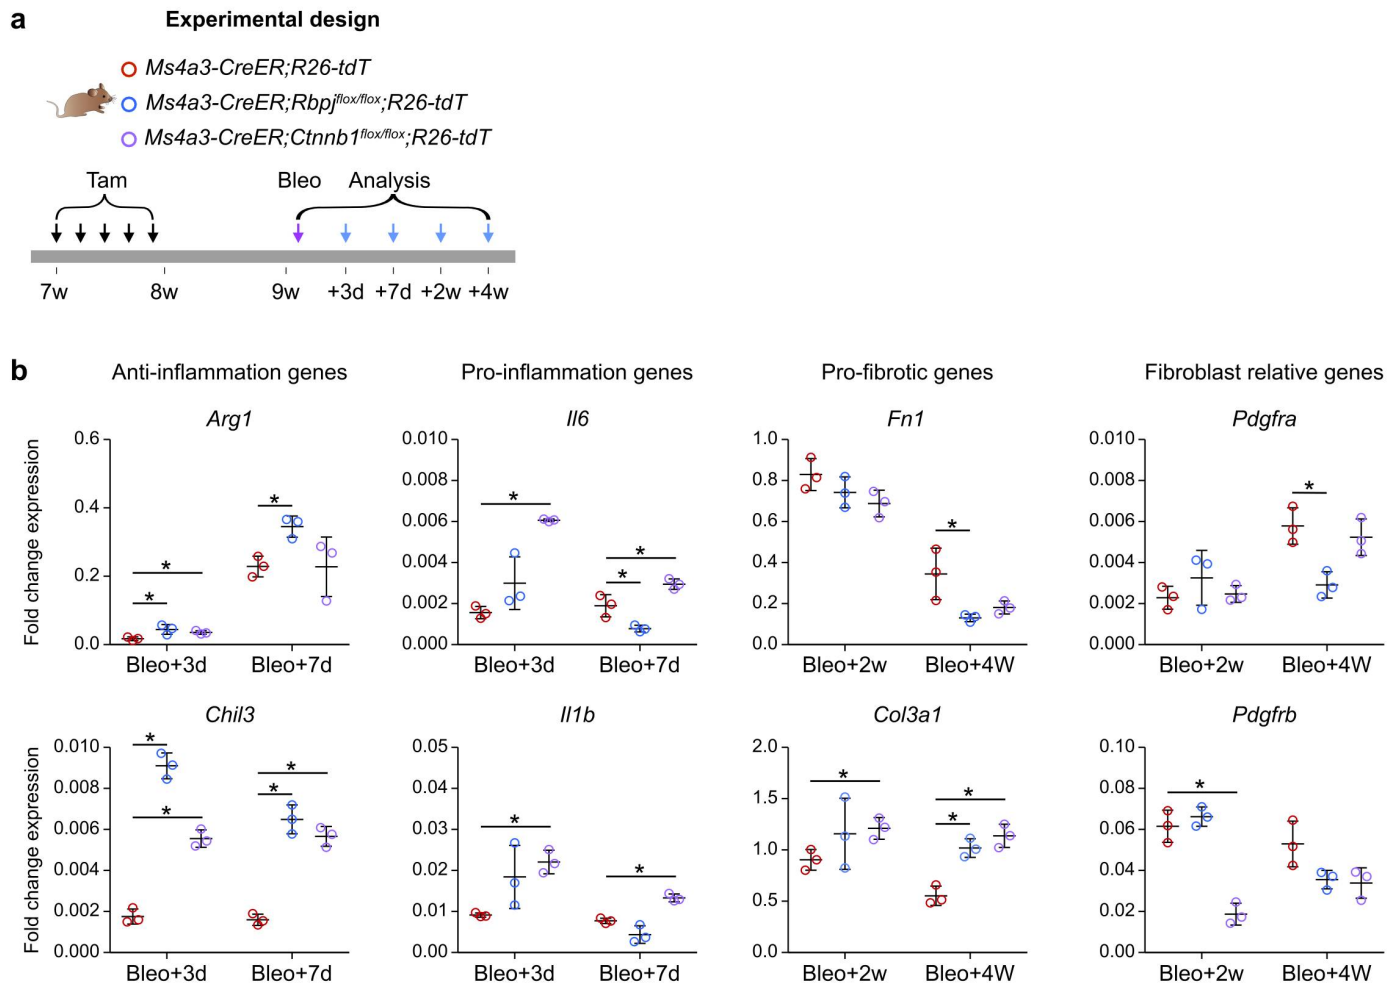

**Supplementary Fig. S10. Quantitative real-time PCR analysis.** **a** Schematic showing experimental design. Tam, tamoxifen; Bleo, bleomycin. **b** qRT-PCR analysis detected the mRNA expression levels of inflammatory and fibrotic genes in different mice groups after bleomycin-induced injury. Data are the mean  $\pm$  SEM; n=3 mice per group.

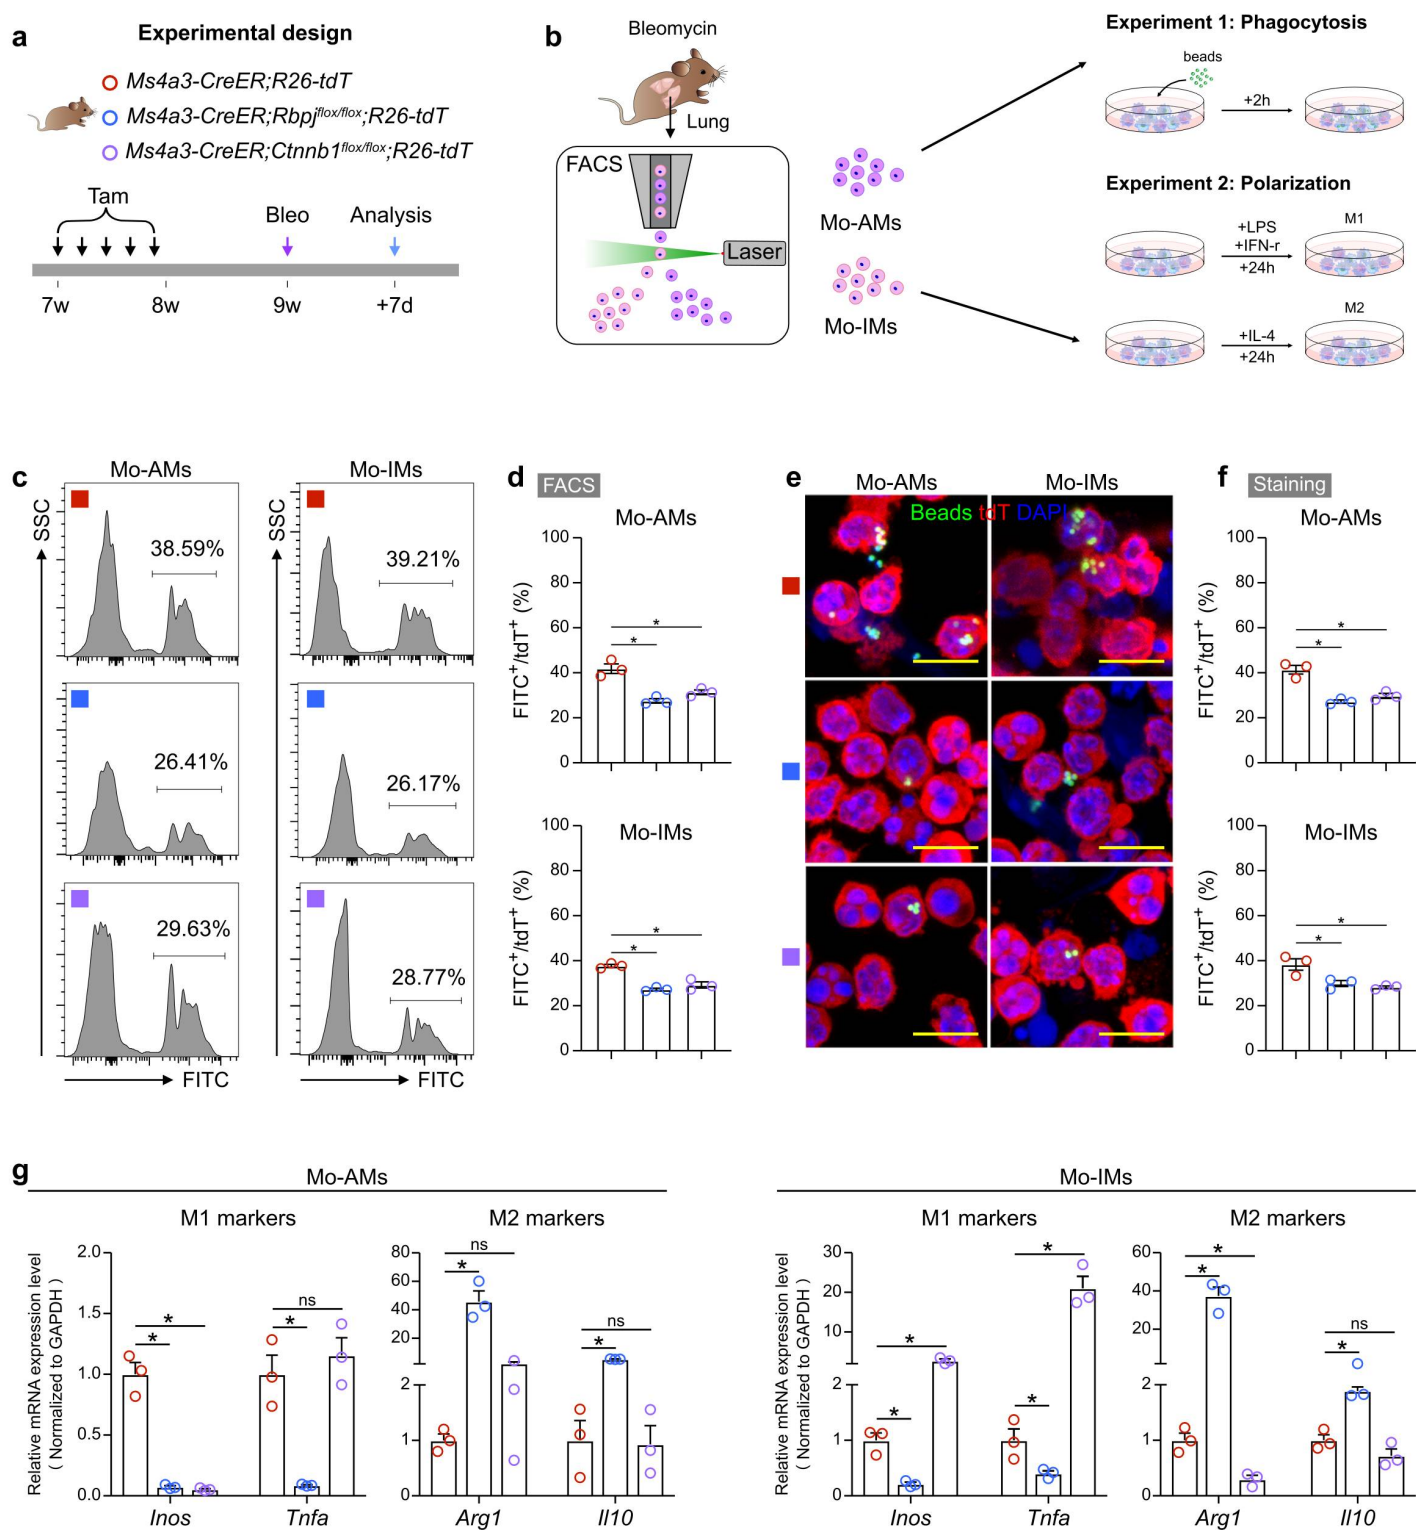

**Supplementary Fig. S11. Conditional knockout *Rbpj* or *Ctnnb1* in monocytes impairs the function of Mo-AMs and Mo-IMs.** **a** Schematic showing experimental design. Tam, tamoxifen; Bleo, bleomycin. **b** Schematic illustration of the experiment workflow. **c, d** Flow cytometric and quantification analysis of tdT<sup>+</sup> Mo-AMs and Mo-IMs express FITC. Data are the mean  $\pm$  SEM; n=3 mice per group. **e** Immunostaining of tdT<sup>+</sup> Mo-AMs and Mo-IMs treated with FBS-coated FITC beads. **f** Quantification analysis of the percentage of FITC<sup>+</sup> cells among tdT<sup>+</sup> Mo-AMs and Mo-IMs. Data are the mean  $\pm$  SEM; n = 3 mice per group. **g** mRNA expression levels of M1/M2 polarization genes in tdT<sup>+</sup> Mo-AMs and Mo-IMs. Data are the mean  $\pm$  SEM; n = 3 mice per group. ns, non-significant. Scale bars, 1 mm. Each image is representative of 3 individual samples.

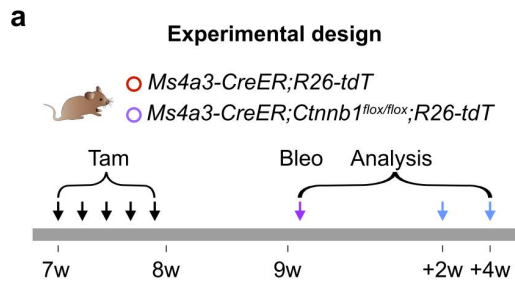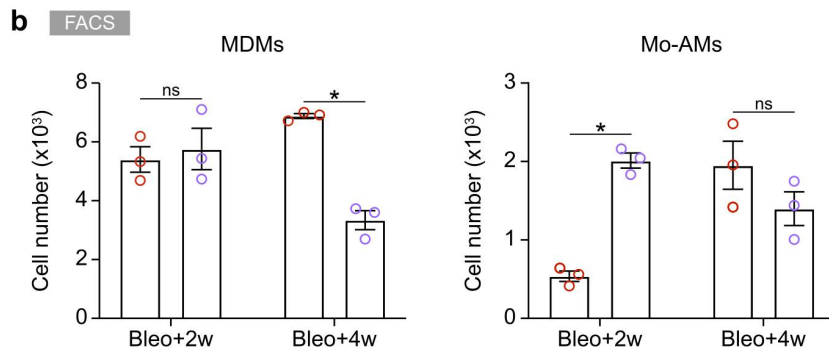

**Supplementary Fig. S12. Absolute cell numbers of MDMs and Mo-AMs in *Ctnnb1* knockout mice after Bleomycin.** **a** Schematic showing experimental design. Tam, tamoxifen; Bleo, bleomycin. **b** Quantification of absolute cell numbers of MDMs and Mo-AMs by FACS. Data are the mean ± SEM; n = 3 mice per group. ns, non-significant.

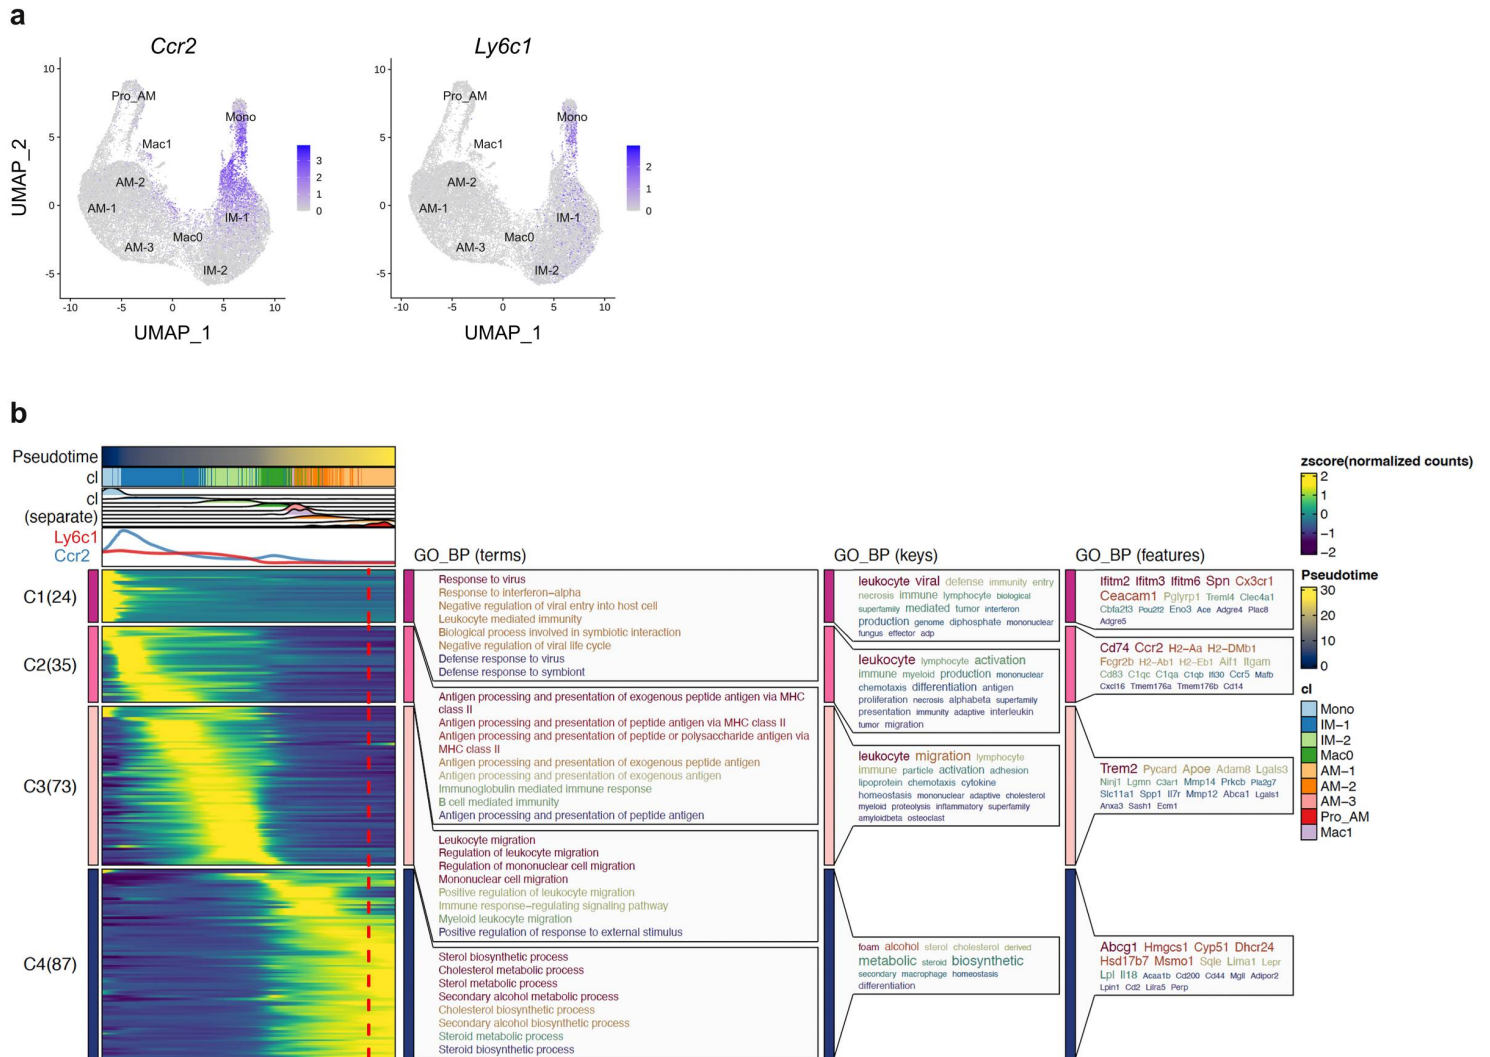

**Supplementary Fig. S13. CCR2<sup>+</sup>Ly6C<sup>high</sup> inflammatory monocytes serve as the primary source of IMs. a** FeaturePlot showing the expression level of *Ccr2* and *Ly6c1* along the differentiation trajectory. **b** Pseudotime trajectory analysis of macrophage-related cell populations.

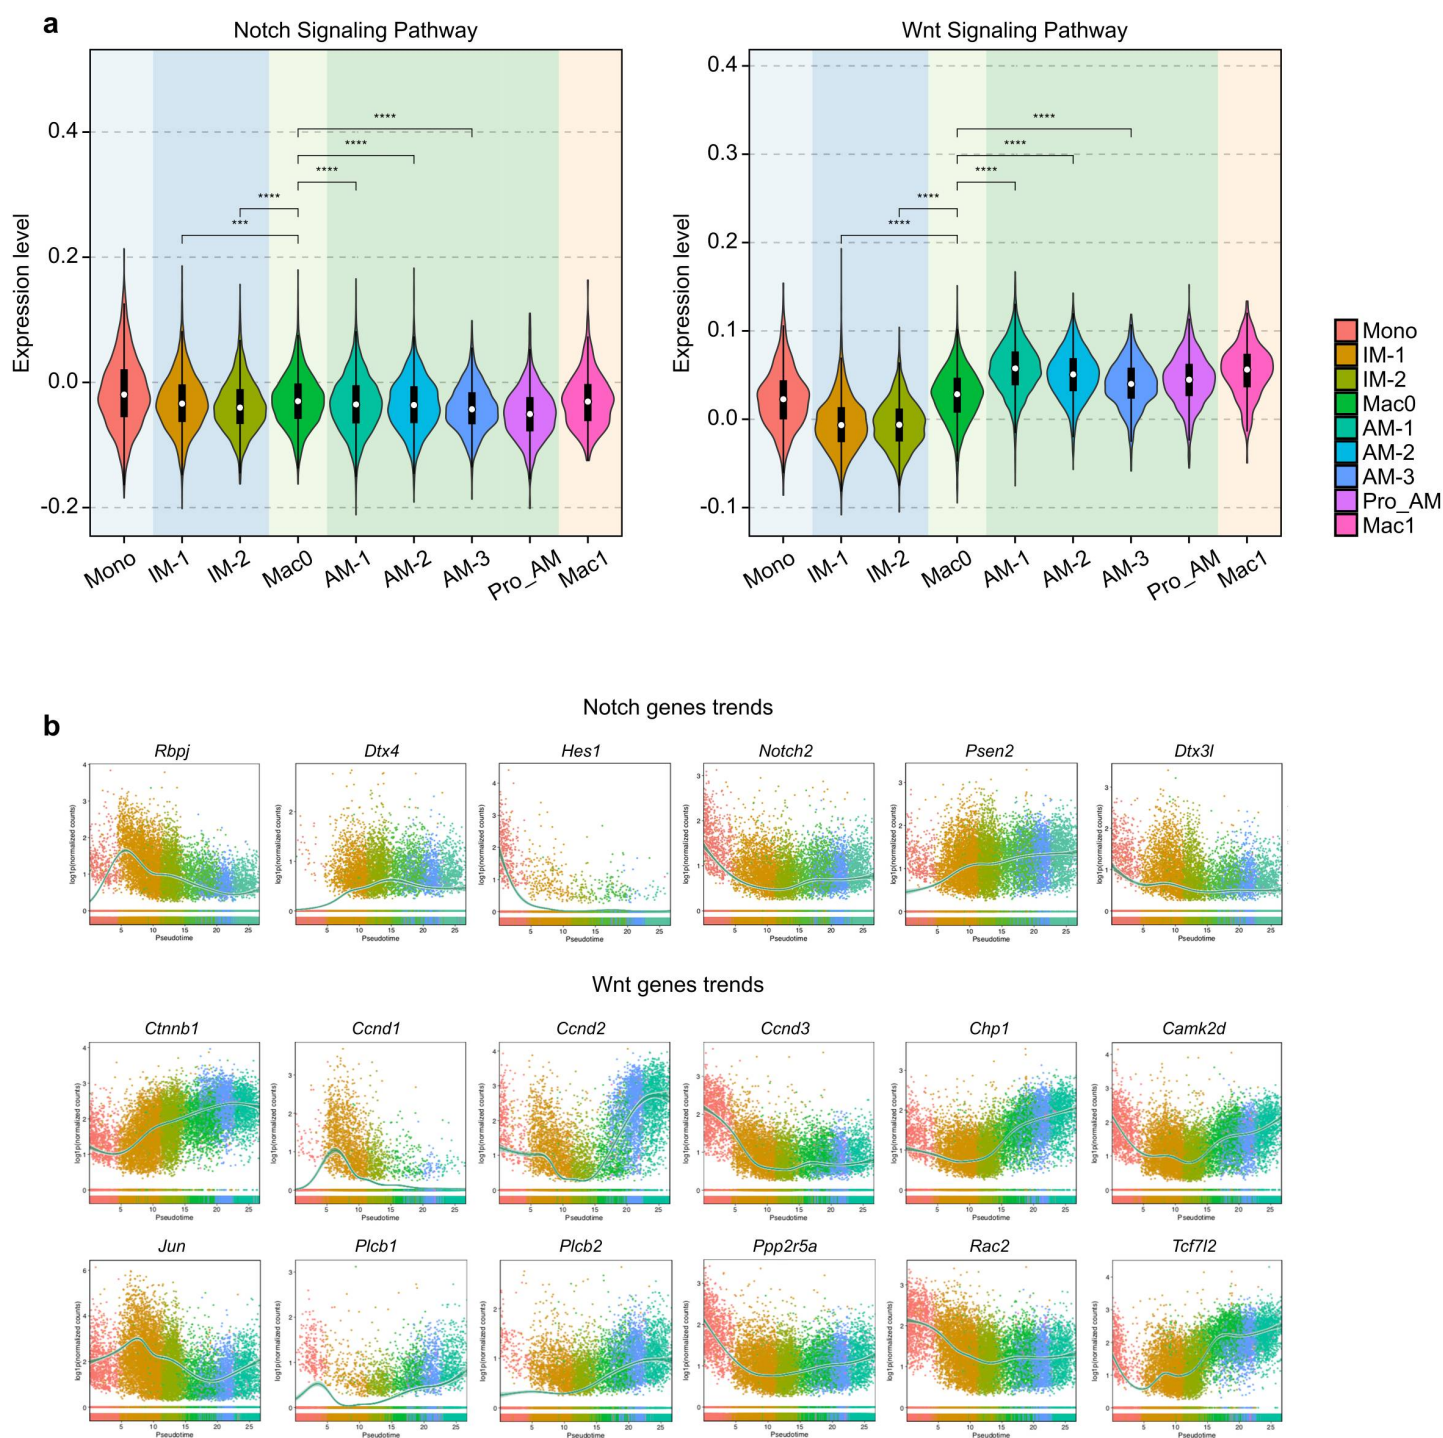

**Supplementary Fig. S14. Crosstalk between Notch and Wnt signaling pathways in regulating monocyte to AM differentiation.** **a** Activity scores of the Notch and Wnt signaling pathways along the monocyte differentiation trajectory. **b** Expression trend of key genes in Notch and Wnt signaling pathway.

a Graphical Abstract

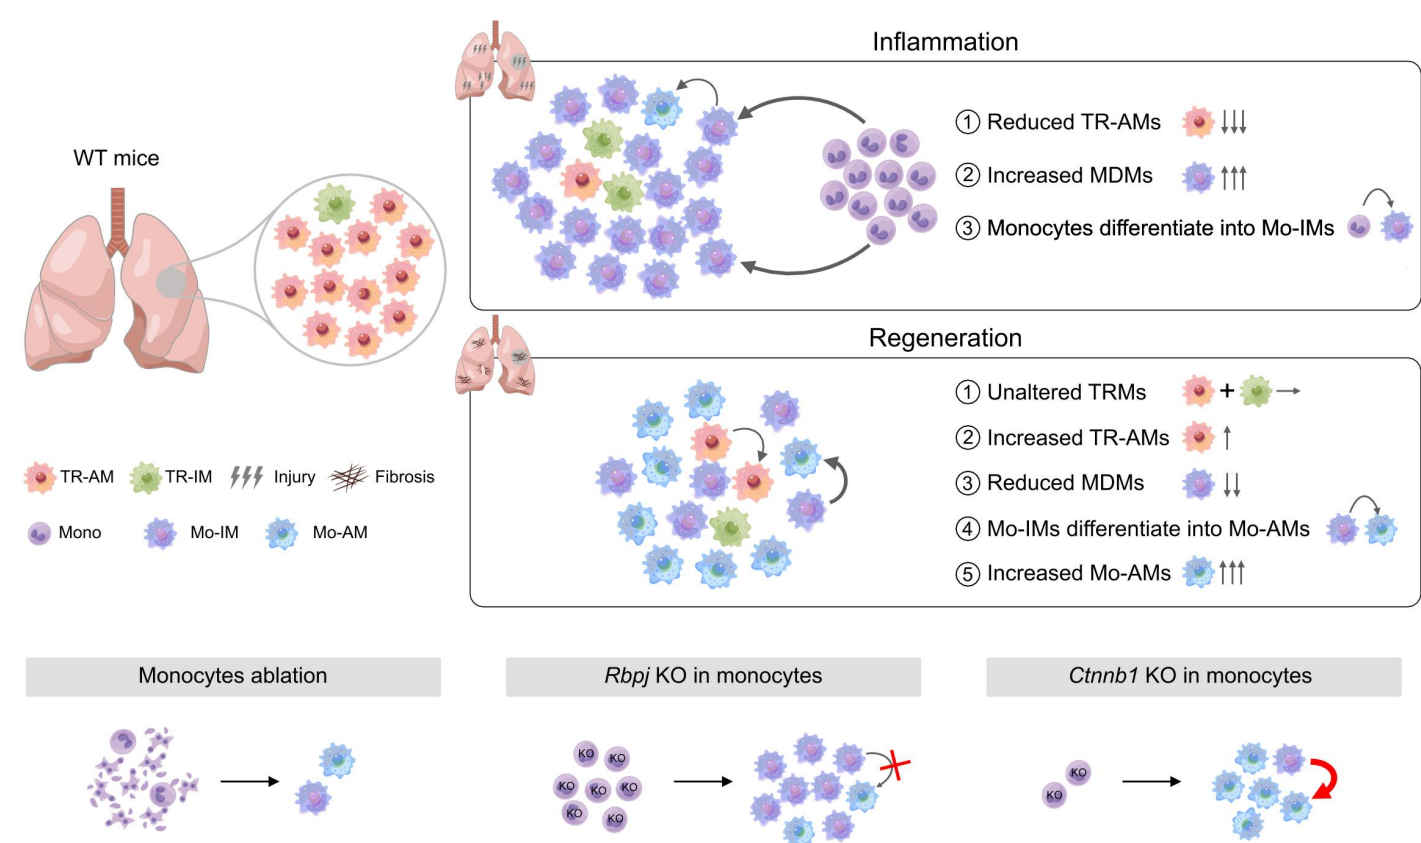

**Supplementary Fig. S15. Graphical abstract of the study.** a Graphical abstract depicting the dynamic alterations of TRMs and MDMs throughout the processes of lung injury and repair.

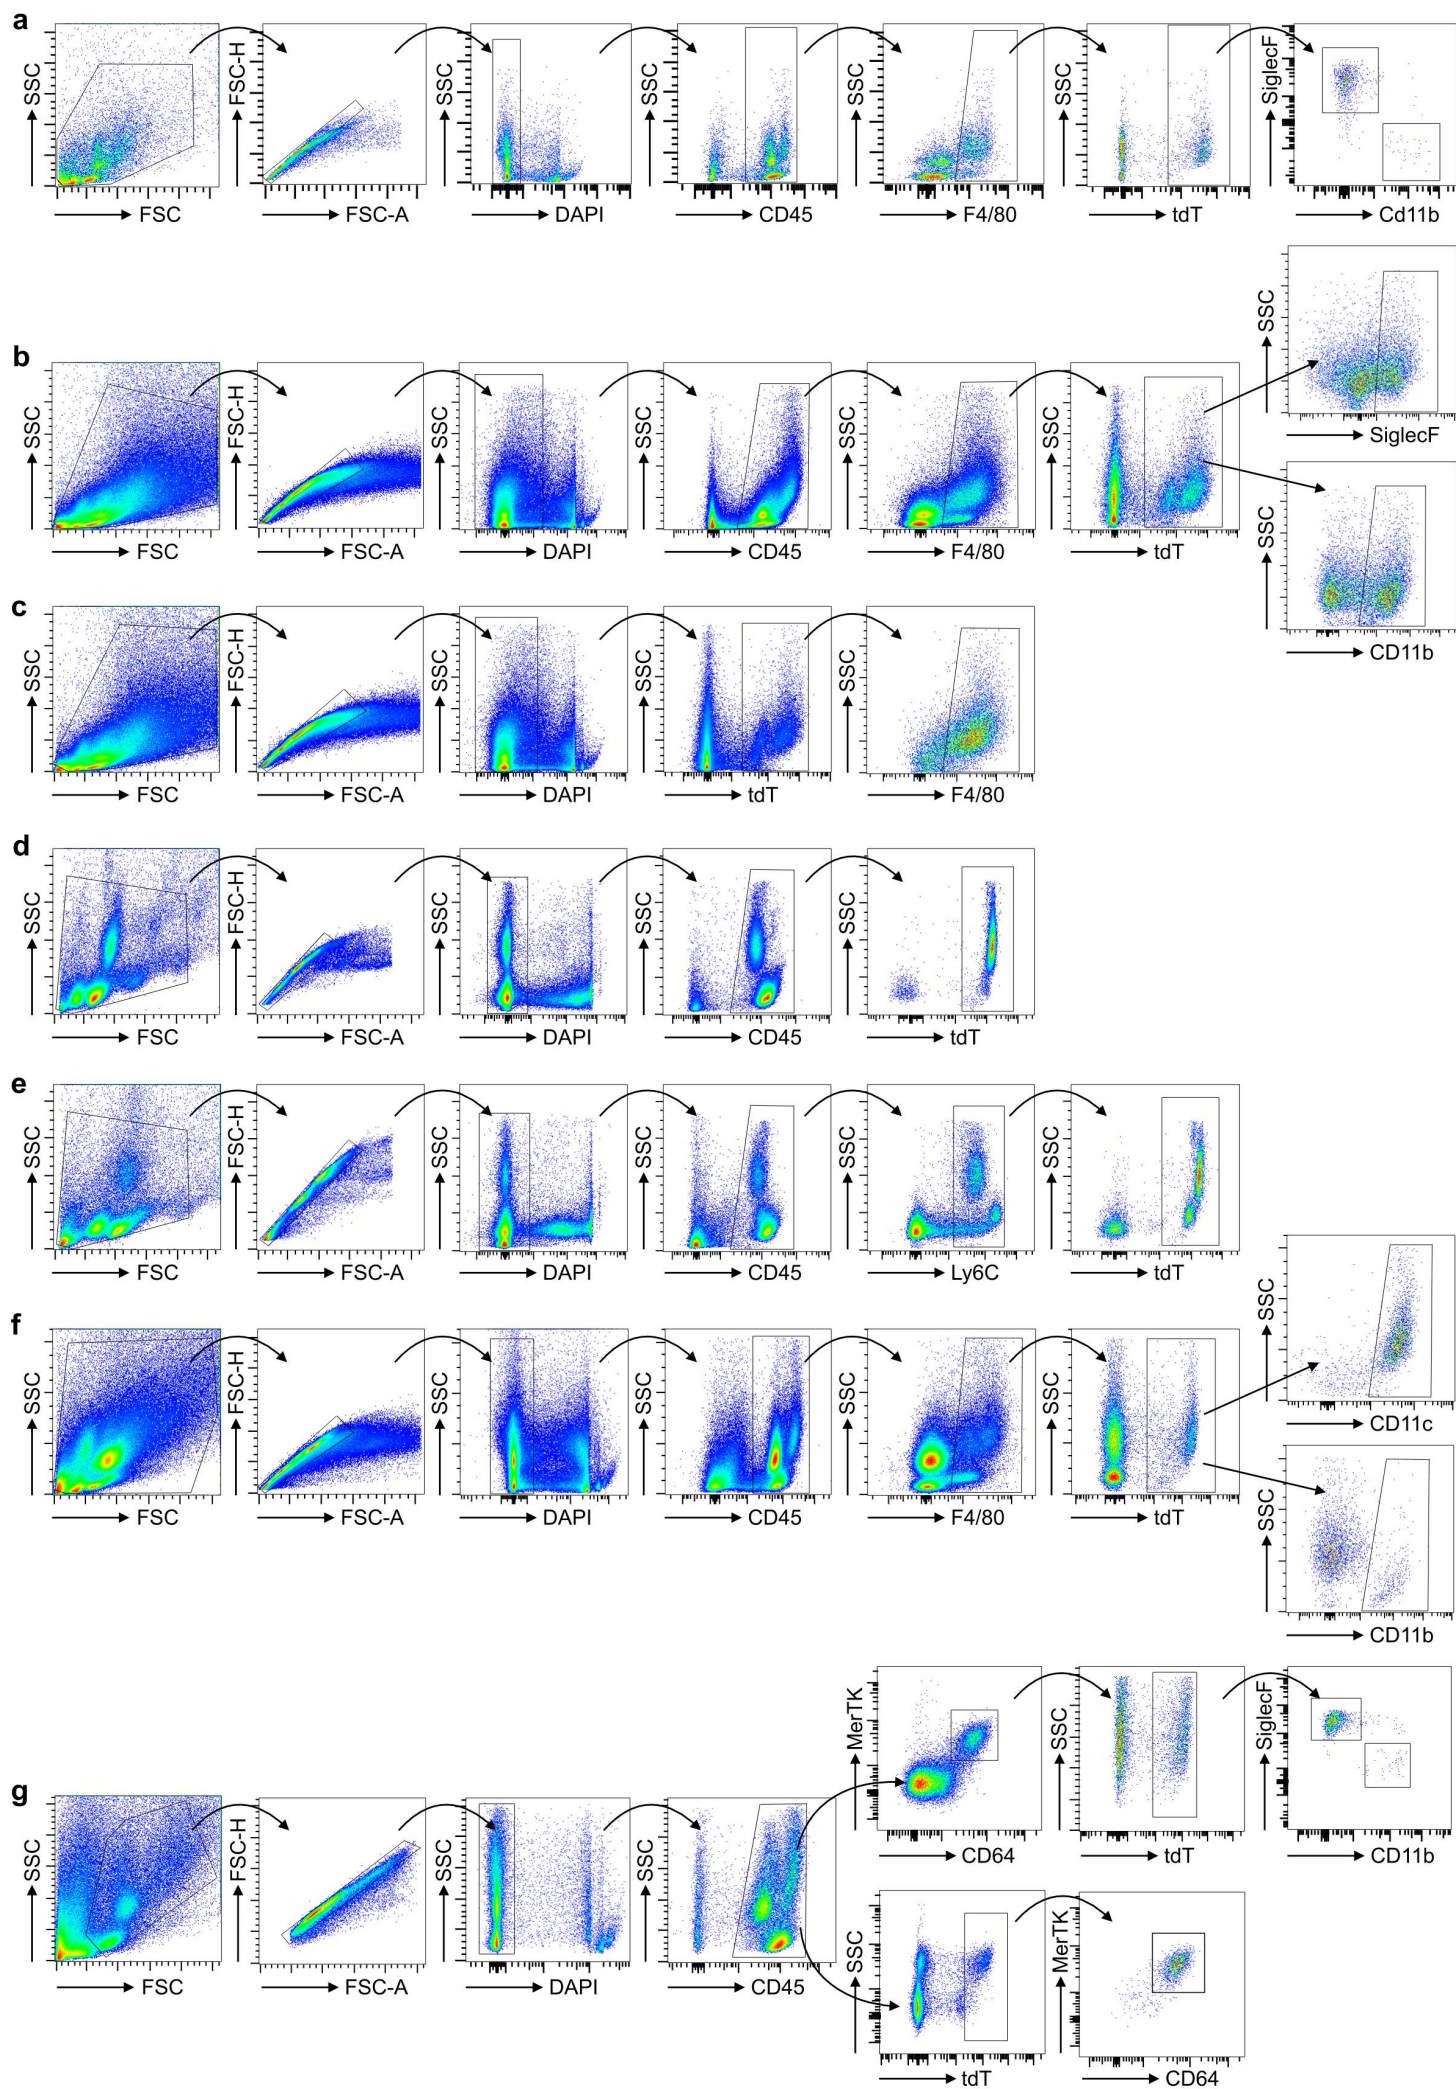

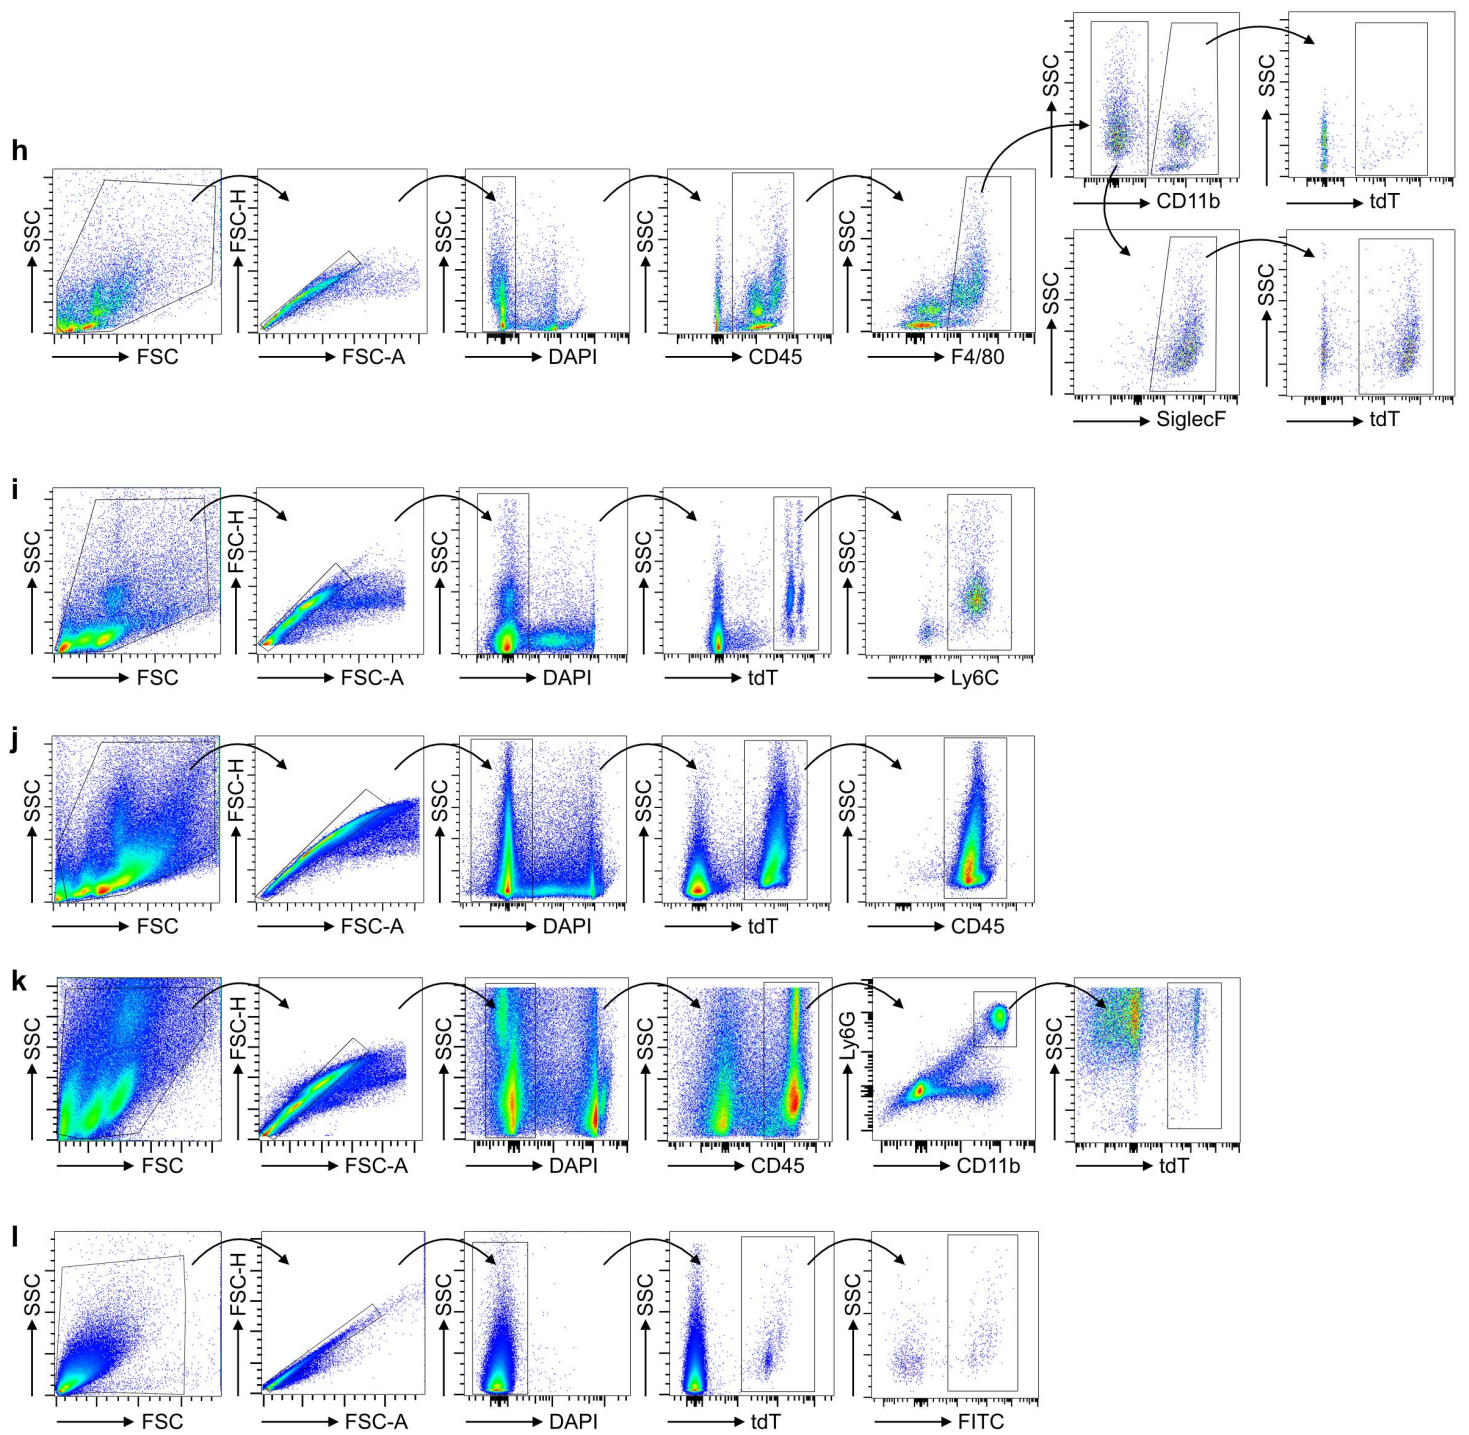

**Supplementary Fig. S16. Gating strategies for FACS data.** **a** Gating strategy to analyze the percentages of tdT<sup>+</sup>, tdT<sup>+</sup>SiglecF<sup>+</sup>CD11b<sup>-</sup>, and tdT<sup>+</sup>SiglecF<sup>-</sup>CD11b<sup>+</sup> cells in lung macrophages. For Fig. 1d, and Supplementary Fig. S11b for isolating Mo-AMs and Mo-IMs. **b** Gating strategy to analyze the percentages of tdT<sup>+</sup>, tdT<sup>+</sup>SiglecF<sup>+</sup>, and tdT<sup>+</sup>CD11b<sup>+</sup> cells in lung macrophages. For Fig. 2g, h, Fig. 3f, g, Fig. 5g, Fig. 6h, Fig. 7h, Supplementary Fig. S1e (Efficiency), Supplementary Fig. S3d (Lung), Supplementary Fig. S6h (Efficiency), Supplementary Fig. S6i, and Supplementary Fig. S13b. **c** Gating strategy to analyze the percentage of tdT<sup>+</sup> cells expressing F4/80. For Fig. 1e, and Supplementary Fig. S1e (Specificity). **d** Gating strategy to analyze the percentage of tdT<sup>+</sup> cells in blood CD45<sup>+</sup> cells. For Fig. 1f. **e** Gating strategy to analyze the percentage of tdT<sup>+</sup> cells in blood monocytes. For Fig. 5c, Fig. 6d, Fig. 7d, Supplementary Fig. S3d (Blood), Supplementary Fig. S6f (Efficiency), and Supplementary Fig. S6g (Efficiency). **f** Gating strategy to analyze the percentage of tdT<sup>+</sup>, tdT<sup>+</sup>CD11c<sup>+</sup>, and tdT<sup>+</sup>CD11b<sup>+</sup> cells in lung macrophages. For Supplementary Fig. S11. **g** Gating strategy to analyze the percentage of tdT<sup>+</sup>CD64<sup>+</sup>MerTK<sup>+</sup>, tdT<sup>+</sup>SiglecF<sup>+</sup> and tdT<sup>+</sup>CD11b<sup>+</sup> cells in lung macrophages. For Supplementary Fig. S2b, c. **h** Gating strategy to analyze the percentage of tdT<sup>+</sup> cells within CD45<sup>+</sup>F4/80<sup>+</sup>CD11b<sup>+</sup> and CD45<sup>+</sup>F4/80<sup>+</sup>CD11b<sup>-</sup>SiglecF<sup>+</sup> lung macrophages. For Supplementary Fig. S2d. **i** Gating strategy to analyze the percentage of tdT<sup>+</sup> cells expressing Ly6C. For Supplementary Fig. S6f (Specificity). **j** Gating strategy to analyze the percentage of tdT<sup>+</sup> cells expressing CD45. For Supplementary Fig. S6h (Specificity). **k** Gating strategy to analyze the percentage of tdT<sup>+</sup> cells within CD45<sup>+</sup>CD11b<sup>+</sup>Ly6G<sup>+</sup> neutrophils. For Supplementary Fig. S10d. **l** Gating strategy to analyze the percentage of FITC<sup>+</sup> cells in tdT<sup>+</sup> Mo-AMs and Mo-IMs. For Supplementary Fig. S12c, d.

## Supplementary Table 1

Primers used for quantitative PCR.

| Gene          | Forward                  | Reverse                  |
|---------------|--------------------------|--------------------------|
| <i>Gapdh</i>  | CCTTCCGTGTTCTACCCC       | GCCCAAGATGCCCTTCAGT      |
| <i>Arg1</i>   | CATTGGCTTGCGAGACGTAGAC   | GCTGAAGGTCTCTTCCATCACC   |
| <i>Chil3</i>  | CCAGCAGAAGCTCTCCAGAAG    | CTCCCTTCTATTGGCCTGTCC    |
| <i>Il6</i>    | CTGCAAGAGACTTCCATCCAG    | AGTGGTATAGACAGGTCTGTTGG  |
| <i>Il1b</i>   | GAAATGCCACCTTTTGACAGTG   | TGGATGCTCTCATCAGGACAG    |
| <i>Fn1</i>    | ATGTGGACCCCTCCTGATAGT    | GCCCAGTGATTCAGCAAAGG     |
| <i>Col3a1</i> | CTGTAAACATGGAAACTGGGGAAA | CCATAGCTGAACTGAAAACCACC  |
| <i>Pdgfra</i> | AGGTATGTATCCACACATGCGT   | AGTTCCTGTTGGTTTCATCTCG   |
| <i>Pdgfrb</i> | AGCGTGTGGACAGACATGAT     | GGTAATCCCGTCAGCATCTT     |
| <i>Rbpj</i>   | GAATTTCCACGCCAGTTCAC     | ATACAGGGTCGTCTGCATCC     |
| <i>Ctnnb1</i> | CCCAGTCCTTCACGCAAGAG     | CATCTAGCGTCTCAGGGAACA    |
| <i>Inos</i>   | GCCCCTGGAAGTTTCTCTTC     | GTCGATGTCACATGCAGCTT     |
| <i>Tnfa</i>   | CTGAACTTCGGGGTGATCGG     | GGCTTGTCACCTCGAATTTTGAGA |
| <i>Il10</i>   | GCTCTTACTGACTGGCATGAG    | CGCAGCTCTAGGAGCATGTG     |

How the deposited data were processed for this re-analysis (not part of the article)

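The lungs of *Ms4a3-CreER;R26-tdT* mice were profiled by droplet scRNA-seq in 5 libraries, 1 from PBS-treated (sham) lungs and 1 each from day 3, day 7, day 14 and day 28 after bleomycin. The authors aligned the reads and counted UMIs with CellRanger, and the values they deposited are raw UMI counts per gene and barcode, with no normalization and before their filters on genes, UMIs, mitochondrial share and doublets. The feature list includes 1 added feature, RFP, which is taken as the tdT reporter. Total UMIs per library ranged from 89769386 to 167506186. The day 7 library holds exactly 10000 barcodes, and its lowest UMI count, 4624, lies far above the lowest of the other libraries.

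Barcodes with 300 to 8000 genes, 800 to 60000 UMIs and under 15% mitochondrial UMIs were kept. The paper's doublet package was replaced by Scrublet as implemented in scanpy 1.11.5, and the barcodes with the highest scores were removed at 0.8% for each 1000 barcodes of a library. Counts were scaled to 10000 UMIs per cell and log-transformed, and clustered on 3000 variable genes and 30 principal components with 20 neighbours and the Leiden method at resolution 1 (leidenalg 0.10.2, python-igraph 0.11.9), with no alignment between libraries. Macrophages and monocytes were then clustered again with the same settings. The 124 listed genes, which are those the paper names for these data together with further members of the same pathways, were left out of the variable genes and of the naming markers. Clusters of all cells were named from mean standardized scores of marker lists, with a lowest score of 0.4 and at least 3 markers detected in 10% of cells. A cluster whose leading 10 genes held more markers of another class took the next class within 0.1 of the highest score or stayed unnamed, as did clusters with few UMIs and no marker among these genes. Clusters of macrophages and monocytes were named from AM, IM-1, IM-2, monocyte, T cell and cycling markers, with Mac0 as an intermediate balance of AM and IM-2 scores. These naming rules were changed more than once after the clusters had been looked at, first because Mac0 at day 28 was unstable and then because the large IM cluster of day 3 stayed unnamed, so that the classes are not independent of the data. AMs in shares include Pro_AM, whereas AMs in tests between classes and in reporter shares do not.

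Shares of cells are given with exact 95% binomial intervals and levels with exact Poisson intervals. These cover counting error only, because there is 1 library per time point, and no test was made between time points. Classes were compared within libraries on UMIs summed per class and library, where at least 20 cells of each class were present, with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, library as a block) in R 4.3.3, and p-values were adjusted by the Benjamini–Hochberg method over all genes tested and over the list alone. Mac0 and the comparison of IM-1 with IM-2 have 2 libraries, with 1 residual degree of freedom, and adjusted p-values against the few monocytes are extreme for so small a design. Genes are named by a fixed rule, as those the paper's sentence names and the 3 largest in each direction. For AMs of day 3 against sham, the rule was the 5 largest increases and the 5 largest decreases. Gene positions were taken from the GENCODE annotation of GRCm38, in which all 124 listed genes were placed. The gene lists were the Notch list (28 genes), Wnt list (33), inflammatory list (23), chemotactic list (11), migratory list (6) and alveolar identity list (5), each scored as a mean difference in log2(CPM + 10) and placed among 10000 random lists drawn from the 200 genes nearest in expression to each member. The tests and the list scores were also tested on simulated data. For the reporter, cells were reduced at random to 2000 UMIs, and the stricter limit of 3 UMIs was chosen after limits of 1, 2, 3 and 5 had been looked at. The other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, DESeq2 1.42.0, limma 3.58.1 and matplotlib 3.10.9.

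The alternatives were doublets kept, a mitochondrial limit of 10%, resolutions of 0.5 and 2, 2000 variable genes with 20 components, listed genes kept among the variable genes, cells named one by one, shares of immune cells only, DESeq2 in place of edgeR, no filter on low counts, no library block, 1 library left out, log2(CPM + 1), and no reduction of cells to a common depth. Alternatives chosen after the data were seen were the stricter reporter limit, the lowest UMI count of day 7 as a floor in every library, and leading genes taken against all other cells. Leaving out 1 library was possible only for AMs against IMs. RNA velocity, pseudotime, the paper's pathway enrichment tools and its Wilcoxon tests per cell were not repeated.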

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

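None of the tests in this part was chosen after its result was seen.

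A cluster of 242 cells in the sham library (252 over all libraries), 2.88% of its cells, carried transcripts of embryonic red cells and other embryonic tissue, which the paper does not report. *Hbb-y* was at 6735 CPM and *Hba-x* at 5416, against 0 and 0.194 in lymphoid cells, and *Ptprc* was at 33.6 against 874 CPM. The median depth was 947.5 UMIs, against 4559 in lymphoid cells. If these barcodes came from another library, the lung transcripts that free RNA brings to each droplet would be nearly missing. Together, *Scgb1a1*, *Sftpc*, *Chil3* and *Ear2* were at 1296 CPM in the cluster and 1820 in lymphoid cells, a ratio of 0.712, which argues against that source, although per cell the cluster had 1.60 such UMIs and lymphoid cells 8.99. The reporter, at 10.1 against 96.2 CPM, and *Ddx3y*, at 26.9 against 109, were lower in the cluster by more than the counting error. Both go with cells that did not come from the labelled lung, although lymphoid cells also transcribe *Ddx3y* themselves and part of their reporter UMIs could be their own, so that foreign cells in the same suspension stay open. No biological explanation was tested, since the design gives no condition for such cells. Another unnamed cluster, of 73 cells with 58 from day 14 and 12 from the sham library, also had *Hbb-y* and *Hba-x* among its leading genes. They came after *Hba-a1*, *Hba-a2*, *Hbb-bt* and *Hbb-bs*, and the source of these cells was not tested.

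Another 841 cells, 2.05% of all cells, were epithelial-like. The paper's methods state that the isolated cells include some structural cells, and its text gives no result for epithelial cells in these data. If they were immune cells with free RNA or a second cell from the epithelium, *Ptprc* would be near its level in lymphoid cells. It was at 68.4 CPM against 992, a ratio of 0.0689, which argues against immune cells as their source. Epithelial cells that came through the isolation stay open, and no biological explanation was tested.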

How the results depend on the processing

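The alternatives with a floor on UMIs, with leading genes against all other cells and with 3 reporter UMIs were chosen after the data were seen, and the others before the data were examined. Shares are differences in percentage points, and the cause was not tested for any change given here. The number of cells with a mitochondrial limit of 10% (39221) or with doublets kept (44769), the counts for Mac0 against monocytes (39 to 58) and the number of scores of the Notch, Wnt and inflammatory lists outside the central 95% of random lists (25 of 54, against 23 of 54 with log2(CPM + 1) and 24 and 28 of 57 at resolutions of 0.5 and 2) stayed within 1.5 times.

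With doublets kept, the macrophage share of day 3 minus sham was -21.7, the AM share -67.3 and, for day 28 minus day 3, 19.2, the IM share of day 28 minus day 3 -23.3, the Mac0 share of day 28 minus sham 30.8 and the monocyte share of macrophages and monocytes -4.95. With a mitochondrial limit of 10%, the AM shares were -63.2 and 17.6, the IM shares 62.4 and -29.2, in the same order of day 3 minus sham and day 28 minus day 3, and the Mac0 share of day 28 minus sham 30.0. With the listed genes kept among the variable genes, the AM shares were -68.6 and 21.3 and the Mac0 share 26.4.

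At a resolution of 0.5, the AM share of day 28 minus day 3 reversed to -11.4, the IM shares were 62.8 and -29.0 and the Mac0 share of day 28 minus sham 57.8. Listed genes past the threshold were 18 for Mac0 against AMs and 21 for IM-1 against IM-2, and in Mac0 against AMs the log2 fold changes of *H2-Aa* (-0.86), *Cd74* (-0.77), *Fn1* (-0.51), *Cd44* (0.028), *Siglecf* (0.16), *Ccr2* (-2.98), *Cx3cr1* (-1.85) and *Hes1* (-0.55) reversed. At a resolution of 2, the macrophage shares were -27.3 and 25.4, the monocyte shares of all cells 12.4 and -16.1, the AM shares -61.2 and 16.1 and the IM shares 39.2 and -2.70. The Mac0 share was -0.932 for day 3 minus sham, 0.4004 for day 7 minus day 3 and 27.9 for day 28 minus sham. No listed gene passed for Mac0 against AMs (0 genes, 31 at an unadjusted p under 0.05, from 3 libraries), 18 passed for IM-1 against IM-2, and *Lpl* (-0.33) and *Ccl7* (1.09) reversed in Mac0 against AMs.

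With 2000 variable genes and 20 components, the AM shares were -68.1 and, reversed, -10.9, the IM share of day 3 minus sham 53.6, and the Mac0 share 0.486 for day 3 minus sham, 0.555 for day 7 minus day 3 and 55.9 for day 28 minus sham. With each cell named by its own marker scores, the macrophage shares were -36.5 and 34.6, the monocyte shares of all cells 12.7 and -16.4, the AM shares -72.0 and 23.4 and the IM shares 32.7 and, reversed, 0.284. The Mac0 share was 4.20, 5.08 and 20.1 in the order above, and the monocyte share of macrophages and monocytes -3.43.

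With the floor on UMIs, the macrophage shares were -34.8 and 35.6, the monocyte share of day 28 minus day 3 -9.77, the AM shares -64.9 and 16.4, the IM shares 60.4 and -27.9, the Mac0 share of day 28 minus sham 29.3 and the monocyte share of macrophages and monocytes -4.78. With leading genes against all other cells, the macrophage shares were -51.1 and 49.2, the monocyte shares of all cells 36.2 and -39.9 and the IM shares 0 and, reversed, 33.4. With no reduction of cells to a common depth, Mac0 exceeded lymphoid cells in reporter share at day 28 by 44.8 percentage points and AMs by 30.8, reversed from -4.79, and with 3 reporter UMIs by 18.0 and, reversed, 1.30.

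With no library block, 0 listed genes passed for Mac0 against AMs (20 at an unadjusted p under 0.05), 15 for Mac0 against IMs and 5 for IM-1 against IM-2. Without 1 library, the count for AMs against IMs ranged from 48 without day 7 to 67 without day 3, and for the other comparisons no library could be left out. Doublets at Scrublet's own threshold were not run, because that threshold marked 0 cells at day 7 and 1 at day 28. Across the single genes and list scores, 568 comparisons of 90 results were made; 439 kept their direction and side of the threshold or their value, 81 were weaker, 16 stronger, 20 moved and 12 reversed. The 83 and 29 monocytes of days 14 and 28, and the 0 and 7 Mac0 cells of days 3 and 7, limit what can be said of these classes at those time points.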

Differences from the paper's values

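The stricter count of cells with 3 reporter UMIs was chosen after the result was seen, and the tests with other settings in this part before. The rule by which clusters were named Mac0 was also set after the clusters had been examined, and the differences on Mac0 given here rest on it. In the paper, the share of Mac0 among macrophages and monocytes at day 7 is about 7% in Fig. 4e, read by eye, and here it was 0.184%. Clusters with another 107 and 64 cells of day 7 had the balance of scores of Mac0 but stayed unnamed, because neutrophil and B cell genes led them. Counted as Mac0, they would narrow the gap. Of the alternatives set before the data were examined, a mitochondrial limit of 10% gave 0.150%, a resolution of 0.5 0.158%, the listed genes kept among the variable genes 0.212%, doublets kept 0.220%, a resolution of 2 0.4004% and 2000 variable genes with 20 components 1.10%, none of which closed the gap, whereas naming cells one by one gave 10.2%, which did.

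At days 14 and 28 the shares of about 19% and about 25% in Fig. 4e, read by eye, are not counted as differing from 16.1% and 36.2%, but a resolution of 0.5 gave 1.61% and 57.8%, and 2000 variable genes with 20 components gave 56.001% at day 28. The paper's text states that Mac0 cells began to emerge by day 3, while its legend of Fig. 4d places their appearance at day 7, and the share of Mac0 is about 2% in the sham library and about 1% at day 3 in Fig. 4e, read by eye. Here 0 cells were named Mac0 at both, so that the difference lies in the text on day 3 and not in a rise drawn in Fig. 4e. Cells named one by one gave 5.11% at day 3 against 0.907% in the sham library, and 2000 variable genes with 20 components gave 0.541% against 0.0554%. The paper states that tdT+ cells were more concentrated in AMs at 4 weeks, whereas of the cells with 3 reporter UMIs or more 55.1% were Mac0, 36.6% IMs, 4.58% Pro_AM and 3.36% other AMs at that time point, against 4.34% and 5.47% for Pro_AM and other AMs at day 14. This split rests on the boundary between AMs and Mac0 and was not repeated under other settings. Over the settings, the AM share of day 28 lay between 5.79% and 43.2% and the Mac0 share between 21.0% and 57.8%. *Siglecf* was found in 54.5% of Mac0 cells of day 28 before reduction, so that some may count as Mo-AMs in the paper. Its flow cytometry and staining, in which Mo-AMs rose among tdT+ macrophages, are not addressed by these counts. The paper states that Notch signaling was enriched in Mac0 and active in AMs, whereas the Notch list in Mac0 lay at percentiles of 41.5 to 72.9 among random lists against AMs and IMs, and in AMs against IMs at 33.7 to 54.9. The measures are unlike, since the paper used KEGG enrichment, while the list mean gives every gene the same sign, whatever its role. The list therefore does not test that enrichment, and this holds for the Wnt list too. Single Notch genes did differ, and *Hes1* was higher in Mac0 than in AMs (log2 fold change 1.78) and in IMs (0.95), though at a resolution of 0.5 it was lower than in AMs (-0.55). Against the few monocytes, *Hes1* was lower in Mac0 (-5.83). The paper gives Notch a key role at the IM stage, whereas the Notch list in IMs lay within the central 95% of random lists against monocytes in each library. The paper states that Wnt signaling was also enriched in Mac0 and active in AMs, and the Wnt list was higher in Mac0 than in IMs. The list was lower in Mac0 than in AMs (-0.21 and -0.22), but the paper's text does not state that these levels are equal. A level between those of AMs and IMs partly follows from the rule by which Mac0 was named. The paper describes a moderate inflammatory signature of Mac0, whereas the inflammatory list was lower in Mac0 than in both AMs and IMs, although against AMs at day 28 (-0.13) it lay within the central 95% of random lists. Of 8 genes the paper names as raised in Mac0, 6 were higher against AMs and 1, *Cd44*, was lower, with a log2 fold change of 0.028 at a resolution of 0.5, and *Cyp51* did not differ. Among the 6, *H2-Aa*, *Cd74* and *Fn1* reversed at a resolution of 0.5 and *Lpl* at a resolution of 2. With no library block or at a resolution of 2, 0 listed genes passed against AMs. Against IMs, 3 of the 8 were higher and 2, *Ctsb* and *Spp1*, lower. Against the few monocytes, 6 of the 8 were higher and 0 lower, with *Cyp51* (log2 fold change 1.79) and *Cd44* (1.08) among those higher.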

Other observations

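The tests of the day 7 library, of the reporter, of the Mac0 library state and of the splits were chosen after the result was seen; the test of Mac1 was chosen before.

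Neutrophils made up 0.458% of the day 7 library and 5.32% to 13.4% of the others, and cells named as conventional dendritic cells 33.7% of day 7, among them a cluster of 76 cells led by regulatory T cell genes and 629 cells of a cluster with a dendritic score of only 0.455 and leading genes shared with a cluster of interstitial macrophages. With the lowest UMI count of day 7 as a floor in every library, neutrophils fell to 1.55% or less in the other 4, so that the missing barcodes with few UMIs may account for the low share. For dendritic cells, the other libraries reached at most 7.13% with the floor, while day 7 itself was at 19.9% under that setting, which argues against the missing barcodes as the whole cause. The naming of clusters moves the share, but with each cell named by its own marker scores it was still 19.3% at day 7, against at most 5.61% in the others. Over the settings, day 7 lay between 19.3% and 34.0%, and the other libraries reached at most 7.27%. This argues against the naming as the whole cause. A difference between the mice or the time points stays open and was not tested.

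Among the 116 Mac1 cells of day 7 with doublets kept, 32.8% were among the barcodes ranked as doublets, against 3.88% of 2962 AMs and IMs. Their median depth was 17429 UMIs, against 6045 in T cells, 16127 in AMs and 13899 in IMs. Droplets that hold a macrophage and a T cell may therefore account for part of Mac1, and a macrophage state with T cell transcripts stays open.

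At day 28, a reporter UMI in 16.4% of AMs lies at or below the share in lymphoid cells (21.1%), so that RNA from other cells may account for it. The comparison also takes the lymphoid UMIs as free RNA, which the lower levels in epithelial-like cells and in a cluster with embryonic transcripts of the sham library, 49.8 and 10.1 CPM against 96.2, leave open for that library. At day 28 the epithelial-like cells were not lower, at 22.1% and 188 CPM (168 to 210) against 119 in lymphoid cells and 114 in AMs. For Mac0, 43.3% lies above the lymphoid share beyond counting error, which argues against RNA from other cells. For AMs with 3 reporter UMIs or more, 1.78% against 0.478% in lymphoid cells argues against free RNA at the lymphoid level as the source of all such cells; the 122 epithelial-like cells, at 0.820%, are too few for this comparison, and a few labelled cells or doublets with labelled cells stay open.

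The Mac0 clusters each come almost wholly from 1 library, so that Mac0 may be a state of its library. With each cell named by its own marker scores, the rise from sham to day 28 remained, at 20.1 percentage points, but each time point is 1 library and the state of the tissue and of the library cannot be told apart.

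For AMs against IMs, the 62 listed genes past the threshold were given by 1 of the 16 assignments of the classes within the 5 libraries, the real one, and the next largest count was 0. With 5 pairs, no share under 0.05 can be reached.

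*Cd68* was lower in AMs than in IMs, by a log2 fold change of -1.21 (standard error 0.17, adjusted p = 0.0016 from edgeR), in 5 of 5 libraries, and lower in Mac0 than in IMs, by -0.98, in both libraries. *Xist* was at 0.3996 CPM or less and *Ddx3y* between 82.5 and 135 CPM in all 5 libraries; the paper's methods name mice of both sexes.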
